# Dynamic chromatin architecture of the porcine adipose tissues with weight gain and loss

**DOI:** 10.1038/s41467-023-39191-0

**Published:** 2023-06-12

**Authors:** Long Jin, Danyang Wang, Jiaman Zhang, Pengliang Liu, Yujie Wang, Yu Lin, Can Liu, Ziyin Han, Keren Long, Diyan Li, Yu Jiang, Guisen Li, Yu Zhang, Jingyi Bai, Xiaokai Li, Jing Li, Lu Lu, Fanli Kong, Xun Wang, Hua Li, Zhiqing Huang, Jideng Ma, Xiaolan Fan, Linyuan Shen, Li Zhu, Yanzhi Jiang, Guoqing Tang, Bin Feng, Bo Zeng, Liangpeng Ge, Xuewei Li, Qianzi Tang, Zhihua Zhang, Mingzhou Li

**Keywords:** Chromatin remodelling, Transcriptomics, Gene regulation, Agricultural genetics, Obesity

## Abstract

Using an adult female miniature pig model with diet-induced weight gain/weight loss, we investigated the regulatory mechanisms of three-dimensional (3D) genome architecture in adipose tissues (ATs) associated with obesity. We generated 249 high-resolution in situ Hi-C chromatin contact maps of subcutaneous AT and three visceral ATs, analyzing transcriptomic and chromatin architectural changes under different nutritional treatments. We find that chromatin architecture remodeling underpins transcriptomic divergence in ATs, potentially linked to metabolic risks in obesity development. Analysis of chromatin architecture among subcutaneous ATs of different mammals suggests the presence of transcriptional regulatory divergence that could explain phenotypic, physiological, and functional differences in ATs. Regulatory element conservation analysis in pigs and humans reveals similarities in the regulatory circuitry of genes responsible for the obesity phenotype and identified non-conserved elements in species-specific gene sets that underpin AT specialization. This work provides a data-rich tool for discovering obesity-related regulatory elements in humans and pigs.

## Abstract (web summary)

Here the authors study diet-induced weight gain/loss to identify chromatin architectures in adipose tissue (AT) associated obesity in a pig model. They found parallels and species-specific regulatory elements in humans and pigs that underpin AT specialization.

## Introduction

The global obesity epidemic poses a major threat to human quality of life and modern healthcare systems worldwide^1,2^. As much as 58% of the world’s adult population is predicted to be overweight or obese by 2030^2^. The metabolic risk factors for obesity are more closely related to adipose distribution than to total adipose mass^3^, which could be due to substantial differences in the contributions of anatomically distinct adipose tissues (ATs) to energy balance and nutrient homeostasis, as well as differences in the mechanisms by which distinct AT populations expand during obesity development. Individuals with obesity who display preferential expansion of visceral ATs (VATs) are at a greater risk for diabetes and cardiovascular disease than equally individuals with obesity who store excess energy in subcutaneous ATs (SATs)^4^. In fact, the expansion of SATs can protect against metabolic complications related to high-energy feeding^3^.

In recent decades, diverse animal models have been used to investigate obesity and its comorbidities, including small rodents, large animals (typically dogs and pigs), and non-human primates^5^. Due to profound similarities with humans in terms of their anatomical, physiological, and metabolic traits, domestic pig (*Sus scrofa*) models have enabled several major advances in metabolism research^5^. In particular, pigs have regional differences between anatomically distinct adipose depots (e.g., SATs and VATs), which are highly similar to humans. This highlights the value of using pigs as obesity models^6^.

Three-dimensional (3D) chromatin architecture is a fundamental regulator of transcription^7^, and is organized in multi-scale hierarchical layers, including chromosome territories, compartments^8^, topologically associating domains (TADs)^9^, chromatin loops^10^, and long-range interactions between promoters and enhancers (PEIs)^11^. An earlier study of chromatin architecture in adipose tissues provided early clues highlighting the regulatory importance of chromatin organization in adipogenesis^12^. Nonetheless, a panoramic view does not illustrate the dynamic changes in chromatin architecture that underpin transcriptomic divergence in ATs that are potentially linked to progressive metabolic risks in obesity development and dietary interventions.

To identify dynamic shifts in chromatin architecture related to obesity development, we used a miniature pig model of weight gain/weight loss (WGWL) to generate a total of 249 high-resolution chromatin contact maps using in situ high-throughput chromatin conformation capture (Hi-C) sequencing and transcriptomes for four anatomically distinct ATs (one SAT and three VATs). In this WGWL model, the pigs were subjected to different nutritional conditions, including healthy pigs fed with a normal diet, obese pigs induced by a high-fat diet, and pigs subjected to dietary restrictions^13^. This relatively large-scale experiment enabled integrated analysis of the multi-scale reorganization of chromatin architecture and how it affects gene expression. Additionally, we comprehensively compared PEI organization in human and pig genomes across the four homologous ATs to characterize evolutionary divergence in their spatial regulatory circuitry and identify how that spatial rewiring could affect species-specific AT biology, such as the absence of brown AT in pigs. In addition to providing several insights into the functional divergence of ATs and the relative conservation of their 3D genomic regulatory mechanisms that support further exploration in pig models, this work also provides an important resource for future comparative metabolic research in humans and pigs.

## Results

### Transcriptome and chromatin architecture experiences alterations during WGWL in distinct ATs

We collected a total of 272 distinct AT samples from 68 adult female pigs across three nutritional condition groups. The normal condition (NC, *n* = 12) group served as the control group for healthy pigs fed a normal diet^14^. The weight-gain (WG, *n* = 46) group, fed with a high-fat diet for 22 weeks, exhibited a ~1.94-fold increase in body weight compared to the normal group, while the weight-loss (WL, *n* = 10) group (comprised of a subset of WG pigs subjected to a nutritional regimen of 10% of normal group caloric intake for 12 weeks) exhibited an average ~32.28% loss in body weight compared to the WG group at 22 weeks (Fig. 1a–d and see “Method” for details). The upper layer of backfat (ULB) at subcutaneous, and three abdominal VATs, i.e., greater omentum (GOM), mesenteric adipose (MAD), and retroperitoneal adipose (RAD), were collected (Fig. 1e). Analysis of ten representative metabolic indicators in serum samples revealed dysfunction in the metabolism^15,16^ of WG pigs compared with NC animals, while these indicators were lower in the WL group than in the control group (i.e., the initial beneficial changes) (Supplementary Fig. 1a). Providing evidence for reports of higher plasticity in VAT size than in SAT size under variable nutrient intake^17,18^, we observed a higher degree of hypertrophy in the adipocytes of three VATs between the NC and WG groups compared with the subcutaneous ULB adipocytes. In contrast, VATs in the WL group showed a greater degree of atrophy compared to ULB adipocytes (Fig. 1f and Supplementary Fig. 1b).

**Fig. 1:**
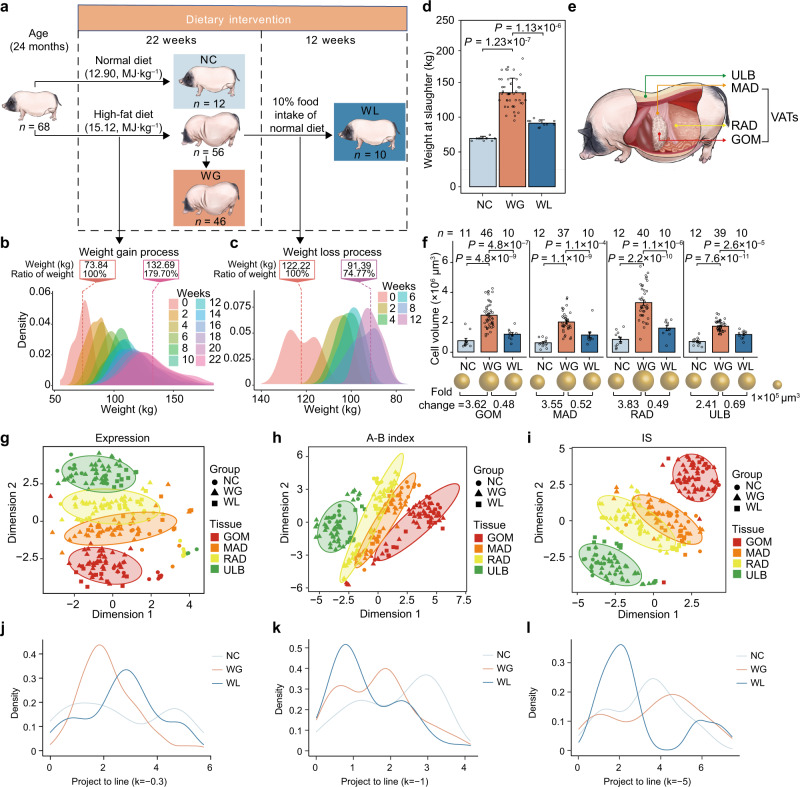
Transcriptomic and chromatin architecture dynamics in distinct ATs associated with body weight in changes. **a** Schematic overview of the experimental design for dietary treatments. **b** Body weight of pigs (*n* = 56) during progressive weight gain over 22 weeks, observed every 2 weeks (12 time points). Ratio of weight: relative to the weight at baseline (0 weeks). **c** Body weight of pigs (*n* = 10) during progressive weight loss over 12 weeks (from 23rd to 34th week), observed every 2 weeks (6 time points). Ratio of weight: relative to the weight at the 22nd week. **d** Histogram of body weight at slaughter for NC, WG, and WL groups. WG weight gain, WL weight loss, NC normal diet. Data are presented as means ± SD (NC, *n* = 12; WG, *n* = 46; WL, *n* = 10). *p* values were determined by two-sided Wilcoxon rank-sum test. **e** Adipose tissue sources: one SAT (ULB: upper layer of backfat) and three VATs (GOM greater omentum, MAD mesenteric adipose, RAD retroperitoneal adipose). SAT subcutaneous adipose tissue, VAT visceral adipose tissue. **f** Histogram of adipocyte volumes during weight gain or loss for each adipose depot (top). Spheres show relative adipocyte volume, with the scale shown on the right (middle). Fold-changes in adipocyte volume in WG relative to NC (left) and in WL relative to WG (right) (bottom). Data are presented as mean values ± SD. Statistical significance was determined using a one-sided Wilcoxon rank-sum test. **g**–**i** Comparison of variation in gene transcription (**g**), AB compartment (**h**), and IS (**i**) between adipose depots and between groups. t‑distributed stochastic neighbor embedding (t-SNE) clustering of samples. In t-SNE plots, ellipses indicate AT samples with similar profiles, constructed at a probability of 0.85. **j**–**l** Proportional distribution of projection distance for t-SNE plots of gene expression in **g** (**j**), A-B index in **h** (**k**), and IS in **i** (**l**) between each dot and a given line (*y* = *kx*, *k* = −0.3, −1, −5 for gene expression, A-B index and IS, respectively) across groups. Source data for (**b**–**d**, **f**–**l**) are provided as a Source Data file.

Examination of hierarchical 3D genome architecture with transcriptomic analysis revealed alterations in the WG and WL groups compared with the NC group. In situ Hi-C assays of all 249 AT samples generated a total of ~73.33 billion valid contacts (~294.52 million [M] contacts per sample, reaching a maximum intra-chromosomal resolution of ~8 kb) (Supplementary Fig. 2, Supplementary Data 1 and Supplementary Note 1). 

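The libraries came from 4 ATs of adult female Bama pigs, a Chinese miniature breed. GOM, MAD and RAD are visceral, and ULB is subcutaneous. NC pigs ate a normal diet, WG pigs a high-fat diet for 22 weeks, and WL pigs were kept for 12 further weeks at 10% of the normal caloric intake. Chromatin was digested with MboI. The authors processed the reads with Juicer, kept alignments with a mapping quality of at least 30, left out the sex chromosomes and the mitochondrial genome, balanced the contact matrices by the Knight-Ruiz method, and normalized them between samples by quantiles with BNBC. They deposited an A-B index for each autosomal bin of 20 kb in each sample. This score has no unit and is positive in compartment A and negative in compartment B. They also deposited the TADs that deDoc called on the 20-kb matrices of each sample. The last bin ended within 1 bin of the length of the Sscrofa11.1 chromosome for all 18 autosomes.

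For the work described here, 240 samples were used. GOM had 9 NC, 46 WG and 10 WL samples, MAD had 12, 37 and 10, RAD had 12, 40 and 10, and ULB had 5, 39 and 10. The A-B index table holds 9 further columns, named for NC samples of GOM and ULB, that are not among the samples of the series and were not used here. The paper states that it took public data of 9 adipose samples of pigs from earlier deposits, and the files do not say whether these are the same. By the paper's Supplementary Data 1, these 240 samples had 63.7 to 481 M valid contacts, with a median of 290.0 M. The lowest group median was 228 M in WL RAD, and the highest was 347 M in NC RAD. One WL GOM sample (replicate 9) held the lowest number, and the next lowest WL GOM sample had 259 M. The index comes without the number of contacts behind each bin, so the depth of a single value is unknown and no counting interval is given.

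The index was analysed as deposited. The share of bins with a positive index differed between samples. Results on the index were also computed after quantile normalization of the index between samples, an alternative chosen after seeing the data. It was added after frequencies of single bins in Supplementary Data 3 were compared with those from the deposited index. A gene took the value of the bin that holds its transcription start site. For single genes, a 2-sided exact Wilcoxon rank-sum test was used where a group had fewer than 10 samples, and a 2-sided permutation test of the means with 100000 permutations elsewhere. Adjusted p values of these genes are by Benjamini-Hochberg over their list.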

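Total RNA of the same ATs was depleted of rRNA and sequenced as stranded libraries. The authors estimated transcript abundance with kallisto on the Sscrofa11.1 annotation and a set of lncRNAs and TUCPs (transcripts of uncertain coding potential), and summed it by gene with tximport. They deposited estimated counts and TPM. Of the counts of PCGs, 17.8% are 0, and none of the others is a whole number (within 1e-09). Of the 245 columns of the count table, 236 match a deposited sample, and the other 9 were not used here. GOM had 9 NC, 45 WG and 10 WL samples, MAD had 12, 36 and 10, RAD had 12, 39 and 10, and ULB had 5, 38 and 10. The tables hold 21280 protein-coding genes (PCGs), 14862 lncRNAs and 1883 TUCPs. Estimated counts on PCGs ranged from 3337126 to 22939407 per sample, with a median of 16791614. The group medians ranged from 9262969 in NC GOM to 18463191 in WG RAD.

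Counts were rounded and tested with edgeR (TMM normalization and the quasi-likelihood test, 2-sided) among PCGs above 0.5 TPM in at least 80% of the samples of a group, which left 13346 to 14316 PCGs per comparison. A DEG had an adjusted p (Benjamini-Hochberg) below 0.05 and a fold change above 1.5. Log2 fold changes are given as the second group over the first. The NC libraries fell into 2 sets by the share of bases with a quality of at least Q30 that the paper lists in Supplementary Data 1. In 17 of the 38 NC libraries this share was 85.3 to 87.8%, and PCGs held 74.8 to 84.8% of the summed TPM. In the other 21 it was 90.6 to 94.6%, and PCGs held 91.9 to 96.8%. The 17 libraries were 7 of 9 in GOM, 2 of 12 in MAD, 6 of 12 in RAD and 2 of 5 in ULB. Of the WG libraries, 1 in GOM and 1 in MAD lay below 89%, and none in RAD or ULB. For comparisons with NC, values from a fit with this Q30 set as a term are given beside the pooled ones. In WL, 1 to 3 of 10 libraries per AT lay below 89%, with 70.8 to 92.2% of TPM on PCGs, and no such term was fitted between WG and WL.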

Total RNA-seq for the corresponding AT samples indicated that the transcription, compartmental rearrangements, and local spatial context (reflected by insulation scores [IS]) diverged in the WG and WL groups compared to the NC group (Fig. 1g–l), suggesting that both excess and insufficient caloric intake can reshape chromatin architecture and transcriptomic patterns in ATs^19,20^. In particular, inflammation-related genes were differentially up-regulated in each AT type of the WG group, while metabolism-related genes were down-regulated in each WL group AT (Supplementary Note 1, Supplementary Fig. 3 and Supplementary Data 2). 

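The 10 genes that Supplementary Fig. 4a names for VAT hypertrophy are SPARCL1, TM4SF1, DCN, PALLD, CLEC3B, COL1A1, COL1A2, AQP1, DOK1 and AGPAT2. All but AGPAT2 have a place on an autosome of the reference annotation and so an A-B index. From NC to WG, the index was higher for 6 of these 9 genes in GOM, 6 in MAD, 8 in RAD and 5 in ULB. The mean difference over the 9 genes was 0.198 in GOM, 0.258 in MAD, 0.310 in RAD and 0.118 in ULB. Over all bins with a gene start, the median difference was 0.192, 0.280, 0.283 and 0.204. Adjusted over the list alone, 2 genes in GOM, 3 in MAD, 4 in RAD and 2 in ULB were higher in WG at p below 0.05 (exact Wilcoxon or permutation tests), and none was lower. With the mean of all bins that overlap the gene, 2, 6, 5 and 2 genes were higher, and 1 in MAD and 1 in ULB was lower. After quantile normalization of the index between samples, the mean difference was 0.00239 in GOM, 0.0246 in MAD, 0.120 in RAD and -0.0461 in ULB, and 2, 1, 2 and 0 genes stayed higher at that limit. In RAD, 1 gene was then lower. In ULB, no gene passed without NC replicate 5, 9 or 12, and the mean difference was 0.0512 without replicate 5 and 0.0221 without replicate 9.

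In expression, 7 of the 10 genes were higher in WG in GOM, 8 in MAD, 8 in RAD and 5 in ULB. The edgeR test called 3, 2, 4 and 0 of them DEGs with higher expression in WG, and 0, 2, 0 and 1 DEGs with lower expression. Over all genes tested, the adjusted p was below 0.05 for 4 higher genes in GOM, 2 in MAD and 5 in RAD. The counts adjusted over the list alone were also 4, 2 and 5. Fitted with a term for the Q30 set of the libraries, 0, 1, 1 and 0 of them were DEGs with higher expression in WG, and 1, 2, 0 and 0 DEGs with lower expression. The DEG with lower expression in ULB, DCN, was not called without NC ULB replicate 9 (adjusted p = 0.081). Between the high-Q30 NC libraries and all WG libraries, the mean of log2(TPM + 1) over the 10 genes differed by 0.37 in GOM, 0.31 in MAD, 0.47 in RAD and -0.15 in ULB. The low-Q30 NC libraries against all WG libraries gave 0.49, 0.69, 0.83 and 0.28.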

Notably, compartmentalization status showed that ten genes related to VAT hypertrophy^21^ were in the more active compartment (i.e., more accessible) in WG compared to NC (Supplementary Fig. 4a), reflecting the enhanced absorption of free fatty acids and triglycerides in hypertrophic adipocytes after weight gain^17^. For example, increased expression of the tetraspanin family protein *TM4SF1* was previously reported in larger adipocytes of human subjects with obesity compared to its expression in smaller, non-obese subjects^21^ (Supplementary Fig. 4b, c).

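TM4SF1 (ENSSSCG00000033018) lies on chromosome 13 of Sscrofa11.1 from 89591105 to 89600060 on the minus strand. In GOM, its A-B index was 1.78 ± 0.797 (SD, n = 9) in NC and 2.68 ± 0.611 (SD, n = 46) in WG (exact Wilcoxon rank-sum test, p = 0.0028, adjusted p = 0.013). The rise was 1.14 in MAD, 0.780 in RAD and 0.891 in ULB, with adjusted p values of 9e-05, 0.0039 and 0.025 (exact Wilcoxon test in ULB and permutation tests in the others, where 1e-05 is the smallest raw p the permutations can give). After quantile normalization, the rise was 0.709 in GOM, 0.965 in MAD, 0.575 in RAD and 0.662 in ULB, and the adjusted p in ULB became 0.058 (exact test). With the index as deposited, it was 0.12 without NC ULB replicate 5, 9 or 12 (exact tests).

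The mean TPM of TM4SF1 rose from 143.6 ± 54.3 (SD, n = 9) to 210.3 ± 69.2 (SD, n = 45) in GOM, from 96.3 ± 42.7 (n = 12) to 121.8 ± 38.7 (n = 36) in MAD, from 79.8 ± 43.8 (n = 12) to 141.9 ± 54.0 (n = 39) in RAD, and from 83.3 ± 42.0 (n = 5) to 122.4 ± 48.9 (n = 38) in ULB. In RAD, edgeR gave a log2 fold change of 0.60 (standard error 0.200, adjusted p = 0.016). The log2 fold changes of 0.30 in GOM, 0.17 in MAD and 0.46 in ULB had adjusted p values of 0.27, 0.46 and 0.41 in the same edgeR test. The Q30 set as a term brought the value in RAD to 0.28 (adjusted p = 0.55). All 39 WG libraries of RAD were of high Q30, as were 6 of the 12 NC ones.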

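Expression was compared over the 15068 PCGs above 0.5 TPM in at least 80% of the samples of a group, as log2(TPM + 1). AT accounted for 14.5% of the variance between the 236 samples, and nutritional group for 10.6% (permutation of AT within group and of group within AT, p = 1e-05 for both, the smallest that 100000 permutations can give). Pairs of samples of an AT from different groups had about the same mean Spearman correlation as pairs from different ATs of a group. The difference between these means, the measure of the expression similarity of samples used here, was 0.00106. Samples of WG with the same number correlated between ATs, which these permutations leave out of account. Without such pairs in each group, a choice made after seeing the data, the difference was 0.00182. Permutations that kept samples of a number together gave p = 1e-05 for AT and for group. Within the 209 libraries of high Q30, AT accounted for 15.1% and group for 6.81% (p = 1e-05 for both), and the means were 0.938 between groups of an AT and 0.931 between ATs of a group. Within the 27 libraries of low Q30, most of them from NC, AT accounted for 19.9% and group for 37.8% (permutation p = 1e-05 and 2e-05), and the order was the reverse, with 0.907 between groups and 0.930 between ATs. The order of AT and group thus did not hold in both sets. The lncRNAs moved the difference of the means most, to -0.0293. Over the 10095 detected, group accounted for more of the variance than AT, 7.81% against 6.00%. In the A-B index, AT accounted for 16.7% of the variance and group for 5.50% (p = 1e-05 for both). With quantile normalization of the index, the shares were 18.0% and 4.49%.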

The t-SNE analysis found that transcriptomic profiles (Fig. 1g) and chromatin architecture, i.e., compartmentalization (Fig. 1h) and TAD organization (Fig. 1i) within ATs were more similar among groups, regardless of diet-induced alterations, than they were between ATs. This was especially true between ULB and VATs. Moreover, t-SNE plots comparing Hi-C and RNA-seq data for all groups showed distinct clustering of ATs, with a consistent order of similarity following ULB to RAD to MAD to GOM, while no such pattern appeared for the three nutritional conditions (Fig. 1g–i and Supplementary Figs. 5 and 6). This finding aligns with intrinsic functional and metabolic differences among ATs (Supplementary Fig. 7).

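In the WG group, whose libraries all but 2 had a high Q30 share, the mean Spearman correlation of expression between samples of ULB and GOM was 0.914, the lowest of the 6 pairs of ATs. It was 0.927 between ULB and MAD and 0.938 between ULB and RAD. Among the VATs, it was 0.930 between GOM and MAD, 0.927 between GOM and RAD, and 0.941 between MAD and RAD. In WL, the pair of RAD and ULB had the highest correlation, 0.961, of the 6 pairs. In the A-B index of WG samples, the mean correlation with ULB was 0.949 for GOM, 0.961 for MAD and 0.957 for RAD. Among the VATs, it was 0.949 between GOM and RAD, 0.961 between GOM and MAD, and 0.962 between MAD and RAD.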

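Averaged over NC, WG and WL, the mean Spearman correlation of expression with ULB was 0.940 for RAD, 0.927 for MAD and 0.915 for GOM. With GOM, it was 0.928 for MAD and 0.926 for RAD, and MAD and RAD reached 0.938. For the A-B index, the averages with ULB were 0.963 for MAD, 0.962 for RAD and 0.952 for GOM, and those among the VATs were 0.967 for MAD and RAD, 0.961 for GOM and MAD, and 0.955 for GOM and RAD. Spearman correlations depend on ranks alone and were the same with the index normalized by quantiles.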

We next tested whether visceral RAD exhibits SAT-like metabolic characteristics^22^ and found that RAD more actively regulates hyperplasia compared to visceral GOM or MAD. 

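PPARG (ENSSSCG00000011579) lies on chromosome 13 from 68301566 to 68433951 on the plus strand, and 8 HOXD genes (HOXD1, HOXD3 and HOXD8 to HOXD13) have a place on an autosome of the annotation. The A-B index of these 9 genes was higher in RAD than in GOM for 9 of 9 in NC, WG and WL, with a mean difference of 0.993, 0.879 and 1.37. All 9 genes passed p below 0.05 adjusted over the list alone in each group (exact Wilcoxon tests in NC and permutation tests in WG and WL). Against MAD, the index in RAD was also higher for 9 of 9 genes in each group, by 0.579, 0.365 and 0.617 on average, and 8, 9 and 9 genes passed that limit. Against ULB, the mean difference of RAD was -0.0660 in NC, with no gene past the limit (exact Wilcoxon tests). The mean difference in NC ran from -0.157 to 0.0325 with each of the 5 NC ULB samples left out in turn. In WG, the mean difference was -0.307, and 8 genes with lower values in RAD passed the limit. In WL, it was 0.103, and none passed. With quantile normalization of the index, the difference from GOM became 0.898, 0.771 and 1.26, that from MAD 0.506, 0.321 and 0.531, and that from ULB -0.198, -0.427 and 0.0402 in NC, WG and WL. The other hyperplasia genes of Supplementary Fig. 4e and f are not named in the paper's text and were not analysed here.

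The mean TPM of PPARG in NC was 163.7 ± 42.1 (SD, n = 9) in GOM, 230.2 ± 68.0 (n = 12) in MAD, 286.1 ± 97.2 (n = 12) in RAD and 225.0 ± 66.8 (n = 5) in ULB. Its expression was higher in RAD than in GOM, with log2 fold changes of 0.80 in NC, 0.73 in WG and 0.74 in WL (adjusted p = 0.00086, 1.6e-11 and 0.0015, edgeR). With the Q30 set as a term, the value in NC was 0.71, still a DEG. Of the HOXD genes with counts (HOXD1, HOXD3, HOXD4 and HOXD8 to HOXD12), 4 were expressed highly enough to be tested between GOM and RAD, and 4, 4 and 3 of them were DEGs with higher expression in RAD in NC, WG and WL.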

The compartmental status of *PPARG*, all nine *HOXD* cluster genes, and 53 hyperplasia-related genes known to be essential for adipogenesis^23^, were more active in RAD than in GOM or MAD but were comparable with ULB under each nutritional condition (Supplementary Fig. 4d–f). Importantly, mitochondrial biogenesis in ATs is enhanced for hyperplasia but weakened in hypertrophy as obesity developed^24^. Consistent with that study, we found that 13 mitochondria-encoded genes were generally up-regulated in ULB and SAT-like RAD after weight gain, but no such pattern was evident for GOM and MAD (Supplementary Fig. 4g). 

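In the libraries used here, these genes were mostly lower in WG than in NC in all 4 ATs. Of the mitochondria-encoded genes tested, 0 of 13 were higher in WG in GOM, 0 of 12 in MAD, 0 of 12 in RAD and 4 of 12 in ULB. The median log2 fold change was -1.67 in GOM, -1.23 in MAD, -1.40 in RAD and -0.12 in ULB. At an adjusted p below 0.05 over all genes tested (edgeR), 7 were lower in GOM, 3 in MAD, 7 in RAD and 1 in ULB. Adjusted over the list alone, 11, 3, 12 and 1 were lower. None was higher by either adjustment. Part of this went with the Q30 set of the NC libraries. The mean of log2(TPM + 1) over the 13 genes in all WG libraries differed from the high-Q30 NC libraries by -3.14 in GOM, -1.06 in MAD, -0.66 in RAD and 0.52 in ULB, and from the low-Q30 NC libraries by -2.40, -2.22, -2.54 and -2.09. When the Q30 set was a term, the median log2 fold change was -2.94 in GOM, -1.24 in MAD, -0.87 in RAD and 0.82 in ULB. In ULB, 11 of 12 genes were then higher in WG, and no gene in RAD or ULB passed an adjusted p of 0.05. Samples differed widely in these genes: in NC and WG, the SD of the mean over the 13 genes within an AT and group was 1.64 to 2.00 on the log2 scale, except in NC GOM, where it was 0.43.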

The compartment status of 36 paralogous homeobox (*HOX*) TFs (the major regulators of animal morphogenesis and development) in RAD was more similar to that in SAT, and was clearly distinguishable from their profiles in GOM and MAD despite their shared physiological location (Supplementary Fig. 4h). These results highlight the well-characterized differences between VATs and SATs, particularly in their respective metabolically harmful or protective roles^17^ (Supplementary Fig. 7).

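All 36 HOX genes with a place on an autosome of the annotation were compared by their mean A-B index per AT. The mean absolute difference between RAD and ULB over these genes was 0.280 in NC, 0.287 in WG and 0.342 in WL. Between RAD and MAD it was 0.255, 0.245 and 0.257, and between RAD and GOM 0.398, 0.353 and 0.431. Over all bins, the mean absolute difference between RAD and ULB was 0.460, 0.380 and 0.334, and that between RAD and MAD 0.322, 0.207 and 0.248. The HOX genes of RAD and ULB thus differed less than bins in general in NC and WG, and those of RAD and MAD only in NC. Between ULB and the other VATs, the differences were larger: 0.542 in NC, 0.442 in WG and 0.638 in WL for GOM, and 0.439, 0.365 and 0.534 for MAD. GOM and MAD differed by 0.200, 0.189 and 0.297. Across the genes, the correlation (Pearson's r) between the RAD and MAD profiles was 0.954 in NC, 0.939 in WG and 0.889 in WL, and that between RAD and ULB was 0.836, 0.852 and 0.878. Genes of a cluster are neighbours and not independent replicates. After quantile normalization of the index, RAD was 0.298 from ULB and 0.317 from MAD in NC, which reverses their order, while in WG the values were 0.290 and 0.266, and in WL 0.309 and 0.298.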

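Similarity was measured here as the Spearman correlation between pairs of samples, over the PCGs detected in the libraries and over all bins of 20 kb. For expression, the mean was 0.943 ± 0.0422 (SD over 3422 pairs) between replicates of an AT and group, 0.930 ± 0.0357 (3455 pairs) between groups of an AT, and 0.929 ± 0.0400 (10464 pairs) between ATs of a group. For the A-B index, it was 0.967 ± 0.0185 (3580 pairs) between replicates, 0.966 ± 0.0153 (3533 pairs) between groups of an AT, and 0.957 ± 0.0177 (10944 pairs) between ATs of a group. Pairs that share a sample are not independent, and no test over pairs was run.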

Using the distance between samples in the t-SNE as a metric, we found that the average distance between replicates was slightly less than that between treatment groups (Wilcoxon rank-sum test, *p* < 1.96 × 10^−9^), and markedly less than that between pairwise ATs (Wilcoxon rank-sum test, *p* < 2.2 × 10^−16^) (Supplementary Fig. 8), suggesting considerable intra-group heterogeneity.

### Population dynamics of compartmentalization and TAD boundaries between ATs

To quantify the intra-population variability in compartmental status and TAD boundaries (Supplementary Note 2 and 3 and Supplementary Figs. 9–17), we examined the consistency of A/B compartments and TAD boundaries within populations, which is the frequency in which a bin was identified in a given compartment or TAD boundary in that population (“Methods”) (Supplementary Fig. 18a).

The A/B compartments were roughly classified into three categories based on their consistency: high (>70%), medium (30–70%), and low (<30%). This analysis found that most A/B compartments were invariable within replicates (Supplementary Fig. 11a). Moreover, compartmental status remained generally unchanged across ATs and treatments/groups, with changes (i.e., frequency of active compartment A status changed from high to low, or reversely) observed in an average of 1.31% (1489 bins of 20-kb length) and 0.29% (327) of bins, respectively (Fig. 2a, b and Supplementary Data 3).

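Within an AT and group, on average 90.9% of the bins had the same compartment in over 80% of the samples. The share ranged from 88.1% in NC ULB (n = 5) to 93.2% in NC RAD (n = 12). With 5 samples, over 80% means all 5, so the rank of NC ULB depends on the cut. By the share of bins with the same compartment in every sample, NC ULB was the highest of the 12 groups, also at 88.1%. On average over the 12 groups, 82.4% of the bins had the same compartment in every sample. The frequency of compartment A was high (at least 70% of the samples) in 45.9% of the bins, low (at most 30%) in 49.4% and medium in 4.70%. With quantile normalization of the index, the average share with the same compartment in over 80% of the samples was 91.1%.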

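Between ATs, the frequency of compartment A changed from high to low or the reverse in 1514 bins on average over the 18 comparisons (1.34% of bins, 30.3 Mb). The number ran from 78 between MAD and RAD in WG to 3029 between GOM and ULB in WL. For each comparison, the labels of the samples were also reassigned at random 100 times. Between ATs, none of the random assignments reached the real number in any of the 18 comparisons. In the 6 comparisons of WG, which had 37 to 46 samples per AT, the highest number under random labels was 5. In NC between GOM and ULB, where ULB had 5 samples, it was 2119 against 2971 for the real labels. Classes set at 80% and 20% moved this mean most, to 709 bins.

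Between NC and WG and between WG and WL, the mean over the 8 comparisons was 415 bins (0.366%), from 245 in GOM to 666 in ULB between NC and WG and from 316 in GOM to 666 in RAD between WG and WL. In MAD between NC and WG, 2 of the 100 assignments, the real one included, reached the 288 bins found, with up to 371 under random labels. In the other 7 comparisons, none but the real one did. Of the bins that changed, most went from low to high frequency of compartment A with weight gain and again with weight loss: 237 of 245 in GOM, 244 of 288 in MAD, 246 of 305 in RAD and 603 of 666 in ULB from NC to WG, and 254 of 316, 262 of 320, 624 of 666 and 408 of 511 from WG to WL. This excess depends on the scale of the index. With quantile normalization between samples, which gives every sample the same share of bins in compartment A, the counts from low to high and from high to low were 87 and 44 in GOM, 159 and 230 in MAD, 145 and 103 in RAD, and 284 and 230 in ULB from NC to WG. From WG to WL they were 157 and 143, 152 and 136, 169 and 179, and 279 and 216. The mean over the 8 comparisons was then 339 bins (0.299%), and that over the 18 comparisons of ATs was 1549 bins (1.37%). From the small share of bins that changed, the paper states that the compartments remained generally unchanged across ATs and groups.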

**Fig. 2:**
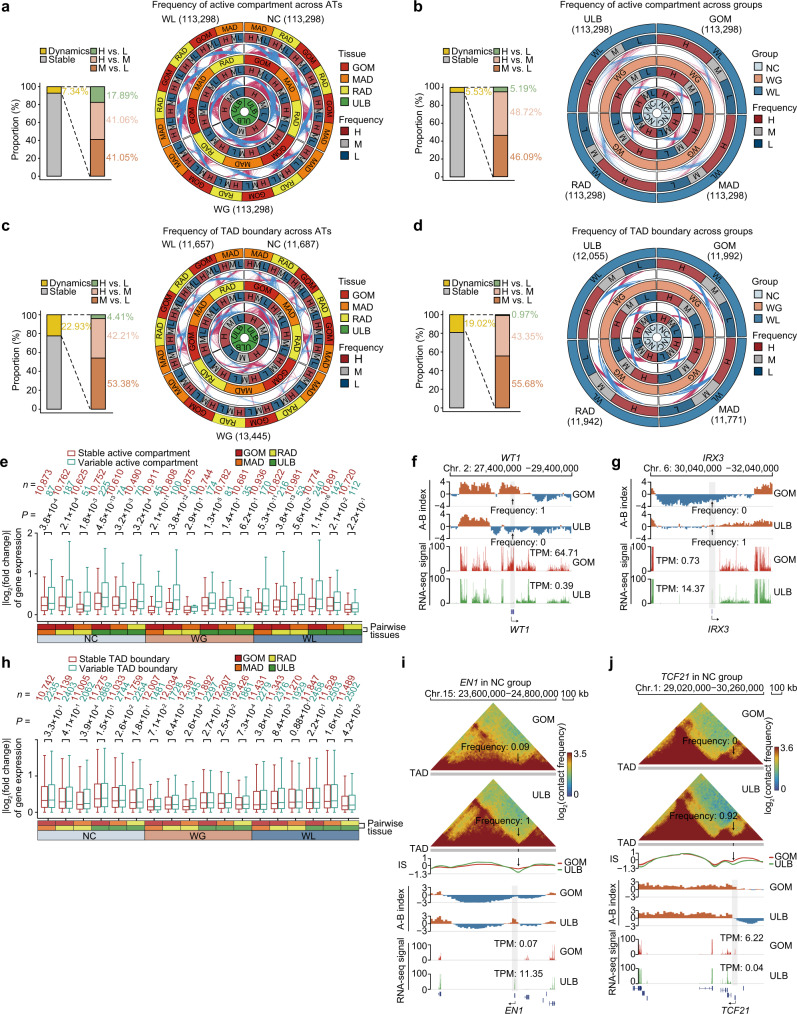
Population-level dynamics of compartmentalization and TAD boundaries in distinct ATs across weight gain and loss treatment groups. **a**, **b** Differences in the frequency of A/B compartments in pairwise comparisons of ATs and treatments. Proportion plot showing stability and variability of compartment shifts across different ATs (**a**) and groups/treatments (**b**). Circos plots highlight changes in compartment status between pairwise ATs in each treatment group (**a**) or between treatment groups in each AT (**b**). Red or blue vectors indicate changes in frequency from low-to-high or high-to-low, respectively, in pairwise comparisons between ATs in adjacent rings; vector thickness is proportional to frequency of the changed compartment. **c**, **d** Differences in frequency of TAD boundaries in pairwise comparisons of ATs and treatments. Proportion plot showing the stability and variability of TAD boundary shifts across different ATs (**c**) and groups/treatments (**d**). Circos plots highlight changes in TAD boundary frequency. **e** Box plots of changes in expression level for genes embedded in stable active compartment regions (red) vs. those that changed (green) between pairwise ATs. **f**, **g** Representative changes in A/B compartment status between ATs. Compartment status (A/B) across all individuals in the NC group is shown for the typical VAT-active gene *WT1* and SAT-active gene *IRX3*. Expression levels (TPM) were also plotted. **h** Box plots showing changes in expression levels of genes embedded in stable TAD boundary regions (red) vs. those that changed (green) between pairwise ATs. In the boxplot in (**e**) and (**h**), the internal line indicates the median, box limits indicate the 25th and 75th quartiles, and whiskers extend to 1.5 × IQR from the quartiles. The gene number in each category is listed above each box. Statistical significance was determined by a two-sided Wilcoxon rank-sum test. **i**, **j** Representative TAD boundaries shift between ATs. Chromatin interaction heat maps are shown for typical replicates of GOM and ULB in the NC group. The black arrow indicates the position of the shifted boundary. Representative embedded genes include *EN1* (**i**) and *TCF21* (**j**), which are highly expressed in ULB and GOM, respectively. Source data are provided as a Source Data file.

The common active compartment regions across ATs were more prone to enrichment with genes, high GC content, housekeeping genes, short interspersed nuclear elements (SINEs), and evolutionarily conserved sequence but depleted for long terminal repeat (LTRs)^25^ (Supplementary Fig. 16). In contrast, genes in compartments that shifted between ATs or conditions exhibited higher changes in expression than those within common bins (Fig. 2e and Supplementary Note 2). For example, in the NC group, the compartmental status around the VAT-specific developmental regulator *WT1*^26^ was commonly active in GOM (frequency = 100%) with elevated expression (TPM = 64.71), but inactive in ULBs (frequency = 0) and weakly expressed (TPM = 0.39) (Fig. 2f). In contrast, the compartmental status around the adipose browning and metabolic activity regulator *IRX3*^27^ was commonly active in ULBs (frequency = 100%) with elevated expression (TPM = 14.37), but inactive in GOMs (frequency = 0) and weakly expressed (TPM = 0.73) (Fig. 2g).

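For each pair of ATs in a group, genes in bins that shifted from high to low frequency of compartment A or the reverse were compared with genes in bins of high frequency in both ATs, by the absolute log2 ratio of their mean TPM + 1. The median was larger in the shifted bins in 17 of 18 comparisons, with an adjusted p below 0.05 in 13. Of the others, it was 0.11 for GOM against MAD and 0.17 for MAD against ULB in NC, 0.70 for RAD against ULB in WG and 0.80 for MAD against RAD in WL. Between GOM and ULB in NC, it was 0.49 for 159 genes in shifted bins and 0.35 for 8799 genes in unchanged active bins (permutation test of the medians, p = 0.00032, adjusted over 18 tests p = 0.00072). Between GOM and RAD in NC, it was 0.46 for 120 genes and 0.26 for 8766 genes (p = 1e-05, the smallest the permutations can give, adjusted p = 4.5e-05). The exception was MAD against ULB in WG, with 0.18 in both sets (41 genes, permutation p = 0.98). The gene was higher in the AT with the active bin for 55.9 to 86.2% of the shifted genes, depending on the comparison. With quantile normalization of the index, the medians between MAD and ULB in NC were 0.37 and 0.24 (adjusted p = 0.00027), where the index as deposited gave 0.29 and 0.24 (adjusted p = 0.17). The adjusted p rose above 0.05 for MAD against RAD in WG (8 genes, permutation p = 0.14, adjusted p = 0.19) and for RAD against ULB in WL (permutation p = 0.15, adjusted p = 0.19). Without the filter on genes, the median was larger in the shifted bins in 15 of 18 comparisons, with an adjusted p below 0.05 in 9. It rose to 0.76 for RAD against ULB in NC, 0.36 for GOM against MAD and 0.12 for GOM against ULB in WG, and 0.061 for RAD against ULB in WL. Genes are not independent replicates of one another.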

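WT1 (ENSSSCG00000013316) lies on chromosome 2 from 28411467 to 28456007 on the plus strand. The bin of its transcription start site (28400001 to 28420000) had an A-B index of 2.18 ± 1.01 (SD, n = 9) in NC GOM and -1.23 ± 0.658 (SD, n = 5) in NC ULB (exact Wilcoxon rank-sum test, p = 0.001, the smallest p that 9 samples against 5 allow). All 9 GOM samples had this bin in compartment A, and none of the 5 ULB samples did. The mean over the 3 bins that overlap the gene gave the same split, as did the index after quantile normalization. The mean TPM was 76.3 ± 32.9 (SD, n = 9) in GOM and 0.860 ± 0.912 (SD, n = 5) in ULB, with every GOM sample at or above 31.9 and every ULB sample at or below 2.38. The log2 fold change was -6.50 (standard error 0.580, adjusted p = 6.4e-07, edgeR). It was, with a term for the Q30 set of the libraries, -6.43 (adjusted p = 1.1e-06). The mean TPM was 71.1 in the 7 low-Q30 and 94.4 in the 2 high-Q30 libraries of GOM, and 1.67 in 2 and 0.321 in 3 libraries of ULB.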

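IRX3 (ENSSSCG00000002831) lies on chromosome 6 from 31044919 to 31049067 on the plus strand. Its bin (31040001 to 31060000) had an A-B index of -1.53 ± 0.271 (SD, n = 9) in NC GOM and 0.404 ± 0.316 (SD, n = 5) in NC ULB (exact Wilcoxon rank-sum test, p = 0.001). All 5 ULB samples and none of the 9 GOM samples had it in compartment A. The mean TPM of IRX3 was 0.722 ± 0.595 (SD, n = 9) in GOM and 15.1 ± 0.652 (SD, n = 5) in ULB, a log2 fold change of 4.33 (standard error 0.495, adjusted p = 8.7e-06, edgeR). No GOM sample exceeded 1.83, and no ULB sample was below 14.1. The fit with the Q30 set as a term gave 4.26 (adjusted p = 1.8e-05).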

Similarly, TAD boundaries could also be classified as either high (>70%), medium (30–70%), or low (<30%) frequency based on their consistency (Supplementary Fig. 18b), a minority of which did not vary between replicates. Moreover, TAD consistency was comparable across ATs and nutrition groups, only switching 1.01% and 0.18% TAD (i.e., frequency of TAD boundary changed from high to low, or reversely), respectively (Fig. 2c, d and Supplementary Data 3).

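A boundary was taken from each end of the TADs that deDoc called in a sample, and boundaries within 100 kb were collapsed, starting from those held by most samples. The paper ordered them by insulation score, which the deposited files do not hold. Between 9102 and 11212 collapsed boundaries were compared for each pair of ATs or groups. In a check on 5000 simulated boundaries in 2 groups of 10 samples, all 150 that were made absent from one group were found.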

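The frequency of a boundary changed from high to low or the reverse for 123 boundaries on average over the 18 comparisons between ATs (1.29% of those compared), and for 26.8 boundaries (0.257%) over the 8 comparisons between NC and WG and between WG and WL. In NC, the number was 376 between GOM and ULB, 350 between MAD and ULB, 209 between RAD and ULB, 132 between GOM and RAD, 74 between MAD and RAD, and 72 between GOM and MAD. Of the 376 boundaries, 313 were of high frequency in ULB. With 100 random assignments of the sample labels, the highest numbers for these 6 comparisons were 160, 148, 129, 45, 45 and 43. Between MAD and RAD in WL, 44 boundaries changed, and random labels gave 44 or more in 38 of 100 assignments, the real one included. In WG, 1 boundary changed between MAD and RAD, which random labels reached in 12 of 100. Between groups, the counts were 12 in GOM, 14 in MAD, 20 in RAD and 61 in ULB from NC to WG, and 15, 30, 35 and 27 from WG to WL. Random labels gave as many in 5 of 100 assignments in GOM and in ULB from NC to WG and in 14 of 100 in GOM from WG to WL. Classes set at 80% and 20% moved the means most, to 35.8 between ATs and 2.88 between groups.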

Common TAD boundaries were more prone to enrichment with CCCTC-binding factor (CTCF) binding site motifs, transposable elements (TEs), especially recently inserted SINEs with low sequence divergence and housekeeping genes, and showed markedly stronger insulation than variable ones between ATs^28^ (Supplementary Fig. 18c, d and Supplementary Note 3). Consequently, genes near shifted TAD boundaries (i.e., within ±100 kb of a boundary) in some of the comparisons showed slightly higher (though not significant) changes in expression than those near the common boundaries^29^ (Fig. 2h). The influence of shifted boundaries on gene expression was relatively milder than that observed in A/B compartments. These differences in expression could potentially reflect the rewiring of the distal PEI networks caused by changes in the chromatin insulation status at these loci. In one scenario, increased chromatin insulation appeared to block non-specific PEIs, thereby increasing contact frequency with their endogenous distal regulators. For instance, the key adipogenic developmental gene *EN1*^30^ is adjacent to a common boundary in ULBs, while this boundary is absent in GOMs. Likewise, *EN1* expression in ULB (TPM = 11.35) is higher than in GOM (TPM = 0.07) (adjusted *p* = 2.46 × 10^−13^) (Fig. 2i).

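EN1 (ENSSSCG00000015715) lies on chromosome 15 from 24402605 to 24408377 on the minus strand. A TAD boundary lay within 100 kb of it in 5 of 5 NC ULB samples and in 1 of 9 NC GOM samples (Fisher's exact test, 2-sided, p = 0.003). Within 40 kb the numbers were the same. After collapsing, the nearest boundary was at position 24440000, and a second one at 24100000 was held by 5 of 5 ULB and 0 of 9 GOM samples (Fisher's exact test, p = 0.0005).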

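In the libraries used here, the mean TPM of EN1 was 0.0709 ± 0.0745 (SD, n = 9) in NC GOM and 11.3 ± 3.25 (SD, n = 5) in NC ULB. No GOM sample was above 0.174, and no ULB sample was below 7.31. The log2 fold change was 6.85 (standard error 0.499, adjusted p = 7.1e-08, edgeR). The fit with the Q30 set as a term gave 6.64 (adjusted p = 1.1e-07). In the ULB libraries of low and high Q30, the mean TPM of EN1 was 7.83 (n = 2) and 13.6 (n = 3).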

Another scenario might be that increased in chromatin insulation status prevent regulatory contact with external enhancers. For example, there is a common boundary around the pro-inflammatory marker *TCF21*^31^, which is weakly expressed in ULB (TPM = 0.04). However, this boundary is absent in GOM under NC conditions, and *TCF21* expression is largely increased (TPM = 6.22; adjusted *p* = 2.12 × 10^−11^; Fig. 2j). These two examples highlight the presumably distinct roles of TADs in facilitating or constraining interactions between gene promoters and regulatory elements^28,32,33^. 

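TCF21 (ENSSSCG00000033258) lies on chromosome 1 from 29975280 to 29978273 on the minus strand. A TAD boundary within 100 kb of TCF21 was found in 5 of 5 NC ULB samples and in 0 of 9 NC GOM samples (Fisher's exact test, 2-sided, p = 0.0005). Within 40 kb, 4 of 5 ULB samples and 0 of 9 GOM samples held one (p = 0.005, exact). The mean TPM of TCF21 was 6.13 ± 2.07 (SD, n = 9) in NC GOM and 0.0587 ± 0.0931 (SD, n = 5) in NC ULB, a log2 fold change of -6.79 (standard error 0.663, adjusted p = 1.7e-06, edgeR). The lowest GOM sample had 4.18 and the highest ULB sample 0.213. Fitted with the Q30 set, it was -6.72 (adjusted p = 3.2e-06). The 3 high-Q30 ULB libraries were listed at 0, and the 2 low-Q30 ones had a mean of 0.147.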

Further efforts are required to systematically identify the functional and mechanistic roles of TADs across genomic contexts when governing transcription.

### Rewiring of PEIs and associated transcriptional changes and response to body weight changes in different ATs

To investigate how spatial rewiring of regulatory circuitry could affect the dynamics of transcriptional programs in ATs during WGWL, we used the PSYCHIC algorithm^34^ to compile a 5-kb resolution, genome-wide catalog of PEIs across four ATs under three nutritional conditions (Fig. 3a–d and Supplementary Figs. 19 and 20a). This analysis identified a comparable number of PEIs in each of the 12 groups, with an average of 42,736 enhancers assigned to 10,602 promoters and a median bridging distance of ~131 kb (Fig. 3a). PEIs were preferentially located within TADs (66.5%) (*p* < 2.2 × 10^−16^, *χ*^2^ test) or CTCF-mediated loops (49.28%) (*p* < 2.2 × 10^−16^, *χ*^2^ test) (see Supplementary Note 4 for details) (Supplementary Figs. 21–25 and Supplementary Data 4).

**Fig. 3:**
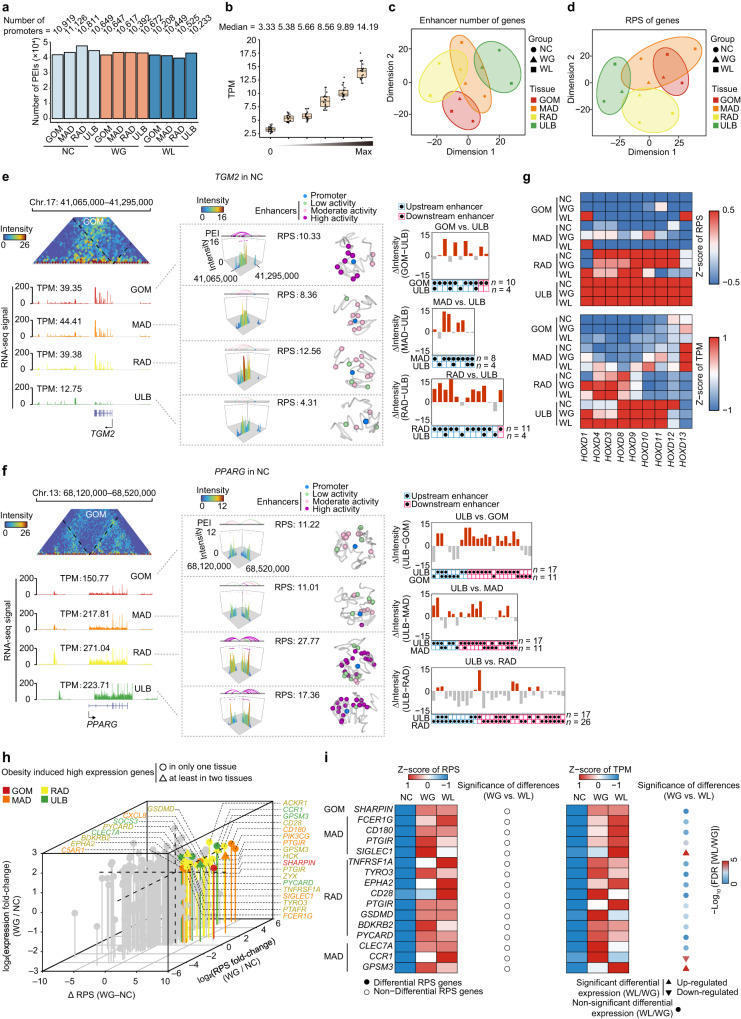
Rewiring of PEIs with transcriptional changes between distinct ATs and the dynamic during different nutritional conditions. **a** The number of PEIs in each AT across groups. The numbers of genes/promoters are indicated above each bar. **b** Positive correlation between gene expression and RPS. Genes with RPS > 0 were divided equally into five percentiles. In the boxplot, the internal line indicates the median, the box limits indicate the upper and lower quartiles and the whiskers extend to 1.5 IQR from the quartiles (*n* = 18). RPS: a regulatory potential score for each gene. **c** t-SNE plots of the number of enhancers that interact with each promoter. **d** t-SNE plots of RPS of genes. The divergence in PRS profiling highlights that differences in features are more pronounced among ATs than among groups. **e** Schematic representation of PEIs for the typical pro-inflammatory gene *TGM2*, which was abundantly expressed in VATs of the NC group. (left) Promoter-centered interactions and expression levels for gene examples across four ATs. (middle left) Interaction metaplots of promoter-centered regions across four ATs. (middle right) 3D structural models of the corresponding genomic regions. (right) Difference in PEI intensity between pairwise AT comparisons. **f** Schematic representation of PEIs for the typical adipogenesis gene *PPARG*, which is abundantly expressed in SATs of the NC group. **g** Heatmaps of RPS values (top) and expression level (bottom) of *HOXD* genes across ATs. **h** Changes in expression and RPS values of 159 known inflammatory genes in each AT between the NC and WG groups. Twenty-three inflammation-related up-regulated genes in each AT of the WG group compared to NC are shown. **i** Heatmaps of RPS (left) and expression (right) patterns of 15 inflammation-related genes that are highly expressed in the WG group compared to the NC group and remained stable in the WL group. Differential RPS genes: genes with changes in RPS FC [fold change] >1.5, |Δ| > 2; Otherwise, Non-differential RPS genes. Source data are provided as a Source Data file.

Supporting the additive effects of multiple enhancers on target gene transcription, genes engaged in physical contact with multi-enhancers (~49.82% genes, TPM = 10.39) showed higher transcription levels than those engaged with a single enhancer (~18.02% genes, TPM = 5.37) or no enhancer (~45.13% genes, TPM = 3.30) interactions (Supplementary Fig. 20c). We found that the chromatin interactome of PEIs was more consistent across the three treatment groups for a given AT than among different ATs within a single treatment group (Supplementary Fig. 20a, b).

To better understand how this extensive PEI rewiring could contribute to transcriptomic divergence, we calculated a regulatory potential score (RPS) for each promoter (Fig. 3b) and further measured enhancer activities by analyzing the distribution of H3K27 chromatin acetylation marks (H3K27ac) (Supplementary Figs. 20d and 26). 

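H3K27ac ChIP-seq marks active enhancers. The authors aligned the reads to Sscrofa11.1 with BWA, removed duplicates with Samtools, called peaks with SICER and kept those seen in at least 50% of the replicates. With ROSE they merged peaks within 12.5 kb, left out regions within 2000 bp of a transcription start site, ranked the regions by signal and marked super-enhancers. They deposited 18 such tables: 1 table for each AT in NC and in WL, and 10 tables in WG, where the samples are divided into subgroups. The labels give 1 to 11 H3K27ac samples for a table, and a single one for NC MAD and for RAD of WG subgroup 6. The tables hold no values of single replicates, and no test between ATs was run on them. The RPS and the promoter-enhancer interactions themselves were not analysed here. The tables list between 18143 and 25819 regions and between 503 and 1752 super-enhancers, which cover 12.5 to 23.8% of the autosomes.

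For 2 tables, the share of regions that overlap by at least 1 base was averaged over both directions. It was 79.1% on average for tables of the same AT and group, 75.6% for the same AT in another group, and 75.7% for another AT of the same group and subgroup. It was 72.1% for another AT of WG in another subgroup. With another AT and another group, it was 70.5%. Moving the regions of 1 table by 5 Mb gave 29.5 to 32.7% for these kinds of pairs. An overlap of at least 50% of both regions moved these shares most, to 42.0%, 35.8%, 36.8%, 31.7% and 28.3%.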

In total, ~170 genes with covariation between RPS and gene expression were identified. Of these, genes with higher RPS values (FC [fold change] >1.5, Δ > 2) were generally up-regulated (log_2_ FC > 1, FDR < 0.05) between ATs under the same nutritional conditions (Supplementary Fig. 27a).

Functional enrichment analysis^35^ showed that these VAT-specific genes were primarily involved in responses to inflammation and immunity (e.g., “chemotaxis” and “positive regulation of inflammatory response”) (Supplementary Fig. 20e). Typically, VAT-enriched inflammatory markers had more and spatially closer enhancers (and thus higher RPS) and generally had enhancers with more intensive activity (typically, super-enhancers) in VATs than in SAT. This included the monocyte activation and inflammatory response regulator *TGM2*, which is required to clear large, lipid-rich apoptotic adipocytes^36^ (Fig. 3e and Supplementary Figs. 28a and 29a), and *CD28*, which activates lymphocyte and T cells to increase adipose inflammation^37^ (Supplementary Figs. 20g, 28b and 29b), and *CXCR4*, *CCR2*, *IL18*, and *SUCNR1* (Supplementary Data 5). In contrast with VATs, this enriched gene set in ULB was primarily related to lipid metabolism (e.g., “regulation of lipolysis in adipocytes” and “lipid storage”) (Supplementary Fig. 20e), including two TFs necessary for adipogenesis^38^ (*PPARG* and *CEBPA*) (Fig. 3f and Supplementary Figs. 20h, 28c, d and 29c, d), and *COL6A3*, *GCG*, *GPAM*, *IGFBP5*, *MAP4K4*, and *SFRP4* (Supplementary Data 5). 

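A region was counted for a gene when it overlapped the gene or 10 kb on either side of it. TGM2 lies on chromosome 17 from 41186765 to 41221686 on the minus strand. It had an enhancer region in all 14 tables of VATs and in 3 of the 4 tables of ULB, and a super-enhancer in 10 of 14 and 0 of 4. CD28 had a super-enhancer in 4 of 14 and 0 of 4 tables, and CCR2 in 3 of 14 and 4 of 4. CXCR4, IL18 and SUCNR1 had none in any table. When only the 300 regions of highest rank were counted, TGM2 and CCR2 had none and CD28 had 1 in VATs.

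In expression, all 6 genes were lower in ULB than in GOM in each group, and 5, 4 and 3 of them were DEGs in NC, WG and WL (edgeR), with median log2 fold changes of -1.53, -0.75 and -0.77. Adjusted over the list alone, 6, 6 and 5 passed p below 0.05, and over all genes tested 5, 6 and 3. The paper chose this list on these samples, so the counts adjusted over the list are not independent evidence. Between MAD and ULB, 1, 2 and 5 of them were DEGs with lower expression in ULB, and between RAD and ULB 1, 2 and 2. None was a DEG with higher expression in ULB. In NC, with a term for the Q30 set, the numbers of DEGs stayed at 5, 1 and 1 for GOM, MAD and RAD. Without NC ULB replicate 2, CD28 was no longer a DEG against GOM (adjusted p = 0.051) and CXCR4 became one (adjusted p = 0.034). With the replicate number as a block, on 4 samples of each AT in NC, 5 of the 6 genes were tested between GOM and ULB and 1 was a DEG, as without the block in the same samples.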

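A super-enhancer at PPARG was marked in 8 of the 14 tables of VATs and in 4 of the 4 tables of ULB, and at CEBPA in 6 of 14 and 3 of 4. When only the 300 regions of highest rank were counted, each gene kept 1 table in VATs and 1 in ULB. The expression of PPARG in ULB over GOM had a log2 fold change of 0.40 in NC (adjusted p = 0.19), 0.51 in WG (adjusted p = 4e-05, below the 1.5-fold limit) and 0.71 in WL (adjusted p = 0.0012), all from edgeR. With the Q30 set as a term, the value in NC was also 0.40.

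Of the 8 genes named (PPARG, CEBPA, COL6A3, GCG, GPAM, IGFBP5, MAP4K4 and SFRP4), 7, 5 and 7 were DEGs with higher expression in ULB than in GOM in NC, WG and WL, with median log2 fold changes of 1.47, 1.52 and 1.26. Against MAD, 5, 5 and 4 were DEGs with higher expression in ULB, and against RAD 4, 3 and 3. None was a DEG with lower expression in ULB. At an adjusted p below 0.05 over all genes tested, the numbers against GOM were 7, 7 and 8, and adjusted over the list alone, the same. In NC with the Q30 set as a term, 7, 5 and 3 were DEGs against GOM, MAD and RAD. IGFBP5 was no longer a DEG against MAD without NC ULB replicate 9 or 12, nor MAP4K4 against RAD without replicate 2, 7, 9 or 12. With the replicate number as a block, on 4 samples of each AT in NC, GCG was not a DEG between GOM and ULB (adjusted p = 0.11), and the other 6 were.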

Remarkably, we detected enhanced regulatory circuitry for nine *HOXD* TFs (sequential gene clusters with enhancer-rich regulatory landscape) in ULB and RAD compared with their network circuitry in GOM and MAD, supporting their active compartment status and increased expression in SAT (Fig. 3g and Supplementary Fig. 30).

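HOXD3, HOXD8, HOXD9 and HOXD10 each had a super-enhancer in 3 of the 4 tables of ULB and in 0 of the 14 tables of VATs. An enhancer region of any rank was present at HOXD3 in 13 of 14 tables of VATs, at HOXD8 in 11, at HOXD9 in 5 and at HOXD10 in 4, and in all 4 tables of ULB. With only the 300 regions of highest rank, none of the 8 HOXD genes had one in any table. Between GOM and ULB, 5 of the HOXD genes were expressed highly enough to be tested, and all 5 were higher in ULB. DEGs among them numbered 4 in NC, 5 in WG and 5 in WL, with a median log2 fold change of 2.73, 1.86 and 1.94. Between MAD and ULB, 3, 4 and 3 were DEGs with higher expression in ULB, and between RAD and ULB 2, 3 and 2. In NC, the same numbers were called with the Q30 set as a term. Without NC ULB replicate 12, HOXD9 was no longer a DEG between RAD and ULB (adjusted p = 0.083). When no filter on low genes was used, HOXD10 was not a DEG in NC between MAD and ULB or RAD and ULB (adjusted p = 0.075 and 0.072). With the replicate number as a block, 2 of the 4 genes tested were DEGs between GOM and ULB in NC, on 4 samples of each AT (1 in the same samples without the block), and 5 between MAD and ULB in WG.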

We identified ~105 genes with covariation between RPS and gene expression for a given AT between the groups (Supplementary Fig. 27b). Genes with enhanced RPS and expression in the WG group compared to the NC group were primarily associated with inflammation and immune response (e.g., “regulation of chemotaxis” and “leukocyte migration”) and fibrosis (e.g., “ECM-receptor interaction”) (Supplementary Fig. 20f), supporting the elevated inflammation in obesogenic ATs. Previous studies in humans and mice proposed the phenomenon of “obesogenic memory”, in which a long-term increase in AT inflammation and insulin resistance persisted even after weight loss^39^. Consistent with this hypothesis, five markers of “obesogenic memory” in mice (*TNF*, *IL6*, *IL10*, *CCL2*, and *CCL3)*^39^ retained high expression and similar pattern of interactions in promoter-centered regions (and persistent AT inflammation) following weight loss (compared to that in WG group) in our pig model (Supplementary Fig. 31).

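From NC to WG, the expression of TNF, IL6, IL10, CCL2 and CCL3L1 (the annotated pig gene used here for CCL3) rose in MAD and RAD, where 4 of the 5 genes were DEGs in each, with median log2 fold changes of 1.05 and 0.73. In GOM, 2 of 5 were higher and none was a DEG (median -0.01). In ULB, 4 of 5 were higher and none was a DEG (median 0.81). Adjusted over the list alone, the numbers past p = 0.05 were 0 in GOM, 4 in MAD, 4 in RAD and 0 in ULB. A fit with the Q30 set kept 4 as DEGs in MAD and 1 in RAD. CCL2 was close to the limit in RAD (adjusted p = 0.04996). From WG to WL, 3 of 5 genes were higher in GOM, 3 in MAD, 1 in RAD and 1 in ULB. None was a DEG in GOM. One gene was a DEG with lower expression in each of MAD, RAD and ULB, and 1 with higher expression in ULB.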

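Of the known inflammatory genes, Fig. 3i names 1 for GOM (SHARPIN), 4 for MAD, 8 for RAD and 3 for ULB. The RPS was not analysed here, so their expression alone was examined. From NC to WG, 3 of 4 genes were DEGs with higher expression in MAD, 6 of 8 in RAD and 0 of 3 in ULB (edgeR), with median log2 fold changes of 0.78, 0.88 and 1.09. Adjusted over the list alone, 3, 8 and 1 passed p below 0.05, and over all genes tested 3, 8 and 0. In ULB, the NC group had 5 samples. Once the Q30 set was a term, 3, 5 and 0 were DEGs. From WG to WL, 2 of 4 genes in MAD and 1 of 8 in RAD were DEGs with still higher expression, none was a DEG in ULB, where 0 of 3 rose (median -0.55), and none was a DEG with lower expression in any AT.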

Of 23 known inflammatory genes with concordantly enhanced RPS and expression during weight gain, 15 (~65.22%) sustained higher RPS and expression after weight loss (i.e., WL vs. WG groups) (Fig. 3h, i). In particular, the immune and inflammatory response^40^ regulator *SHARPIN*, the TLR4-independent AT inflammatory factor *CD180*, the inflammatory cytokine activator *TNFRSF1A*, and the macrophage infiltration and activation marker^41^ *CLEC7A* in GOM, MAD, RAD, and ULB, respectively (Supplementary Fig. 32). These results strongly suggested that “obesogenic memory” affects a proportion of inflammatory genes in ATs, which retain their inflammatory state despite weight loss^39^. 

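SHARPIN (ENSSSCG00000005914), on chromosome 4 from 600698 to 605711, rose in GOM from a mean TPM of 5.61 ± 1.36 (SD, n = 9) in NC to 15.6 ± 5.33 (SD, n = 45) in WG, a log2 fold change of 1.21 (standard error 0.196, adjusted p = 2.3e-06, edgeR). A fit with the Q30 set gave 1.24 (adjusted p = 0.019). In WL, its mean TPM was 18.8 ± 3.14 (n = 10), which did not differ from WG (log2 fold change 0.22, adjusted p = 0.38). A term for the share of TPM on PCGs made this change -0.10 (adjusted p = 0.82). CD180 (ENSSSCG00000016957), on chromosome 16 from 45571252 to 45588032, rose in MAD from 1.72 ± 0.886 (n = 12) to 3.83 ± 2.73 (n = 36), by 0.93 on the log2 scale (standard error 0.317, adjusted p = 0.034). The fit with the Q30 set gave 1.01 (adjusted p = 0.040). From WG to WL it changed by 0.40 (adjusted p = 0.34). TNFRSF1A (ENSSSCG00000000708), on chromosome 5 from 64319349 to 64331876, rose in RAD from 53.6 ± 9.99 (n = 12) to 93.4 ± 25.3 (n = 39). Its log2 fold change of 0.55 (adjusted p = 0.00015) lies below the limit of a DEG, and it was 0.57 (adjusted p = 0.012) with the Q30 set. From WG to WL it was -0.18 (adjusted p = 0.31). CLEC7A (ENSSSCG00000000648), on chromosome 5 from 61832910 to 61846441, had 6.59 ± 3.81 (n = 5) in NC and 14.9 ± 13.3 (n = 38) in WG of ULB. This rise of 1.09 (standard error 0.591, adjusted p = 0.38, edgeR) was not past the limit, nor was the change of -0.30 from WG to WL (adjusted p = 0.67).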

Further studies are needed to better understand the stored mechanisms of “obesogenic memory”.

### Evolutionary divergence of local spatial context in mammalian ATs

Studies using animal models have significantly expanded our understanding of the pathogenesis of obesity and its comorbidities in humans^5^. Nonetheless, the extensive discrepancy between clinical and molecular data in humans and that obtained from other mammalian models prompted us to explore potential evolutionary divergences in chromatin architecture and related influences on transcription that could contribute to the AT-specific biology of mammals^42^. To this end, we explored the evolutionary patterns of local spatial context in SATs (reflected by the IS value, with a higher value corresponding to more open architecture [compartment A status], and thus higher transcriptional activity, Supplementary Fig. 33). This analysis used 29 in situ Hi-C datasets and their corresponding RNA-seq datasets from pigs, humans and five representative mammalian models (including a rodent [mouse], a lagomorph [rabbit], two carnivores [dog and cat], and an artiodactylid [sheep]). Of these, 20 were publicly available from our recent work (Supplementary Data 6). Using the human genome as a reference, we identified 949.94 Mb (or 30.65%) of homologous regions across seven mammals in the human genome (Supplementary Fig. 34a). As expected, evolutionarily closer species shared greater similarity in their patterns of gene expression and local spatial context (Fig. 4a–c) (see “Methods” for details).

**Fig. 4:**
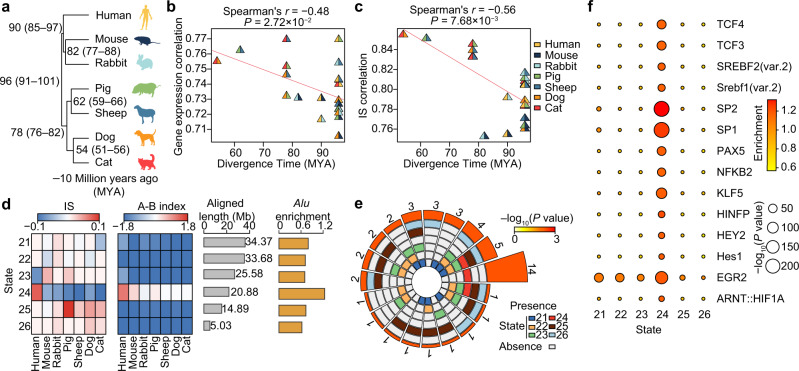
Evolutionary divergence of local spatial context in ATs across seven mammalian species. **a** Divergence times (million years ago, MYA) and phylogenetic tree topology of seven representative mammalian species retrieved from the TimeTree database (http://www.timetree.org/). The number in the parentheses indicates the range of divergence times. **b** Plot of Spearman’s *r* values showing the relationship (*r* = –0.481) between gene expression levels of 1-1 orthologs (*n* = 8020) and the divergence time for each pair of mammalian species. The statistical significance of the two-sided *p* value was calculated using hypothesis testing. **c** Plot of Spearman’s *r* values showing the relationship (*r* = –0.564) between the IS index of all bins (94,994 10-kb bins) and the divergence time for each pair of mammalian species. The statistical significance of the two-sided *p* value was calculated using hypothesis testing. Evolutionary distance is positively correlated with divergence in gene expression levels and with IS divergence across species. **d** Distribution pattern of IS levels, A/B compartment status, and *Alu* element for non-conserved states (state 21–26, see Supplementary Fig. 34 for details). Note the enrichment for SINE-*Alu* elements in human-specific high IS state 24. **e** Circular plot illustrating the overlap/intersection of transcription factor motifs enriched across non-conserved states. The six tracks in the middle represent the six states, with individual blocks showing the “presence” (colored) or “absence” (white) of the state in each intersection. The height of the bars in the outer layer is proportional to the intersection size. Numbers above each bar indicate overlapping TFs for each state. The color intensity of the bars represents the significance of the intersections, as denoted by its *p* value (*χ*^2^ test). **f** Enrichment of 14 TFs that were specifically enriched in state 24. The statistical significance of the *p* value was calculated using *χ*^2^ testing. Source data for (**b**–**f**) are provided as a Source Data file.

We identified ~20.88 Mb regions that were more accessible and had increased local interactions in the human genome using the Phylo-HMGP model^43^ (Fig. 4d and Supplementary Fig. 34b, c and Supplementary Data 7, 8 and Supplementary Note 5). These regions were significantly enriched by *Alu* elements (Fig. 4d), which represented the most abundant SINEs, were considered to exhibit continuous proliferation activity throughout human evolution^44^, and were positively correlated with chromatin interactions (Supplementary Fig. 35). The specific increase in *Alu* contents in those homologous regions with higher, human-specific, local interactions (indicated by high IS) could reflect TE contributions to species-specific local chromatin status and transcription, potentially driving differences in AT biology among mammals.

These human-specific high IS regions exclusively harbored 14 TF motifs (including *SREBF-1* and *-2*, *TCF-3* and *-4*, *HEY2*, and *NFKB2*) compared to other non-conserved regions (Fig. 4e, f). In particular, recognition motifs for the cholesterol uptake and biosynthesis genes *SREBF-1* and *-2* ^45^, which are closely associated with long-term energy storage and are among the thrifty genes that efficiently use limited energy for AT storage^46^, showed profound enrichment in human-specific high IS regions but were absent in other non-conserved regions. Moreover, the enrichment pattern of these two TF motifs was also evident when compared to homologous regions of other species (*SREBF1* enrichment score: human, 1.16 vs. average 1.01 in other species; *SREBF2*: 1.17 vs. 1.00) (Supplementary Fig. 34e). This specifically active chromatin status related to de novo lipid biosynthesis in humans supports a hypothetical evolutionary origin of obesity in which humans evolved a “thrifty mode of fuel utilization” to store excess nutrients as ATs and prepare for cyclical episodes of famine and surplus after the advent of farming ~10,000 years ago^45,47^. This example suggests a link between species-specific changes in local spatial genomic context and cis-regulatory elements, such as unique TF binding sites.

### Comparison of enhancer regulatory circuitry to identify orthologs in human and pig AT genomes

The above findings in a porcine model supported obesogenic observations in humans and rodents^48,49^, leading us to further explore its use as a biomedical model for humans. We next examined whether the biologically meaningful effects of a gene’s regulatory target in pigs could be extrapolated to humans by systematically evaluating divergence in PEI organization between human and pig genomes across the four ATs in the normal condition group. By combining publicly available Hi-C and RNA-seq datasets of three human SAT samples, we obtained a Hi-C dataset containing 7.46 billion total validly aligned contacts (reaching a maximum resolution of ~2 kb by merging intra-chromosomal contacts of 5–7 biological replicates for each AT) and 25 total RNA-seq datasets (~12.20 Gb of high-quality sequences per sample) for human ATs (Supplementary Data 9). We identified 34,638 enhancers assigned to 11,861 promoters for each human AT, with a median bridging size of 161.25 kb (Fig. 5a, b and Supplementary Fig. 36a–e). The global pattern of higher divergence between VATs and SAT compared to divergence within VATs was obscured by the relatively greater variation among human samples. However, the relatively higher divergence between inflammatory GOM and metabolic SAT (i.e., ASA) was still evident in RPS analysis and transcriptomic profiles, as well as in our analysis of local spatial context (reflected by A-B index and IS values). Moreover, we also observed that visceral RAD samples were closer to SAT, distinguishable from the congeneric GOM and MAD, similar to our findings of ATs in a pig model (Supplementary Fig. 37).

**Fig. 5:**
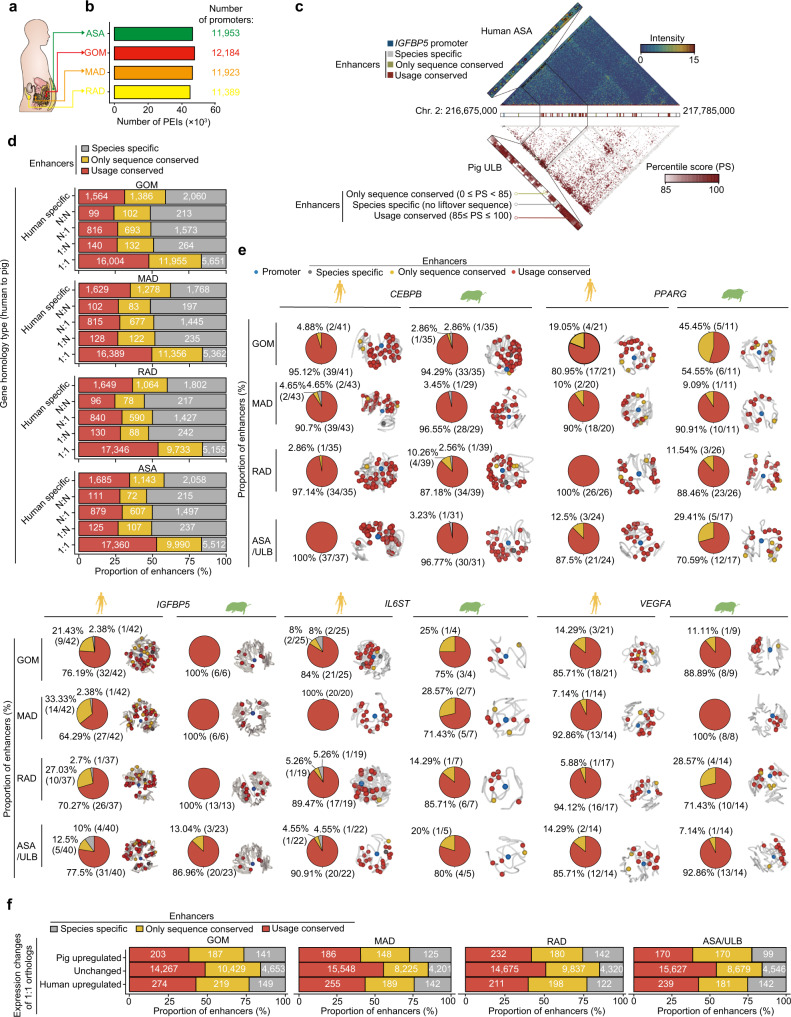
Inter-species conservation of human enhancers connected to orthologs between humans and pigs in each AT. **a** Schematic of anatomic locations of AT depots in humans. **b** The number of PEIs in each AT. The number of genes/promoters are indicated above each bar. **c** Example evaluation of enhancer conservation in human ATs performed by mapping the contacts of PEIs from humans to pigs. In this case, PEIs of the *IGFBP5* gene in human ASA are shown. According to the distance-normalized contact frequency (percentile score [PS]) (using C-intersecture software, see “Methods” for details), three types of enhancer conservation, including only sequence conserved (yellow), usage conserved (red), and sequence-specific (gray), are indicated in the magnified area. **d** Percent distribution of enhancers that are conserved in both sequence and usage for different types of orthologs between humans and pigs in each AT. The number of enhancers is shown in each bar. **e** Typical 1-1 ortholog examples (*PPARG*, *CEBPB*, *IGFBP5*, *IL6ST*, and *VEGFA*) contain enhancers that are highly conserved between humans and pigs. The conservation of enhancers for each gene is shown using humans (left) and pigs (right) as “reference” species, respectively. **f** Percentage distribution of enhancer conservation for 1-1 orthologs with significantly different changes in normalized expression between humans and pigs (5% confidence intervals) in each AT. The number of enhancers is shown in each bar. Source data for (**b**–**f**) are provided as a Source Data file.

Evolutionary pressures during speciation and adaptation generally lead to regulatory innovations by allowing sequence variation in enhancers to subtly alter transcription at existing or newly adopted target genes, more often than through changes in protein-coding sequences^50^. By mapping the contacts of each AT in pigs (the “query” species) to the human genome (the “reference” species) (Fig. 5c), we were able to statistically compare inter-species differences in the contact frequency of most PEIs in the human genome (~10,781 of 11,861, or ~90.89% of homologous comparable promoters) (Supplementary Fig. 36f). We also assessed enhancer conservation (~31,341 per AT) by comparing their sequence divergence and functional usage (i.e., harboring potential acting as a *cis*-regulatory element) (Fig. 5c) (see “Methods” for details).

Notably, human enhancers that interacted with 8989 single-copy orthologs (shared by humans and pigs) were remarkably conserved in sequence (83.56% of all enhancers) and usage (60.96% of all sequence-conserved enhancers). This was higher than those interacting with multi-copy orthologs (sequences: 48.85%; usage: 55.25%) or human-specific genes (sequences: 59.76%; usage: 57.35%) (Fig. 5d). Similar results were observed when mapping human contacts to the pig genome (i.e., swapping “query” and “reference” species) (Supplementary Fig. 38). For example, the adipogenic TFs *CEBPB*^51^ *and PPARG*^23^, homeostasis regulator *IGFBP5*^52^, inflammatory signal factor *IL6ST* ^53,54^, and the mediator of oxygen and nutrient exchange during fat mass expansion a *VEGFA*^55^, each have over 20 enhancers in human AT genomes, most of which are conserved in both sequence and usage between humans and pigs (Fig. 5e and Supplementary Data 10 and 11).

Enhancers of single-copy orthologs that were differentially expressed between humans and pigs harbored enhancers with more rapidly evolving sequence (72.29%) and usage (48.86%) than those with comparable inter-species expression (sequence: 84.42%, usage: 61.75%) (Fig. 5f and Supplementary Data 12). These differentially expressed genes were biologically important to core AT functions such as lipid localization and insulin signaling (Supplementary Data 13). For instance, *LMO3*, a human-specific regulator known to modulate the activity of the adipogenic master regulator *PPARγ*^56^, was more highly expressed in human ATs (TPM = 35.35) compared to pigs (1.25). This gene also harbored more species-specific enhancers in the RAD of humans than in pigs (2 human-specific enhancers vs. 1 enhancer in pigs). *UCP2*, which is involved in energy expenditure^57^, interacted with ~5 specific-usage enhancers and was highly expressed in humans (TPM = 38.83), but showed relatively low expression (TPM = 4.75) and had no regulatory enhancers in pigs (Supplementary Data 12).

*FMO1* is a regulator of energy homeostasis, the loss of which leads to triglyceride depletion in white ATs^58^. *FMO1* was abundantly expressed in the metabolic tissue (especially liver) of pigs and rabbits but was not expressed in adult humans^59^. Consistent with this previous study, we found that *FMO1* interacted with 16 enhancers in porcine SAT (four were specific to the pig genome, nine had conserved sequence, and three were conserved in usage), and only contains two enhancers in human SAT (one of which is human-specific and the other had conserved sequence). This gene was thus highly expressed in pig (TPM = 86.50) compared to its expression in human (TPM = 1.73) (Supplementary Data 12).

In addition to the above examples, the triacylglycerol and glycerophospholipid biosynthetic pathway gene *AGPAT2*^60^, which is essential for postnatal development and maintaining both white and brown ATs^61,62^ was significantly more highly expressed in human ATs (TPM = 316.46 on average) compared to pigs (23.60) (Supplementary Data 12). Notably, only one human-specific enhancer of *AGPAT2* was identified. In addition to these functions, AGPAT2-lacking adipocytes show decreased caveolae^63^ and are reportedly involved in the adaptive fat mechanism, thus promoting cold tolerance in the sable^64^. These results align with accumulating evidence indicating that evolutionary disruption of the brown adipocyte marker *UCP1* could have caused the loss of brown AT in pigs (Supplementary Fig. 36g) and may be the leading cause of cold stress-induced neonatal mortality and increased adiposity in pigs^65–67^. Additionally, species-specific enhancers were generally contacted by human-specific genes, such as *MTLN*, which is involved in lipolysis- and mitochondrial *β*-oxidation-mediated triglyceride clearance from adipocytes^68^, as well as the neuron apoptosis inhibitory protein and adipocyte differentiation regulator *NAIP* ^69^ (Supplementary Fig. 36g).

Altogether, these results illustrate the evolutionary similarity between regulatory circuitry that can determine the obesity phenotype and the emergence of other genes harboring non-conserved elements that could lead to species-specific changes in AT biology^70^.

### Gene duplication accompanied by rapidly evolving enhancers

Gene duplication can be a primary contributor to the acquisition of new functions and physiology^71^. Compared with between-species homologs, within-species homologs that arise through a duplication event generally exhibit higher similarity in both their expression and chromatin architecture (local spatial context and RPS). This finding is consistent with accumulating evidence apparently contradicting the “ortholog conjecture”^72^ (Supplementary Fig. 39). Compared to enhancers that interacted with stable copy number gene families, we found that enhancers that interacted with expanding, human-specific, gene families (*n* = 72) evolved more rapidly, as indicated by lower nucleotide sequence conservation (phastCons values: 0.103 vs. 0.117, *p* = 0.0001 and phyloP values: 0.073 vs. 0.085, *p* = 0.0001, Wilcoxon rank-sum test) and less conservation between human and pig sequences (16.91% vs. 59.83%) and usage (34.46% vs. 57.49%) (Fig. 6).

**Fig. 6:**
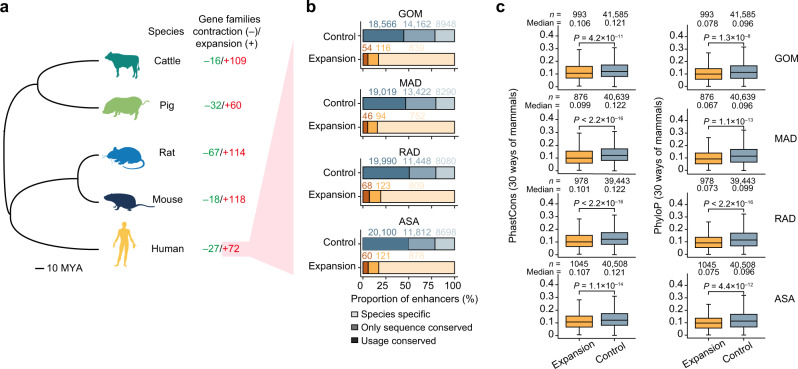
Inter-species conservation of human enhancers of rapidly evolving duplicated genes in each AT. **a** Phylogenetic relationship of five representative mammalian species. The number of gene families showing significant expansion or contraction is displayed in red and green, respectively. **b** Inter-species conservation of human enhancers for gene families showing significant expansion compared to that for other families (as control). **c** Boxplots showing evolutionary conservation (inferred by PhastCons and PhyloP values) for enhancers of expanded genes and other genes. In the boxplot, the internal line indicates the median, the box limits indicate the upper and lower quartiles and the whiskers extend to 1.5 IQR from the quartiles. The numerical value above each bar indicates number of genes within this group. *p* values determined by one-sided Wilcoxon rank-sum test. Source for (**b**, **c**) data are provided as a Source Data file.

For instance, the *CEACAM* gene family shows substantial expansion in humans, with 18 members in humans and only five in pigs. This family is essential for maintaining insulin sensitivity in ATs by mediating insulin transport through the endothelial cell barrier^73,74^. Of the 18 human *CEACAM* genes, only eight promoters had comparable homologs in pigs, with most enhancers specific to the human genome. For example, 1 of 2 *CACAM1* enhancers in GOM, 2 of 2 in MAD, 2 of 3 in RAD, and 2 of 3 enhancers in ULB were not found in the pig genome (Supplementary Data 14). Additionally, the human-specific and expanding *NBPF* gene family, which is associated with brain size and cognition^75,76^, has 15 members in humans and six in pigs. Of the 15 human *NBPF* genes, only nine promoters had comparable homologs in pigs. Most enhancers for nine *NBPF* genes (e.g., ~6 of 6 enhancers in GOM) were specific to the human genome (Supplementary Data 14).

We also found cases of gene duplication that could potentially underpin human-specific physiology. The water and glycerol transport-related *AQP7* family (2 members in humans compared to 1 in pigs and three other mammals) is responsible for glycerol use (i.e., energy) from adipocytes for energy^77,78^. This family was hypothesized to contribute to human-specific metabolic adaptations in endurance running and thermoregulation by increasing sweating^75^. The two copies (*AQP7* and *AL845331.2*) present in humans have comparable homologous promoters in pigs. Across the four ATs, only two enhancers targeting *AQP7* in GOM could be identified, one of which was specific to the human genome, leaving one with a conserved sequence comparable to that of pigs. Remarkably, all enhancers targeting *AL845331.2* (ranging from 7 in ULB to 13 in RAD) were specific to the human genome (Supplementary Data 14).

These collective results suggest that evolutionarily conserved genes preferentially interacted with more conserved enhancers. In contrast, rapidly evolving regulatory elements could arise in species-specific events, which could play a crucial role in later adaptive phenotypes of species.

## Discussion

In recent decades, substantial efforts in animal models have significantly increased our understanding of the pathogenesis of obesity and its comorbidities in humans^5^. Although rodent models can provide important mechanistic insights, they have limited predictive value for human therapeutic outcomes. Although previous transcriptomic comparisons among different tissues or cell populations across mammalian models have suggested that evolutionary changes in transcription occur at a higher rate in ATs than in other metabolically active tissues^6^, corresponding tissues in evolutionarily closer species appear to have more similar transcriptomic profiles and local spatial context than tissues within the same species (Supplementary Note 5). Supporting the extensive discrepancies in clinical and molecular data between humans and other mammalian models^5^, we observed non-trivial divergences in chromatin architecture and corresponding effects on transcription that could contribute to phenotypic, physiological, and functional differences in their respective ATs.

More recently, domestic pigs (and miniature breeds in particular) have increasingly contributed to metabolic research^6^. Moreover, a pig model offers several advantages over other models, including a low genetic variance and distinct phenotypes within and among breeds that are useful for studies requiring homogeneous feeding regimens^79^. Genetically engineered pig lines generated via gene editing and somatic cell nuclear transfer have provided useful models for studying diabetes and dyslipidaemia and can also serve as a potential source for xenotransplantation^80^. In this study, we investigated the different roles of anatomically distinct ATs in the pathogenesis of obesity and its comorbidities in pigs and found that regional differences in SAT and VATs are strikingly similar to those in humans, further supporting their value as an informative model for studying human obesity^6^. Notably, many specific AT populations in humans have no precisely correlating populations in rodents, and vice versa. For example, humans harbor a large VAT mass in the omentum, which is barely present in rodents. Conversely, the large epididymal fat pads found in male mice, which are frequently regarded as representative VAT, are, in fact, absent in human males^81^. Moreover, various animals exhibit anatomical differences in ATs that are related to highly specialized functions^82^. In sheep, but not in other mammals, large amounts of fat can be stored in the tail region as an energy reservoir during migration-associated food scarcity^83^. Alternatively, the activation of energy expenditure pathways (especially in brown ATs) represents one of the most promising areas of therapeutic development for obesity and metabolic diseases^84^. However, neither functional *UCP1*, a key element in BAT-mediated adaptive non-shivering thermogenesis, nor brown adipocytes have yet been identified in pigs^65^.

We systematically compared PEI organization in four human ATs with that in pigs to explore whether the biologically meaningful effects of a given gene target in pigs can be extrapolated to humans. Our phylogenomic analyses significantly contributed to the current annotation of regulatory DNA elements (i.e., enhancers) in the pig and human AT genomes. As expected, the DNA sequence variations, especially non-coding SNPs, that are associated with obesity-related traits in humans were also significantly enriched in enhancers in human ATs and in homologous enhancers in the pig genome. This finding confirmed the evolutionary robustness and functionality of these regulatory elements and demonstrated that their high conservation is a regulatory mechanism related to obesity between humans and pigs (Supplementary Fig. 40). Additionally, the DNA contact maps presented in this work can serve as an instrumental resource for linking obesity-associated variants with target genes, since these variants often appear in non-coding sequences and control transcription by physical contact, and can facilitate the discovery of their functional relevance^85,86^. To facilitate further metabolic investigations with this data, we compiled a publicly available online resource (https://3dgphat.sicau.edu.cn/HPC/front/#/) that integrates gene expression, data related to the chromatin architecture of the four ATs for pig and human genomes, and a browser to comparatively explore pig and human genomes.

In this study, we used a pig model to analyze the multi-scale structural dynamics of the 3D genome and identify the chromatin architectural structure of transcriptional programming associated with progressive metabolic risks accompanying weight gain or weight loss in anatomically distinct adult AT populations. In designing this dietary intervention experiment, we considered the relatively long duration (weight loss over 12 weeks) and the potential time-related effects on the targeted ATs and body weight. To minimize unwanted effects, we employed 2-year-old pigs, approximately corresponding to 30-years-old in humans^87^, as representative of fully mature adult stage mammals. Given the relatively constant body weight, fat mass, and phenotypic features of ATs in 2-year-old adult pigs in the absence of nutritional modification, 12-week difference in age between WG and WL animals does not significantly affect phenotypic or genomic functional features of the AT examined in this work. Thus, the currently observed differences/changes in transcription and chromatin architecture between WG and WL group are mostly induced by nutritional intervention. These observations of the intrinsic functional and metabolic differences between SATs and VATs during the development of HFD-induced obesity or dietary restriction-induced weight loss highlight the substantial changes in AT cellular composition that occur during WGWL (Supplementary Fig. 41a). However, our bulk Hi-C data only provide the average features of chromatin architecture in adipose cell populations, though these results largely confirm the phenotype and underlying mechanisms of obesity development in humans and rodents^48,49^. By limiting our comparative transcriptomic, A/B compartment, and RPS analyses to a subset of samples with relatively similar cell composition, we could exclude the influence of variation in cell composition (e.g., greater inflammation-related gene expression due to larger macrophage populations) (Supplementary Figs. 41b–d and 42). We observed that inflammation-related gene activity increased in adipose tissues after weight gain, suggesting that HFD-induced obesity could indeed lead to an elevated inflammatory transcriptional response and/or chromatin rewiring in adipose cells. Single-cell resolution is required to determine the extent to which cellular heterogeneity in ATs contributes to differential signals among chromatin features.

## Methods

### Experimental design and phenotype

#### Animals

All research involving animals was conducted according to Regulations for the Administration of Affairs Concerning Experimental Animals (Ministry of Science and Technology, China, revised in March 2017), and approved by the animal ethical and welfare committee (AEWC) of Sichuan Agricultural University under permit No. DKY-B20161707. A total of 68 2-year-old female adult (physically mature) Bama pigs (an indigenous Chinese miniature pig breed widely used in biomedical studies)^88,89^ with an average body weight of 75.00 ± 7.34 kg were used in this study. All 68 pigs were fed well-characterized normal diets, providing 12.90 MJ kg^−1^ of metabolizable energy [ME], 13.46% crude protein, 2% fat, and 5.5% lysine, according to the nutritional requirements outlined by the Feeding Standard of Swine (NY/T 65-2004) and published by the Ministry of Agriculture and Rural Affairs of the People’s Republic of China. All animals were acclimated to this normal diet and feeding environment for 1 week.

Fifty-six pigs were switched to a well-characterized high-fat diet (provided 15.12 MJ kg^−1^ ME, 11.26% crude protein, 16.8% fat, and 5% lysine) for 22 weeks, while the remaining 12 pigs continued to receive a normal diet. Animals were fed twice daily on a restricted schedule and dietary dose (3% of body weight monthly).

At the 22nd week of feeding with the high-fat diet, ten pigs were randomly selected for inclusion in the weight loss group. These animals were then restricted to 10% of the daily caloric intake of the normal diet for 12 weeks.

The animals were allowed access to water ad libitum and lived under the same controlled conditions (temperature, 18–22 °C; relative air humidity, 30%–70%). During the experiment, obesity-related phenotypes (e.g., body weight, body length, chest perimeter, neck perimeter, and abdominal circumference) were measured and recorded every 2 weeks.

Animals on the high-fat diet (i.e., WG group) became markedly obese (two-tailed *t*-test, *p* < 10^−5^) throughout the study, with an overall weight after 22 weeks that was nearly twice that of animals fed the normal diet (i.e., NC group) (WG vs. NC: 134.96 ± 20.77 vs. 69.57 ± 2.92 kg average weight). The ten obese pigs showed a dramatic reduction in body weights following 12 weeks of caloric restriction (i.e., WL group) (average weight for WL group, 91.39 ± 4.66 kg).

#### Circulating indicators of metabolism in serum

Venous blood (50 ml) was collected from each fasted pig immediately before they were euthanized. The whole blood was immediately centrifuged at 1800 × *g* for 10 min at room temperature, and the resultant sera were stored at −80 °C.

Serum concentrations of total cholesterol (TC), triglycerides (TG), high-density lipoprotein (HDL), low-density lipoprotein (LDL), lactate dehydrogenase (LDH), and glucose (GLU) were individually determined for each pig using a CL-8000 clinical chemical analyzer (Shimadzu) and standard enzymatic procedures.

Consistent with previous studies^15,88^, obese pigs showed significant increases in TC, TG, HDL, LDL, and LDH levels, indicating metabolic dysfunction. These indicators were markedly reduced to levels comparable with pigs fed a normal diet after weight loss.

#### Tissue collection

Animals were humanely killed as needed to reduce suffering and were not fed the night before they were killed. In total, each of four adipose tissues (ATs) from different anatomical sites were rapidly and manually separated from each carcass, immediately flash frozen in liquid nitrogen, and stored at −80 °C until RNA and DNA extraction. The four ATs were divided into two groups, including (1) one type of subcutaneous AT (SAT; upper layer of backfat [ULB]) and (2) three types of visceral ATs in the abdominal cavity (VAT; greater omentum [GOM], mesenteric adipose [MAD], and retroperitoneal adipose [RAD]).

#### Histology of adipocytes and measurements of adipocyte volume

For histological examination, all ATs were fixed in 10% neutral buffered formalin solution, embedded in paraffin using a TP1020 semi-enclosed tissue processor (Leica), sliced at a thickness of 6 μm using RM2135 rotary microtome (Leica), and stained with hematoxylin and eosin (H&E). The mean diameter of an adipocyte cell was calculated as the geometric average of the maximum and minimum diameter, and all adipocytes (all cells per field; three sections per sample) were measured for each sample with a TE2000 fluorescence microscope (Nikon) and Image Pro-Plus 7.0 software (Media-Cybernetics). The mean adipocyte volume (*V*) was obtained according to the following formula:

1 $$V=\frac{\pi }{6}\times {\sum }_{i=1}^{n}\frac{{D}_{i}^{3}}{n}$$

where *D*_*i*_ is the diameter of the adipocyte, and *n* is the number of adipocytes.

### Transcriptional profiling

#### RNA-seq library generation

Total RNA was extracted using an RNeasy Mini Kit (Qiagen). Samples were depleted for rRNA (Ribo-Zero kit, Epicentre), and libraries were generated with Illumina TruSeq stranded RNA-Seq library kits according to the manufacturer’s instructions. All libraries were quantified using a Qubit dsDNA High Sensitivity Assay Kit (Invitrogen) and sequenced with the HiSeq X Ten (Illumina) platform to produce an average of ~11.97 Gb high-quality data for each library.

#### RNA data analysis

All annotated protein-coding genes (PCGs) in the reference genome (Sscrofa11.1, release 102), together with long non-coding RNAs (lncRNA) and transcripts of unknown coding potential (TUCP) transcript annotations from a previously study^6^, were used for comprehensive gene annotation and subsequent transcript quantification. The gene symbols for 29 PCGs were manually updated according to the protocols used by a previous study^90^ for cases where the gene symbols were not available in the annotation file but were available under the gene description on Ensembl, were updated in a future Ensembl release, or where multiple Ensembl IDs corresponded to a single gene symbol. Paired-end reads were aligned to reference genomes using STAR^91^ (version 2.6.0c) with default parameters. Gene-level expression was estimated as transcripts per million (TPM) using the high-speed transcript quantification tool Kallisto^92^ (version 0.43.0) with parameters (--bias --rf-stranded). Mapped read counts per gene were extracted using tximport (version 1.6.0) in the R package with default parameters. We considered a PCG to be detected/expressed if it had expression levels greater than 0.5 TPM in at least one sample. For lncRNA and TUCP, we used a cutoff of 0.1 TPM in at least one sample.

Differentially expressed genes (DEGs) were identified by edgeR^93^ (default parameters, version 3.30.3) using filtering thresholds of false discovery rate (FDR) < 0.05 and fold change >1.5, and were detected in at least 80% of replicates/samples from at least one group.

#### Estimating relative cell-type proportions in adipose tissues using bulk RNA-seq data

We applied CIBERSORTx^94^ (version 1.05, https://cibersortx.stanford.edu) to identify cell proportions using RNA-seq data for all samples. A signature matrix was generated based on transcriptome TPM values of representative genes for three cell types (adipocytes, M1/M2 macrophages, and microvascular endothelial cells [MVEC])^95^. Default parameters were applied. The proportion of adipose tissue was further measured by deconvoluting gene expression levels (in TPM) of bulk RNA-seq data based on the above signature matrix and using S-mode batch effect correction.

### 3D genome architecture

#### In situ Hi-C library generation

Hi-C libraries of each AT were generated according to previously published Hi-C protocols with some minor modifications^96^. Briefly, 1 g AT was pulverized, and 37% formaldehyde was added to produce a final concentration of 4% for chromatin cross-linking. The mixtures were incubated at room temperature (20–25 °C) for 30 min, and glycine was added to produce a final concentration of 0.25 mol/l to quench the formaldehyde. The mixtures were then centrifuged at 1500 × *g* for 10 min at room temperature, and lysis buffer was added to the upper layer containing adipocytes and homogenized. Homogenate was centrifuged at 5000 × *g* for adipocyte sediments. Nuclei of formaldehyde-fixed ATs were permeabilized, and DNA was digested with 200 units of *Mbo*I (a 4-cutter restriction enzyme) for 1 h at 37 °C. The restriction fragment overhangs were filled and labeled by biotinylated nucleotides and then ligated in a small volume. After cross-link reversal, ligated DNA was purified and sheared to a length of 300–500 bp, at which point ligation junctions were pulled down with streptavidin beads and prepped for Illumina NovaSeq 6000 sequencing.

#### Initial processing of Hi-C data

Hi-C reads were processed using the Juicer pipeline^97^ (version 1.5.6) with default parameters. Sequence data were aligned against the pig reference genome (Sscrofa11.1). Contact reads mapped to sex chromosomes or the mitochondrial genome or associated with low-quality alignments (defined as one or both reads failing to meet a threshold MAPQ ≥ 30) were filtered out. For each autosome, the normalized observed contact matrices were generated using the Knight-Ruiz algorithm (to remove intrinsic biases within the matrix) in the Juicer toolkit with quantile normalization conducted using BNBC (version 1.0.0) (to remove biases between samples), both set to default parameters^98^. The correlation between normalized matrices was calculated using HiCRep^99^ (version 1.10.0) with default parameters based on normalized observed contact matrices at 100-kb resolution. We then transformed the normalized observed contact matrices into an observed/expected (O/E) matrix by dividing each normalized observed contact frequency by its corresponding expected contact frequency (calculated as the average observed contact frequency for all loci at a certain distance), using the publicly accessible script, generate.oe.matrix.py (https://github.com/JiamanZhang/Lab_Porcine-Adiposes_paper_codes/tree/main/Lab_OE_matrix).

#### A/B compartment determination and analysis

A/B compartments at 20-kb resolution were identified using both principal component analysis (PCA) and A-B index, as previously described^100^. PCA was performed to generate PC1 vectors for each autosome per sample at 100-kb resolution using the “prcomp” function in R (version 3.6.1) with default parameters. Spearman’s coefficient *r* was calculated between PC1 and genomic characteristics, including gene density and GC content, for each autosome using the “cor” function in R (version 3.6.1) with default parameters. If autosomes had a positive Spearman’s *r* value, the 100-kb bins with positive or negative PC1 were identified as compartment A or B, and otherwise were identified as compartment B or A, respectively. The A-B index was then calculated at 20-kb resolution using the publicly available code, get_ABindex.py (https://github.com/JiamanZhang/Lab_Porcine-Adiposes_paper_codes/tree/main/Lab_AB_compartment), as previously described^100^. A-B index represents the likelihood of a genomic segment interacting with the A or B compartments defined at 100-kb resolution, as described above. The 20-kb bins with positive or negative A-B indexes were considered A or B compartments, respectively.

The A/B compartment frequency of each 20-kb bin was identified as the proportion of that bin found in the A compartment across replicates/samples in each AT of a given group. The frequency of A/B compartment status can be roughly classified into three categories: high frequency (≥70%), low frequency (≤30%), and medium frequency (30–70%), according to their consistency across replicates/samples. We initially assessed changes in compartment frequency between treatment groups or ATs.

To compare the compartment status between groups/ATs in more detail, we defined A/B switches and A/B variables using the following pipeline: first, we defined a set of common A/B compartments (with >80% of individuals/replicates exhibiting the same chromatin status). The compartment status of a bin that exhibited opposite trends between groups/ATs was defined as an A/B compartment switch. We then identified regions with the same compartment status between groups/ATs, but with statistically significant differences in compartment scores (i.e., the A-B index) between groups/tissues (|ΔAB index | > 0.75 and *q* value < 0.05, Student’s *t* test and adjusted FDR), which were then designated as A/B variables.

#### TAD identification and analysis

The deDoc^101^ (version 1.0.0) program at default parameters was used to identify TADs in the 20-kb normalized contact matrices (generated by the Knight-Ruiz algorithm and quantile method) for each autosome. TADs shorter than 100-kb were removed. To characterize the strength of each TAD structure, we calculated IS^102^ (insulation score) using matrix2insulation.pl (version 1.0.0, https://github.com/dekkerlab/cworld-dekker) with the parameters (−v -is 260,000 -ids 200,000 -im mean -nt 0.1 -bmoe 0) and LBS^29^ (local boundary score) using the get.samples.chr.LBS.value.py script (https://github.com/JiamanZhang/Lab_Porcine-Adiposes_paper_codes/tree/main/Lab_TAD_LBS/codes) with default parameters at 20-kb resolution.

We also measured the concordance of TADs across pairwise samples using the Jaccard index (a measure of the similarity between two sets of data), MoC overlap ratio^103^ (a measure of the overlap between each pair of TADs that assesses the number of base pairs, and considers the overall size of both TADs), and VI scores^104^ (a measure of the similarity of all subsets of the two TAD structures using a dynamic programming algorithm to compute the VI metrics).

#### TAD boundary frequency

To identify non-redundant boundaries to compare between ATs and between groups, we collapsed TAD boundaries with proximal genomic locations and reconstituted aggregated sets of non-redundant TAD boundary-enriched regions (200-kb regions bookended by TAD boundaries), as previously described with minor modifications^105^. We first calculated average insulation scores (IS) across each group for TAD boundaries, concatenated TAD boundaries from all replicates within a given comparison, and sorted them by there is in ascending order. Next, we picked one boundary from the top of the list and removed any remaining boundary within ±100 kb of the top boundary. The next boundary on the list and the process were then repeated until the entire list was complete.

Non-redundant boundaries were used as boundary centers to calculate/quantify frequencies based on the number of replicates in which they were observed in these boundary-enriched regions (±100 kb regions) for each treatment group (Supplementary Fig. 18a). TAD boundaries were also classified as high frequency (≥70%); low frequency (<30%); or medium frequency (30–70%).

#### Features of variable or stable A/B compartments and TAD boundary regions

We also characterized sequence elements embedded in regions of variable or stable A/B compartments or TAD boundaries, including CTCF motifs that were identified by FIMO^106^ (version 5.1.1) with default parameters; phastCons and phyloP of pig were obtained by liftovering the corresponding values for the human genome version hg38 (downloaded from UCSC, http://www.genome.ucsc.edu) with pig reference genome Sscrofa11.1 using the UCSC LiftOver tool (version linux.x86_64); housekeeping genes and transposon elements (TE) downloaded from the previous study^6^.

#### Transposon element (TE) analysis

Repeat Masker data of Sscrofa11.1 was downloaded from UCSC (https://hgdownload.soe.ucsc.edu/goldenPath/susScr11/bigZips/). For further analysis, we only retained four types of TEs (short interspersed nuclear elements [SINE], long interspersed nuclear element (LINE), long terminal repeat (LTR), DNA) [DNA transposons]. The sequence diversity of TEs was used to characterize the age of the boundaries.

#### Ultra-deep Hi-C data pooling

To further explore fine-scale chromatin structures at a high resolution, including CCCTC-binding factor [CTCF]-mediated loops and promoter-enhancer interactions (PEIs) for each AT across NC, WG, and WL groups, Hi-C reads obtained from replicates within NC and WL group were pooled. For the WG group, we defined sub-groups based on the similarity of their cell composition (including adipocytes, macrophages [M1 and M2 combined], and MVECs) across all 157 samples using K-means clustering. We empirically defined 2–3 sub-groups for a given AT in the WG group (sub-groups with 7 or more biological replicates were retained), and replicates within each WG sub-group were pooled. To ensure balance in the pooling, the pooled data were down-sampled to about 2 billion read pairs, which generated contact matrices that reached a 1.5-kb resolution.

#### Analysis of CTCF-mediated loops

We used Fithic2 software^107,108^ (version 2.0.7) with default parameters to identify loops at a 5 kb resolution, using *q* value < 0.01 as a cut-off. Loops with both anchors overlapping a CTCF motif and in the genomic range of 30-kb to 2-Mb were retained for further analysis. We next merged redundant paired-end loops within a neighboring genomic distance (distances between both anchor pairs less than a 5-kb bin) following protocols used in previous work, with minor modifications^10^. We first ranked all loops by their chromosome position and subsequently divided them into two groups based on whether they had even or odd ranks. We then used the pair-to-pair command in bedtools (version v2.25.0) to investigate overlaps in the boundaries between any paired loops from the two sets. Both anchors of loops in one set that overlapped or neighbored with anchors of loops in the other set were merged to form new loops with unified anchor regions. Loops having no overlap with any other loops were retained. The merged and retained loops were used as inputs for the next iteration. Iterations continued until the algorithm converged and no other paired-end loops could be merged.

#### ChIP-seq library preparation and sequencing

We performed ChIP-seq using antibodies against H3K27ac (a canonical histone mark of active enhancers) as previously described^109^. In brief, AT samples were fixed with 1% formaldehyde. The samples were then lysed, and chromatin was isolated on ice. Samples were sonicated to obtain soluble, sheared chromatin with an average DNA length of 200–500 bp. The 20 μl soluble chromatin was stored at −20 °C for sequencing as input DNA, while the 100 μl soluble chromatin was used for immunoprecipitation with the 5 μg H3K27ac (ab4729, Abcam) antibodies. For both input DNA and immunoprecipitated DNA, each ChIP-seq library was sequenced on the Illumina HiSeq X Ten platform to generate 150 bp paired-end reads.

#### ChIP-seq data analysis

H3K27ac ChIP-seq reads were mapped to the pig reference genome (Sscrofa 11.1) using BWA^110^ (version 0.7.15). Next, PCR duplicates were removed using Samtools^111^ (version 1.3.1). Peaks were called using the SICER^112^ tool (version 0.1.1) with parameters (--windowSize 200 --gapSize 3 --mapq 0 --fragSize 250 --FDR 0.05). We performed the peak calling step for each sample bam file, and group bam files were pulled from all replicates. Peaks called from group bam files were retained if the peak was observed in at least 50% of all replicates and the overlap length was at least 50% of both pairwise peaks. Highly and moderately active enhancers were identified by the standard ROSE algorithm^113,114^ (version 0.1) with parameters (-s 12500 -t 2000). Briefly, neighboring enhancer elements (within 12.5 kb) were defined by H3K27ac ChIP-seq peaks that were merged and ranked by the H3K27ac signal to identify an inflection point. Enhancers above the inflection point were considered highly active enhancer peaks, while those below the inflection point were considered moderately active enhancer peaks. Fold enrichment over control signal tracks was determined using the bdgcmp command in MACS2 (version 2.1.1.20160309) with default parameters.

#### Identification and analysis of promoter-enhancer interactions (PEIs)

Normalized contact matrices (using Knight-Ruiz algorithm and quantile method) at a 5-kb resolution were analyzed using the PSYCHIC^34^ algorithm (version 2018-01-05, https://github.com/dhkron/PSYCHIC) with default parameters to identify over-represented interactions in the promoter region. We retained high confidence PEIs with FDR values < 0.001 and interaction distance ≥40 kb. To explore the potential for transcriptional regulation by a predicted enhancer, we calculated a regulatory potential score (RPS) for each gene based on the hypothesis that an enhancer’s quantitative effect on a gene could depend on their spatial proximity. The RPS was calculated as:

2 $${{{{{{\rm{RPS}}}}}}}={\sum }_{i=1}^{n}{\log }_{10}({l}_{n})$$

in which *n* represents the number of enhancers linked to a gene in the aforementioned high confidence PEIs and *l*_*n*_ represents the normalized interactions (i.e., the observed contact frequency minus the expected contact frequency) for each PEI. The observed contact frequency of PEI was obtained from KR and quantile normalized contact matrices, and the expected contact frequency of PEI was obtained from expected contact matrices calculated by PSYCHIC^34^. To investigate PEI rewiring, we compared the RPS between ATs/groups; differential RPS genes were defined as those genes with FC [fold change] >1.5, |Δ| >2.

We also quantified the activity for putative enhancers (5-kb in length) involved in PEIs by status annotation identified by ROSE, which was then classified into three categories, including highly-active enhancers (covered by the H3K27ac peak), moderately-active enhancers (covered by the H3K27ac peak), and low-active enhancers (not covered by the H3K27ac peak). We used ROSE with a -t parameter set to 2000 to exclude promoter regions.

#### Visualization of 3D chromatin structure

The miniMDS (version 2018-09-27, https://github.com/seqcode/miniMDS) program was used to infer the 3D genome structures at the 5-kb normalized contact matrix (using Knight-Ruiz algorithm and quantile method)^115^. Pymol^116^ (version 2.5.2) was used to visualize 3D coordinates.

### Evolutionary patterns of local spatial context across mammals

#### Local spatial context comparison across species

Evolutionary patterns of local spatial context (i.e., IS) across multiple species (based on references genomes for pig [Sscrofa11.1], including humans [hg38], dogs [CanFam3.1], cats [felCat9], mice [mm39], rabbits [OryCun2.0], and sheep [Oar_v3.1]) were identified using the Phylo-HMGP model^43^ (version 1, https://github.com/yangymargaret/Phylo-HMGP) with parameters (--num_states 30 -r 31). To compare expression levels between multiple species, TPM values were normalized using a previous published scaling method^117^.

#### Transcription factor (TF) binding motif analysis

Genome-wide motifs were identified by FIMO^106^ (version 5.1.1) with default parameters using the JASPAR 2016 core vertebrate motif database^118^. TF motif enrichment across different states was calculated using HOMER’s findMotifs.pl (version v4.4, http://homer.ucsd.edu/homer/) separately, with a background of stable anchors^119^.

### Comparative analysis between pigs and humans

#### Human data collection

We prepared the in situ Hi-C, RNA-seq, and ChIP-seq libraries for the collected human adipose samples with the same procedures used for pig samples. We also downloaded publicly available Hi-C and RNA-seq datasets of three human SAT samples (see Supplementary Data 9 for details). We performed expression, A/B compartment, TAD boundary, and PEI analyses for four homologous ATs with the same analytical pipeline used to assess the pig data.

The collection and sequencing of human clinical samples complied with all relevant regulations regarding the use of human study participants approved by the Ethics Committee of Sichuan Provincial People’s Hospital (No. 2018-212), and informed consent was obtained before the study. All study participants provided written informed consent in accordance with the Declaration of Helsinki.

#### Inter-species comparison/mapping of PEIs

We separately mapped the contacts of four ATs in pigs (“query” species) to the human genome (“reference” species) using the LiftOver model in the C-InterSecture tool (version 2020-09-14, https://github.com/NuriddinovMA/C-InterSecture) and vice versa. We only focused on comparable homologous promoters, with bins (5-kb) where the TSS location of genes could be lifted over using the UCSC LiftOver tool (version linux.x86_64) with the parameter “minMatch = 0.2” cross Sscrofa11.1 to hg38, and vice versa. Human and pig homolog files (release 102) were downloaded from BioMart (https://asia.ensembl.org/index.html).

#### Inter-species enhancer sequence and usage conservation

The conservation of enhancers that interacted with homologously comparable promoters (i.e., liftover) between human and pig genomes was assessed based on their sequence divergence and functional usage using C-InterSecture^120^, according to the following criteria: (1) Enhancers that failed to liftover were recognized as sequence-specific. (2) Enhancers where liftover was successful and whose percentile scores (PS, calculated by normalized contact frequencies using C-intersecture^120^) exceeded 85 were defined as usage-conserved. (3) The remaining enhancers with successful liftover that had PS values ≤ 85 were defined as only sequence-conserved.

#### Enrichment analysis of non-coding SNPs in enhancers

Human SNPs were downloaded from the NHGRI-EBI GWAS catalog (https://www.ebi.ac.uk/gwas/). SNP records related to genome-wide haplotype association study (GWHAS) and SNP-by-SNP associations were discarded. Pig SNPs were lifted over from human SNPs using the UCSC LiftOver tool (version linux.x86_64). To investigate SNP enrichment around enhancers and non-coding regions that did not overlap with coding sequence regions of PCGs, we calculated enrichment scores^121^ as follows:

3 $${{{{{{\rm{Enrichment}}}}}}\; {{{{{\rm{score}}}}}}}=\frac{{N}_{{{{{{{\rm{xsnp}}}}}}}}}{{N}_{{{{{{{\rm{all}}}}}}}}}\times \frac{{{{{{{{\rm{BN}}}}}}}}_{{{{{{{\rm{all}}}}}}}}}{{{{{{{{\rm{BN}}}}}}}}_{x}}$$

in which, $${N}_{{{{{{{\rm{xsnp}}}}}}}}$$ represents the number of SNPs in X type regions (e.g., enhancer regions) and *N*_all_ is the total number of SNPs on autosomes; BN_*x*_ represents the base number of X type regions, and BN_all_ is the base number of the sum of autosomes.

#### Identification of expansion and contraction genes

We used five species (humans, pigs, mice, rats, and cows) to identify expanded or contracted gene families using CAFE^122^ (version 4.2.1, https://github.com/hahnlab/CAFE) with default parameters. A phylogenetic tree of five species was obtained from the TimeTree database (http://timetree.org). We obtained homologs (only PCGs) from five species (release 102) from BioMart using humans as a reference. Homologous gene networks among the five species were constructed by assessing the homology relationship between humans and other species. Genes with copy numbers (the number of gene IDs belonging to specific species in a family) that were greater (or lower) in humans than the average of the other four species and “Viterbi *p* values” less than 0.05 calculated by CAFE^122^, were considered human expansion (or contraction) gene families.

### Functional enrichment analysis

Gene Ontology (GO) and KEGG pathway functional enrichment analyses were performed using Metascape (version 3.5, http://metascape.org). Genes were mapped to their respective human orthologs, and the lists were submitted to Metascape for enrichment analysis based on the significant overrepresentation of GO biological processes (GO-BP) and KEGG-pathway categories. In all tests, all the annotated genes in the genome were used as the enrichment background. Only GO-BP or KEGG-pathway terms with resulting *p* values or FDR corrected *p* values <0.05 were considered significant and were depicted in the plots.

### Data collection for functional gene categories

To further characterize the specialized functions of ATs in this study, we collected multiple a priori functional candidate PCGs and examined their expression patterns or chromatin status. PCGs involved in the “hypertrophy genes”, “hyperplasia genes”, and development-related “*HOX* genes” and “homeobox family genes” were retrieved from public databases (Kyoto Encyclopedia of Genes and Genomes (KEGG) and Gene Ontology) and/or collected from the literature.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Supplementary Data 13

Supplementary Data 14

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding authors upon reasonable request. The reference genome and gene annotation file (Sscrofa11.1, release 102) were downloaded from Ensembl (https://ftp.ensembl.org/pub/release-102/). A phylogenetic tree of five species was obtained from the TimeTree database (http://timetree.org). The raw and processed Hi-C, RNA-seq, and ChIP-seq data of pigs generated in this study are available at Gene Expression Omnibus (GEO) under the accession code “GSE206539”. The raw Hi-C, RNA-seq, and ChIP-seq data of humans generated in this study are available at Genome Sequence Archive for Human (GSA-Human) under the accession code “HRA002514”. The public Hi-C and RNA-seq data of nine adipose samples of pigs were downloaded from Sequence Read Archive (SRA) under the BioProject accession codes “PRJNA637678” and “PRJNA733023”. The public Hi-C and RNA-seq data of three adipose samples of humans were downloaded from SRA under the BioProject accession code “PRJNA678123”. The public Hi-C and RNA-seq data of the other five species for cross-species analysis were downloaded from SRA under the BioProject accession codes “PRJNA637678” and “PRJNA817154”. Details are available in Supplementary Data 1, 6 and 9. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: Dynamic chromatin architecture of the porcine adipose tissues with weight gain and loss
**Source:** Nat Commun. 2023 Jun 12;14:3457. doi: 10.1038/s41467-023-39191-0
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### Supplementary Note 1 Transcriptome alteration in distinct AT response to weight gain and loss

To characterize the transcriptomic differences among AT responses to changes of body weight, we sequenced 245 paired-end rRNA-depleted RNA-seq libraries from the AT samples (~11.84 gigabases [Gb] of high-quality sequences per library; ~3.30 terabases [Tb] total) (**Supplementary Data 1**). The transcriptomic variations of protein-coding genes and other two transcripts with essential regulatory roles (*i.e.*, long noncoding RNAs and transcripts of uncertain coding potential) (**Supplementary Fig. 6**) highlight that the differences between ATs (especially between SAT and VATs) extend beyond weight changes, and indicate that changes in chromatin architecture are correlated with shifts in transcriptional activity. Analysis of differentially expressed genes (DEGs) identified an average of ~1409 DEGs between pairwise ATs, especially between SAT and VATs (~1728 DE genes). 

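In the files used here, edgeR called 1563 DEGs on average over the 18 comparisons of ATs, from 331 between MAD and RAD to 3638 between GOM and ULB, both in NC. The mean was 1761 for the 9 comparisons of ULB with a VAT and 1364 for the 9 between VATs. By group, the mean over the 6 comparisons was 1818 in NC, 1464 in WG and 1407 in WL. With the Q30 set of the libraries as a term, the mean in NC was 1443. In NC, where the low-Q30 libraries were unevenly divided, DEGs numbered 2517 between GOM and MAD, 2744 between GOM and RAD, 1082 between MAD and ULB and 594 between RAD and ULB. A term for the Q30 set gave the numbers 1063, 2428, 1235 and 640, and 2989 between GOM and ULB. Without NC ULB replicate 7, the comparisons with MAD and RAD gave 624 and 349 DEGs. Leaving out the filter on low genes moved the mean over the 18 comparisons most, to 2003. DESeq2 gave 1728, and edgeR's exact test 1697. A fit with the replicate number as a block, among samples with shared numbers, gave 1222 DEGs between GOM and ULB in NC, and the same samples without the block 1217.

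Of the 3638 DEGs between GOM and ULB in NC, 1899 were higher in ULB. Among genes of at least 5 TPM in either AT, the largest rises were those of ZIC1 and EN1, and the largest falls those of RADX and UPK1B. ZIC1 (ENSSSCG00000011692) had a mean TPM of 0.0528 ± 0.132 (SD, n = 9) in GOM and 19.6 ± 6.20 (SD, n = 5) in ULB, a log2 fold change of 8.46 (standard error 0.575, adjusted p = 3.2e-08, edgeR). RADX (ENSSSCG00000012549) fell by 7.84 on the log2 scale, from 5.05 ± 2.09 to 0.0193 ± 0.0286. UPK1B (ENSSSCG00000011904) fell by 7.35, from 52.6 ± 31.8 to 0.347 ± 0.496. When the Q30 set was fitted, the log2 fold changes of ZIC1, RADX and UPK1B were 8.35, -7.84 and -7.14. The paper relates the DEGs between ATs to differences in function between SAT and VATs.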

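Between NC and WG, edgeR called 3812 DEGs in GOM, 1477 in MAD, 2266 in RAD and 323 in ULB, a mean of 1969.5. Between WG and WL, it called 731, 2425, 863 and 1107, a mean of 1282. When the Q30 set of the libraries was a term, the numbers between NC and WG were 745, 1241, 872 and 48, a mean of 727. In RAD, where 6 NC libraries were of low and 6 of high Q30, these sets of the NC group differed from each other in 841 DEGs. Among the fits on all samples, the Q30 term moved the mean between NC and WG by the largest factor, and without the filter on low genes the mean was 3592. A term for each library's share of TPM on PCGs, chosen after seeing the data, moved the mean between WG and WL most, to 768. DESeq2 gave 2020.2 and 1491. In ULB between NC and WG, leaving out NC replicate 5 or 9 lowered the number to 116 or 110.

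Among genes of at least 5 TPM in either group, the largest changes in GOM from NC to WG were the rises of ARHGEF39 and MRPL57 and the falls of TLDC2 and SLC10A1. ARHGEF39 (ENSSSCG00000005314) had a log2 fold change of 3.65 (standard error 0.772, adjusted p = 0.00023, edgeR), and 3.53 (adjusted p = 0.053) with the Q30 set as a term. The falls did not hold with the Q30 set as a term: -5.33 became -0.56 (adjusted p = 0.75) for TLDC2, and -4.94 became -1.46 (adjusted p = 0.20) for SLC10A1. MRPL57 rose by 3.64, and by 3.91 with the Q30 set (adjusted p = 0.087). In MAD, SPP1 (2.93, adjusted p = 9.5e-05) and TREH (2.85) rose most, and PCP4 (-5.74) and ACTG2 (-4.11) fell most. With the Q30 set, their log2 fold changes were 3.27, 3.06, -5.61 and -4.17, and all 4 stayed DEGs. SPP1 (ENSSSCG00000009216) had a mean TPM of 59.8 ± 57.5 (SD, n = 12) in NC and 550.0 ± 485 (SD, n = 36) in WG. In RAD, ATP6V0D2 (3.92) and ACP5 (2.71) rose most and stayed DEGs with the Q30 set (4.32 and 2.91). The falls of SLC10A1 (-3.99) and PRNP (-3.63) did not hold: with the Q30 set they were -0.54 and 0.41, with adjusted p values of 0.57 and 0.86. In ULB, the rises of SCG5 (2.12) and ADAM28 (1.70) and the fall of MYL5 (-3.95) were no longer past the limit with the Q30 set (1.79, 1.42 and -1.39), and the fall of ZNF599 (-3.91) was (-4.64, adjusted p = 0.025). Without NC ULB replicate 2, that of ZNF599 was -0.70 (adjusted p = 0.85). SCG5 was no longer a DEG without replicate 5, 9 or 12, and ADAM28 without 2, 5, 9 or 12.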

An average of ~1322 DEGs were identified between the WG and NC groups, while ~1379 DEGs were identified between the WG and WL groups for each AT (**Supplementary Data 2**).

We performed functional enrichment analysis for differentially expressed protein-coding genes. For a given AT, genes (~ 643) that were up-regulated in WG compared to NC were primarily involved in immune and inflammation responses (such as 'lymphocyte activation') and fibrosis (such as 'extracellular matrix organization'). This reflects the increased inflammation in ATs during obesity development<sup>1,2</sup> (**Supplementary Fig. 3**). 

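The DEGs with higher expression in WG than in NC numbered 1741 in GOM, 745 in MAD, 963 in RAD and 69 in ULB, a mean of 879.5. Those with lower expression in WG numbered 2071, 732, 1303 and 254. Once the Q30 set of the libraries was a term, the means were 380.0 higher and 346 lower. In RAD, the split was then 497 higher and 375 lower, and in ULB 4 higher and 44 lower. DESeq2 divided the DEGs of ULB into 189 higher and 245 lower. The enrichment of gene sets was not analysed here.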

Consistent with the sustained depression of the metabolic ratio after dietary restrictions<sup>3</sup>, genes (~706) that are down-regulated in ATs of WL compared to WG were mainly involved in metabolism (such as 'fatty acid metabolism' and 'mitochondrial transmembrane transport') (**Supplementary Fig. 3**). 

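The DEGs with lower expression in WL than in WG numbered 377 in GOM, 1276 in MAD, 559 in RAD and 668 in ULB, a mean of 720.0. Those with higher expression numbered 354, 1149, 304 and 439. In GOM, DESeq2 gave 594 lower and 358 higher. Among genes of at least 5 TPM in either group, FASN (ENSSSCG00000029944), which encodes fatty acid synthase, was among the largest falls in GOM, MAD and RAD. Its mean TPM in GOM was 1134 ± 1029 (SD, n = 45) in WG and 40.3 ± 32.7 (SD, n = 10) in WL, a log2 fold change of -4.93 (standard error 0.558, adjusted p = 1.2e-08, edgeR). It was -5.57 in MAD and -5.31 in RAD. ND4 (ENSSSCG00000018087), a mitochondria-encoded gene, was among the largest falls in all 4 ATs, with log2 fold changes of -4.59 in GOM, -4.93 in MAD, -4.85 in RAD and -4.87 in ULB (adjusted p = 0.012, 0.00070, 0.0023 and 0.0011). Its TPM varied widely within WG, with 6369 ± 8391 (SD, n = 45) in GOM. In ULB, the fructose transporter SLC2A5 fell most next to ND4 (-4.55, adjusted p = 1.3e-09). The largest rises were ALB (3.36) and ANO4 (2.86) in GOM, CLEC4G (3.84) and MARCO (3.71) in MAD, WNT6 (2.83) and TTC9B (2.43) in RAD, and COL4A4 (2.80) and PCK1 (2.74) in ULB. With a term for the share of TPM on PCGs, chosen after seeing the data, ND4 stayed a DEG only in MAD (adjusted p = 0.76, 0.026, 0.19 and 0.16), and CLEC4G and MARCO in MAD had adjusted p values of 0.60 and 0.074. ND4 is itself counted among the PCGs, so this term partly contains its TPM. The lost calls therefore cannot show that the fall of ND4 went away.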

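Over the 9 comparisons of ULB with a VAT in NC, WG and WL, 929 DEGs on average were higher in the VAT and 832 were higher in ULB. These are means over pairs of ATs, not genes specific to 1 AT. Against GOM, 1739 DEGs were higher in GOM and 1899 in ULB in NC, 1416 and 1040 in WG, and 1383 and 869 in WL. Against MAD, 443 and 639, 1117 and 854, and 1246 and 776 DEGs were higher in MAD and in ULB. Against RAD, the numbers were 192 and 402, 543 and 694, and 282 and 315. Leaving out the filter on low genes moved these means most, to 1150 and 1079.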

Under three nutritional conditions, genes that specifically were up-regulated in VATs (~804) and SAT (~920) were separately involved in immune and inflammatory processes (such as 'regulation of T cell cytokine production' and 'chemotaxis') and lipid metabolism processes (such as 'lipid biosynthetic process')<sup>4</sup>. (**Supplementary Fig. 7**).

## **Supplementary Note 2 Compartmental arrangements contribute to distinct ATs physiologies under different nutritional conditions**

In addition to the analysis of compartment frequency changes between ATs or groups, we used a more detailed method to quantify these changes. We defined the sets of SAT-restricted highly accessible regions (179.48 Mb; or ~7.92% of the genome) under different nutritional conditions that specifically have A compartment status (*i.e.*, A/B switches) or significantly higher A-B index against its counterpart in VATs ( $\Delta$  A-B index > 0.75, Student's *t*-test, FDR < 0.01) (**Supplementary Fig. 9–11**). We found that genes (~331) located within these highly accessible SAT-restricted regions tended to show increased expression levels in SATs compared to those in VATs (median fold change = 1.206,  $P = 8.12 \times 10^{-13}$ , Wilcoxon rank-sum test) (**Supplementary Fig. 12**). Functional enrichment analysis highlighted the putative functions of genes located in SAT- and RAD- restricted active regions against GOM. Both are related to developmental processes (typically, 'embryonic morphogenesis' and 'regionalization') (**Supplementary Fig. 13**) and indicate the higher potential of hyperplasia for SAT compared to VATs during obesity development<sup>4,5</sup>. Thirty-seven genes are involved in 'mesenchymal cell differentiation' (**Supplementary Fig. 13**), a major source of adipocyte progenitors, are among these differentially compartmentalized and expressed genes (such as *TBX1*, *FOXC2*, and *PAX1*).

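The A-B index of TBX1, FOXC2 and PAX1 was on average 0.951 higher in ULB than in GOM in NC, 0.594 in WG and 0.974 in WL, and 2, 3 and 2 of the 3 genes passed p below 0.05 adjusted over the list alone (exact Wilcoxon tests in NC, permutation tests in WG and WL). After quantile normalization of the index, the means were 0.841, 0.538 and 0.976. Against MAD, the mean difference was 0.196 in NC, 0.0974 in WG and 0.173 in WL, and 1, 0 and 0 genes passed. Quantile normalization brought these means to 0.0319, 0.0456 and 0.123, with 0, 1 and 0 genes past the limit. Against RAD, the mean was -0.0948, -0.0398 and 0.135, and none passed. It was -0.216, -0.0625 and 0.211 after normalization, and 1 gene in NC and 1 in WG was then lower in ULB. No gene passed against MAD in NC without NC ULB replicate 2. Without replicate 9, 1 gene was lower in ULB against MAD, and 1 against RAD. Few of these genes were expressed highly enough to be tested. In NC, 1 of 3 was tested between GOM and ULB and was not a DEG, and 1 was tested between RAD and ULB and was a DEG with higher expression in ULB. Between MAD and ULB, 2 were tested, and both were lower in ULB, 1 as a DEG (edgeR). In a fit with the Q30 set, the last call, of TBX1, did not hold. It was also lost without NC ULB replicate 2, 5, 9 or 12 (adjusted p = 0.072, 0.057, 0.072 and 0.081). The other genes of that set are not named in the text and were not analysed here.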

In contrast, only 27.13 Mb (~1.20% of the genome) regions of a given AT exhibited specifically distinct compartmental status or had significant differences in the A-B index among nutritional conditions, which also influence the expression of embedded genes (**Supplementary Fig. 11, 12**). 

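Bins in the same compartment in over 80% of the samples of both groups, with an A-B index difference above 0.75 and an adjusted p below 0.05 (limma's moderated test, Benjamini-Hochberg over bins), covered 85.0 Mb on average between NC and WG and 85.3 Mb between WG and WL, or 3.76% of the bins over the 8 comparisons. The lowest was 17.9 Mb in MAD between WG and WL, and the highest 205 Mb in ULB between WG and WL. Between NC and WG, the bins with the higher index in WG were 2645 of 2731 in GOM, 3926 of 4578 in MAD, 3787 of 4332 in RAD and 4813 of 5358 in ULB. After quantile normalization of the index, the means were 34.6 Mb between NC and WG and 32.7 Mb between WG and WL, and the bins with the higher index in WG were 889 of 1183, 1115 of 1689, 1104 of 2255 and 868 of 1801. An index difference above 0.5 moved the means most, to 229.8 Mb and 274 Mb. In 40 splits of the samples of a comparison, the real one included, no other split reached the real number of bins. Without NC ULB replicate 5, 7 or 12, the number in ULB between NC and WG was 546, 9134 or 2052. Between WG and WL, the bins with the higher index in WL were 1569 of 2414 in GOM, 723 of 896 in MAD, 3292 of 3503 in RAD and 2396 of 10254 in ULB, and with quantile normalization 500 of 737, 466 of 714, 1216 of 1858 and 1960 of 3229.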

For a given AT, compared with the NC group, genes (~225) located in WG-restricted highly accessible regions (and which are thus more active in transcription) were primarily involved in inflammation and immune response processes (*e.g.*, 'TNF $\alpha$  mediated signaling pathway,' 'chemotaxis' and 'lymphocyte differentiation') and cellular biogenesis (*e.g.*, 'positive regulation of cellular component biogenesis') (**Supplementary Fig. 14**), which reflects increased inflammation in ATs associated with weight gain. We also found that representative inflammatory markers were among this set of genes, such as

*EGR1* (an inflammatory TF and hypoxia-sensitive marker)<sup>6,7</sup>, *CD14* (a macrophage molecule marker that modulates the inflammatory activity and insulin resistance<sup>8</sup>), and *TNFSF12* (a pro-inflammatory TNF system cytokines<sup>9</sup>) (**Supplementary Fig. 15**).

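The A-B index of EGR1 (chromosome 2, 140440829 to 140445302), CD14 (chromosome 2, 142348036 to 142349686) and TNFSF12 (chromosome 12, 52843026 to 52853328) was higher in WG than in NC for all 3 genes in each AT. The mean difference was 0.761 in GOM, 1.51 in MAD, 1.13 in RAD and 0.631 in ULB. Over all bins with a gene start, the median difference was 0.192, 0.280, 0.283 and 0.204. Adjusted over the list alone, all 3 passed p below 0.05 in GOM, MAD and RAD (exact Wilcoxon tests in GOM, permutation tests in the others) and none in ULB (exact tests). After quantile normalization of the index, the mean differences were 0.581, 1.17, 0.796 and 0.687, and 2 of the 3 genes passed in each AT. In RAD, 1 of the 3 genes was then not higher in WG. In expression, 1 of the 3 genes was a DEG with higher expression in WG in MAD, and none was in GOM, RAD or ULB (edgeR). After a term for the Q30 set was added, that count stayed at 1 in MAD. The medians of their log2 fold changes were 0.13 in GOM, 0.10 in MAD, 0.34 in RAD and 0.12 in ULB.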

### **Supplementary Note 3 Variable TAD boundaries of ATs with weight gain and loss**

We partitioned the genome into 4795 - 5469 TADs<sup>10</sup> (median sizes of 448 kb, occupied ~98.85% of the genome) (**Supplementary Fig. 17a**). However, the TAD boundaries were mostly shared among ATs (~80% are colocalized within 100 kb) (**Supplementary Fig. 17e**), and the more profound divergence of the local spatial context (measured by the insulation score [IS] and the local boundary score [LBS] of the merged unique boundaries, and thus are more informative in functional roles<sup>11</sup>) were observed (**Fig. 1i, and Supplementary Fig. 5d**). (**See Methods for details**).

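The deposited calls held 4485 to 5689 TADs per sample, with a mean of 4999.7 over 240 samples. The group means ran from 4778 ± 121 (SD, n = 12) in NC MAD to 5577 ± 123 (SD, n = 5) in NC ULB. The median size within a sample was 349 kb on average, and the mean size 449 kb. TADs covered 98.8% of the autosomes on average. The smallest called TAD was 100 kb. The number of TADs differed between ATs, with means of 5318 in ULB, 4994 in RAD, 4880 in GOM and 4846 in MAD. AT accounted for 49.7% of the variance (permutation of AT within group, p = 1e-05, the smallest possible), and group for 0.415% (permutation p = 0.64). The share of group pools ATs that moved in opposite directions. In NC, WG and WL, the means were 5209, 4967 and 4844 in RAD and 5577, 5295 and 5280 in ULB. They were 4829, 4869 and 4975 in GOM and 4778, 4882 and 4795 in MAD. Groups were not tested within a single AT. Counting only TADs of at least 200 kb, the variance shares of AT and group were 52.6% and 0.177%.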

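A boundary of 1 sample was counted as shared when the other sample had one within 100 kb. The mean share was 81.2% ± 1.28 (SD over 3580 pairs) between samples of the same AT and group, 80.6% ± 1.54 (3533 pairs) between groups of an AT, and 80.3% ± 1.19 (10944 pairs) between ATs of a group. When the boundaries of 1 sample were moved by 1 to 5 Mb, 51.3% were still shared within that distance. Within 40 kb, which moved the shares most, they were 66.6%, 65.6% and 65.2%, against 25.4% after moving. The insulation and local boundary scores were not analysed here.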

TAD boundaries with the greatest changes in frequency (from high to low frequency or reversely) were defined as variable TAD boundaries and were used in subsequent analysis. Compared to the small fraction of boundaries (1.01%, ~120 boundaries) that differed across ATs within the treatment groups, relatively few boundary changes were detected in each AT across treatment groups (average 0.18%, ~22 boundaries), which is consistent with previous findings of TAD stability across metabolic and physiological changes, and reflects a more fundamental organizational unit of chromosomes<sup>12</sup>. (**Fig. 2c, d**)

We found that some representative TAD boundaries shift between ATs embedded genes, including *EN1* and *TCF21* (**Fig. 2i, j**). Mechanistically, the high frequency of the TAD boundary embedded with gene *EN1* in ULB leads to a reduction in TAD size (*i.e.*, some sub-TAD structures), thereby restricting more local interactions with the *EN1* promoter and enhanced transcription. The high-frequency boundary embedded with gene *TCF21* in ULB is the site of a disrupted former larger TAD structure in GOM, which was divided in two. Compared to the larger TAD structure in GOM, which allows further external interactions with *TCF21*, the smaller TAD in ULB attenuates local interactions, thus decreasing its transcriptional levels.

In addition to the TE distribution in TAD boundaries, we also evaluated TE age based on sequence divergence (*i.e.*, lower divergence sequence indicating younger TEs). Generally, SINEs in common boundaries across ATs had lower divergence rates than SINEs in AT-specific boundaries. Although the mechanistic roles of TEs involved in TAD formation during speciation and adaptive evolution are not fully understood, this phenomenon suggests the possible involvement of evolutionarily younger TEs during the formation of functional, stable TAD boundaries in mammals, and thus elimination of older TEs<sup>13</sup>.

#### **Supplementary Note 4 Dynamic CTCF- mediated loops in ATs**

To investigate the rewiring of CTCF-mediated loops in ATs with weight changes, we compiled a genome-wide catalog of CTCF loops across four ATs under three nutritional conditions at a 5-kb resolution using the Fit-Hi-C package and identified ~6412 CTCF loops for each of 12 groups at a 5-kb resolution (**Supplementary Fig. 21 and Supplementary Data 4**).

As expected, CTCF loop dynamics are more profound among ATs than among treatment groups (**Supplementary Fig. 21c, d**). Genes residing within CTCF loops were more highly expressed than those outside loops (**Supplementary Fig. 21e**). In detail, genes (averaged ~64) located in VAT-specific CTCF loops (compared with ULB for each group) (**Supplementary Fig. 22**) were primarily related to responses to inflammation and immunity (*e.g.*, ‘positive regulation of inflammatory response’ and ‘T cell activation’). This indicates the intrinsically functional and metabolic differences among ATs. Genes located in the WG-specific CTCF loop (compared with the NC group across ATs) were also mainly associated with inflammation response (such as ‘chemotaxis’ and ‘leukocyte differentiation’) (**Supplementary Fig. 23**), reflecting the increased inflammation in ATs with weight gain.

Notably, compared with CTCF motifs that do not participate in loops, the CTCF motifs of loop anchors are more evolutionally conserved, and the anchors of loops that contain genes are more conserved than those depleted with genes (**Supplementary Fig. 24**). This indicates that these evolutionarily conserved motifs of CTCF loop anchors are of potential regulatory importance

(constraint the regulatory interactions within loops)<sup>14,15</sup> for ATs with weight changes.

### **Supplementary Note 5 Identification of evolutionary patterns of local spatial context in mammalian ATs**

We categorized homologous regions (949.94 Mb, or 30.65% of the human genome) across seven mammals into 26 states with a different evolutionary spatial context in IS using the Phylo-HMGP model<sup>16</sup>. Our findings reflect three evolutionarily distinct patterns of local spatial context: conserved high IS (517.71 Mb, 54.55%), conserved low IS (297 Mb, 31.29%), and non-conserved IS (134.43 Mb, ~14.16%) (**Supplementary Fig. 34a, and Supplementary Data 7**). Genes (3,304) located in conserved high IS regions mainly reflected core AT functions, such as 'energy and lipid metabolism,' while genes (633) located in non-conserved IS regions have dispersed functions, suggesting potential physiological discrepancies of ATs across species (**Supplementary Data 8**).

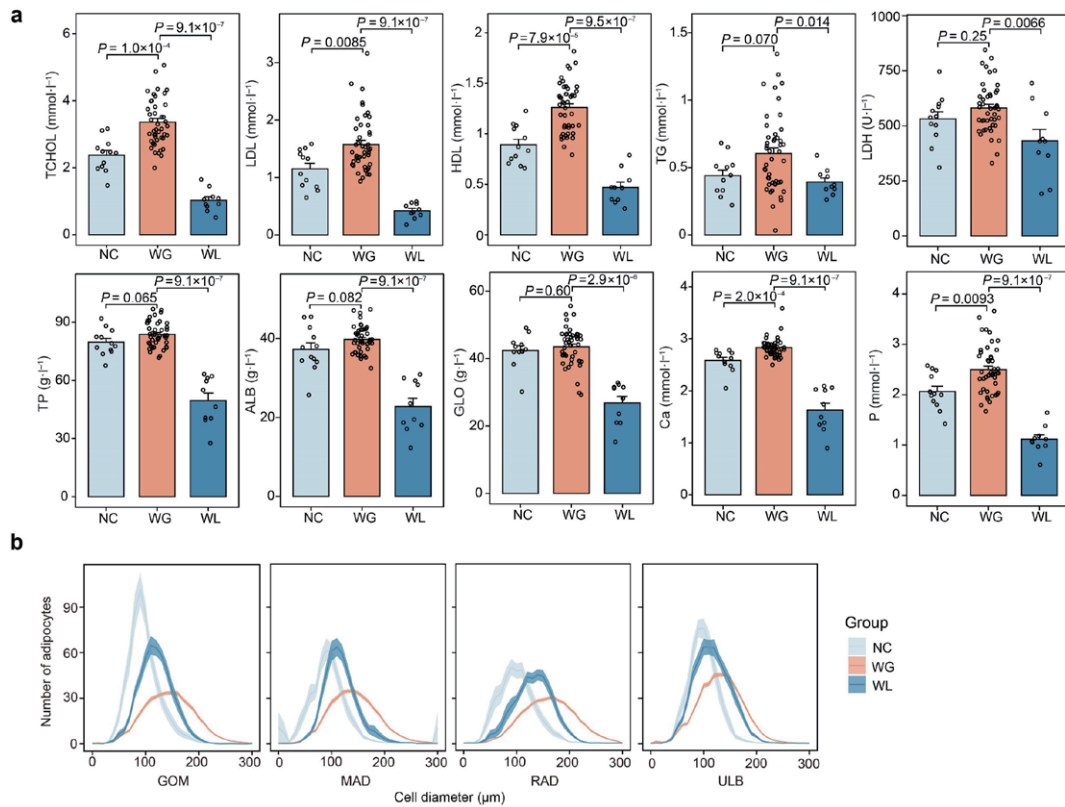

**Supplementary Fig. 1. Overview of serum metabolic indicators and adipocyte size across body weight gain and loss in pigs.**

**a** Difference of serum metabolic indicators across weight gain and loss, including total cholesterol (TCHOL), low-density lipoprotein (LDL), high-density lipoprotein (HDL), triglyceride (TG), lactate dehydrogenase (LDH), total protein (TP), albumin (ALB), globulin (GLO), calcium (Ca), and phosphorus (P). Data are presented as mean values  $\pm$  SD (NC  $n = 12$ , WG  $n = 46$ , WL  $n = 10$ ). Dots represent the values of each pig. Statistical significance was performed using two-sided Wilcoxon signed-rank test.

**b** Adipocyte size distribution of each AT during body weight gain and loss. Adipocyte size (diameter) is measured by histology. Colored lines represent mean values across replicates, and lighter-colored shading around the mean represents standard error. Despite an expected increase in adipocyte size after weight gain, the deviation of adipocyte size distribution also increased. This highlights the wide range of sizes, revealing the presence of both hypertrophy and hyperplasia for adipocytes as body weight increased.

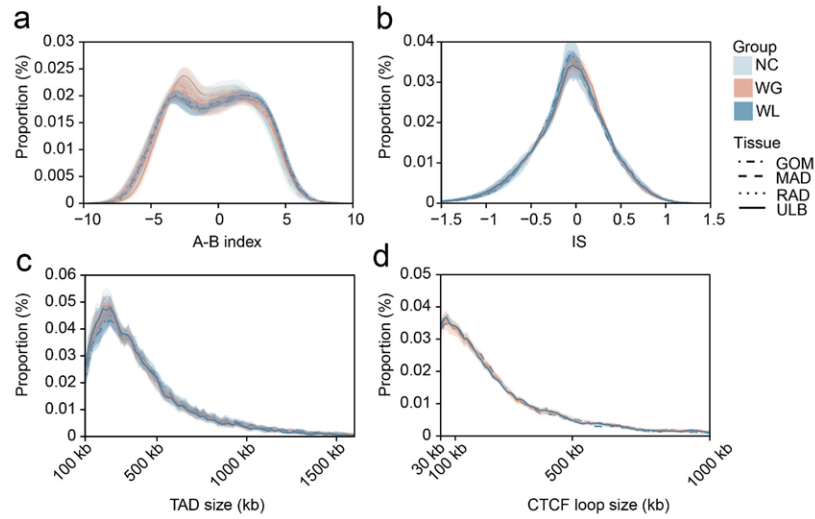

**Supplementary Fig. 2.** The distribution of A-B index (a), IS (b), TAD size (kb) (c), and CTCF loop size (kb) (d) proportions across groups for a given tissue. Colored lines represent mean value across replicates and shading around the mean represents standard deviation across replicates.

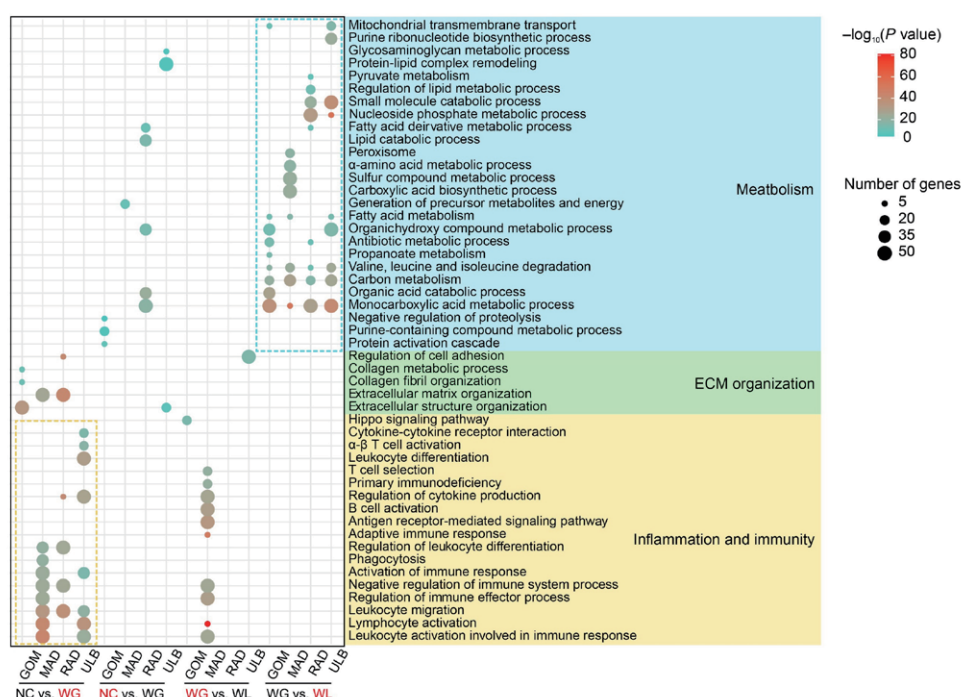

**Supplementary Fig. 3. Functional enrichment for differentially expressed (DEs) PCGs between groups.** Plot showing the top 10 enriched GO terms of DE PCGs in NC-WG and WG-WL comparisons for each AT. The names highlighted in red for each pairwise comparison represent the group in which the genes were highly expressed. The color shades on the Y-axes highlight the categories of GO terms, *i.e.*, metabolism-related terms (blue), extracellular matrix (ECM) organization-related terms (green), inflammation- and immunity-related terms (yellow), and others ( $n = 52$ , not shown in the plot). The size of the dot represents the number of enriched genes, and the dot color represents the  $-\log_{10}(P\text{-value})$  (unadjusted).  $P$  values were calculated based on a one-sided accumulative hypergeometric test.

**a** Compartment status and expression pattern of hypertrophy genes ( $n = 10$ ) in each adipose depot across weight gain and loss. In the boxplot, the internal line indicates the median, the box limits indicate the upper and lower quartiles and the whiskers extend to

1.5 IQR from the quartiles. Statistical significance was determined using a one-sided Wilcoxon rank-sum test. *P* value is shown above each box of each AT.

**b** Histogram showing the compartment status and transcription of representative hypertrophy gene (i.e., *TM4SF1*). The data are shown as mean with SD (NC *n*=12, WG *n*=46). Statistical significance was determined using a one-sided Wilcoxon rank-sum test.

**c** A representative gene (*TM4SF1*) with changes in A/B compartment status during weight gain for each adipose depot. Tracks show compartment status (top) and gene expression level (bottom).

**d** Histogram showing the compartment status and transcription of representative hyperplasia genes (i.e., *PPARG*). Data are presented as mean values  $\pm$  SD (*n* number is listed above each bar). Statistical significance was determined using a one-sided Wilcoxon rank-sum test.

**e** Heatmap showing the pattern of (left panel) compartment status and (right panel) expression of *HOX* genes across adipose depots, in which *HOXD* clusters showed a remarkable difference in compartment status between SAT and VATs. Within each treatment, the compartment status of all nine *HOXD* cluster genes (typically, *HOXD4*, a key regulator in controlling the adipocyte development [i.e., pre-adipocyte differentiation] of SATs) are similar in ULB and RAD, which are more active than in GOM and MAD (for example, A-B scores in NC, ULB: 2.37, RAD: 2.14, GOM: 1.15, MAD: 1.69).

**f** Change of compartment status of 55 hyperplasia genes between adipose depots in each group. In the violin plot, the internal dot indicates the median, the box limits indicate the upper and lower quartiles and the whiskers extend to 1.5 IQR from the quartiles.

**g** Expression level of 13 mitochondrial protein-coding genes in each AT between NC and WG group. In the boxplot, the internal line indicates the median, the box limits indicate the upper and lower quartiles and the whiskers extend to 1.5 IQR from the quartiles. Statistical significance was determined using a one-sided Wilcoxon rank-sum test.

**h** t-SNE plots based on the compartment status of 37 *HOX* genes. The ellipses indicate the samples of each AT with similar profiles, constructed at a probability of 0.85.

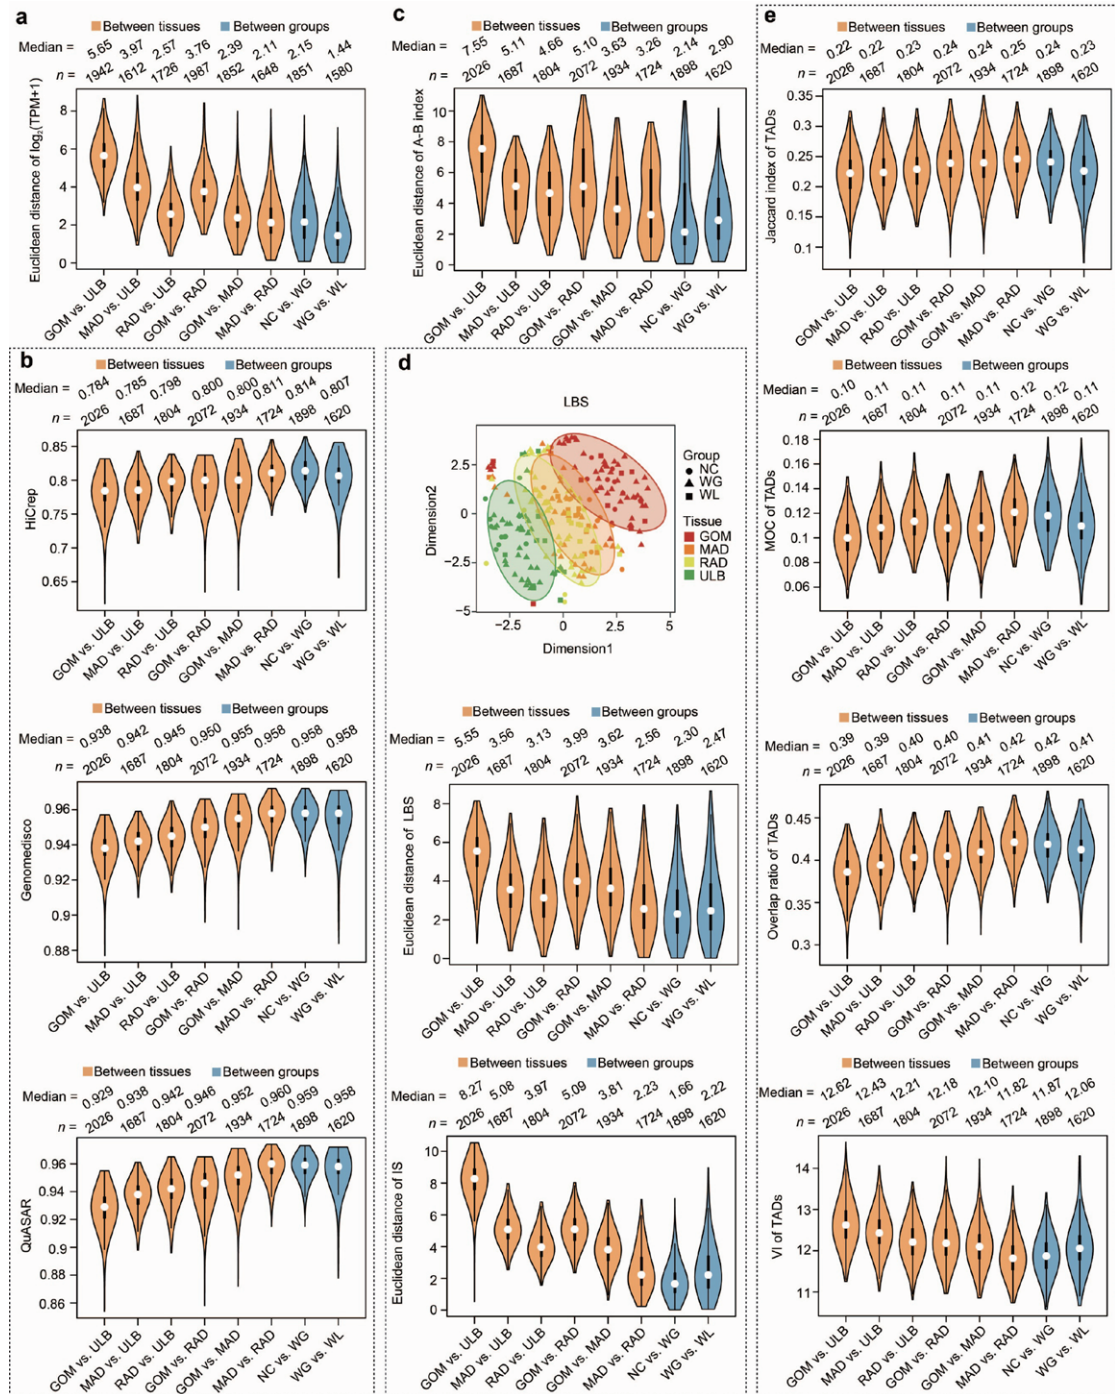

**Supplementary Fig. 5. Comparison of variation in chromatin architecture between adipose depots and between groups.**

**a** Violin plot shows the distance of PCGs expression between groups (blue) and ATs (yellow), which is derived from the t-SNE plot (**Fig. 1g**). In the violin plot, the internal dot indicates the median, the box limits indicate the upper and lower quartiles and the whiskers extend to 1.5 IQR from the quartiles.

**b** Comparison of variation in global genome architecture between groups (blue) and ATs (yellow) using HiCrep SCC (stratum-adjusted correlation coefficient), Genomedisco, and QuASAR based on e Knight-Ruiz and BNBC (see Methods section ‘Initial processing of

*Hi-C data*'). For example, the violin plot shows the HiCrep SCC (at 100-kb) between samples, which are more distinguishable among distinct ATs (average SCC = 0.7963; for a SAT vs. three VATs, SCC = 0.7951) than between groups (average SCC = 0.8114). In the violin plot, the internal dot indicates the median, the box limits indicate the upper and lower quartiles and the whiskers extend to 1.5 IQR from the quartiles.

**c** Violin plot showing the distance from AB compartments between groups (blue) and ATs (yellow), which was derived from the t-SNE plot (see **Fig. 1g**). In the violin plot, the internal dot indicates the median, the box limits indicate the upper and lower quartiles and the whiskers extend to 1.5 IQR from the quartiles.

**d** (top) t-SNE clustering of samples using local boundary score (LBS). For the t-SNE plot, ellipses indicate AT samples with similar profiles, constructed at a probability of 0.85. Violin plot shows the distance of LBS (middle) and IS (derived from **Fig. 1i**) (bottom) between samples, respectively. In the violin plot, the internal dot indicates the median, the box limits indicate the upper and lower quartiles and the whiskers extend to 1.5 IQR from the quartiles.

**e** Violin plot showing global relationships of TAD organization between groups (blue) and ATs (yellow), as reflected by the Jaccard index, MOC overlap ratio, overlap ratio, and VIs. See **Method** for details. In the violin plot, the internal dot indicates the median, the box limits indicate the upper and lower quartiles and the whiskers extend to 1.5 IQR from the quartiles.

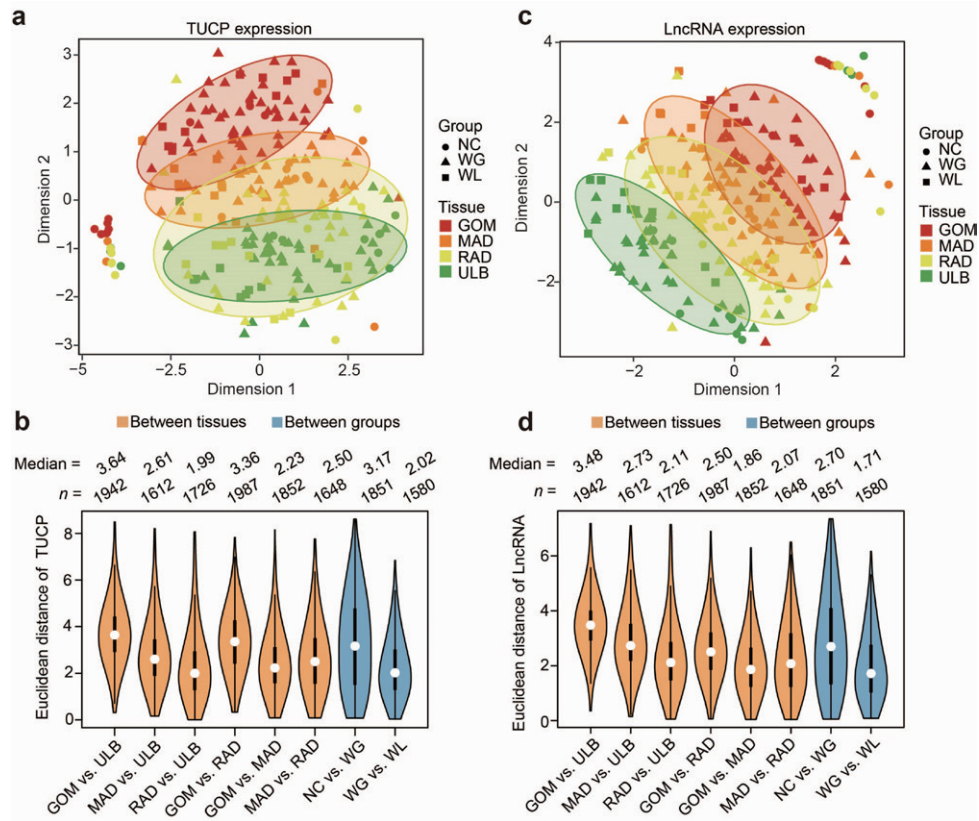

**Supplementary Fig. 6. Comparison of transcriptional variation (lncRNA and TUCP) between ATs and between groups.** (a, c) t-SNE clustering of samples using TUCP (a) and lncRNA (c) expression, respectively. For the t-SNE plot, ellipses indicate AT samples with similar profiles, constructed at a probability of 0.85. (b, d) Violin plot showing the distance of TUCP (b) and lncRNA expression (d), which was derived from the t-SNE plot, between samples. In the violin plot, the internal dot indicates the median, the box limits indicate the upper and lower quartiles and the whiskers extend to 1.5 IQR from the quartiles.

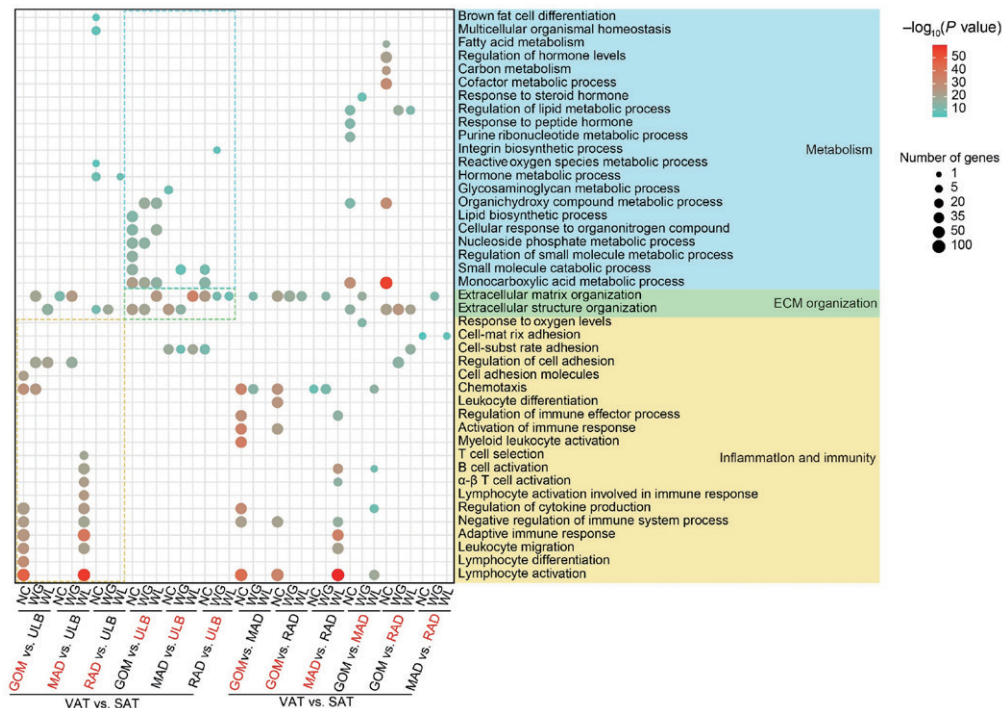

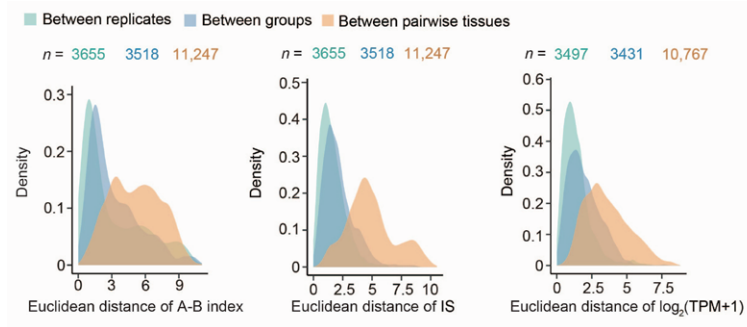

**Supplementary Fig. 8.** Correlation of gene expression, AB compartmentalization, and local spatial context (IS value) for pairs of samples between replicates, between tissues, and between groups. Statistical significance ( $P$  values) was determined using one-sided Wilcoxon rank-sum test. A-B index: between replicates vs. between groups,  $P < 2.2 \times 10^{-16}$ ; between replicates vs. between ATs,  $P < 2.2 \times 10^{-16}$ ; IS value: between replicates vs. between groups,  $P < 2.2 \times 10^{-16}$ ; between replicates vs. between ATs,  $P < 2.2 \times 10^{-16}$ ; Expression: between replicates vs. between groups,  $P = 1.96 \times 10^{-9}$ ; between replicates vs. between ATs,  $P < 2.2 \times 10^{-16}$ .

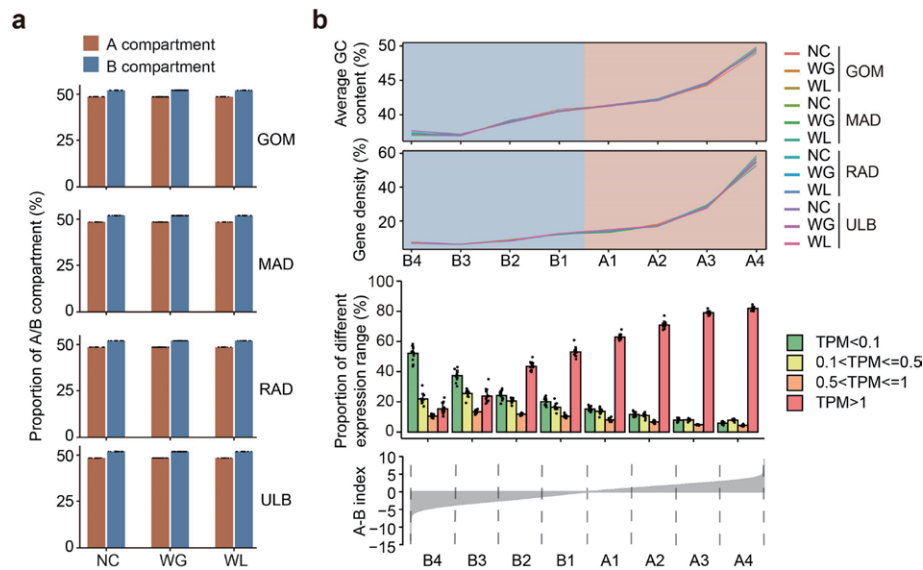

**Supplementary Fig. 9. Fundamental features of compartments A/B identified in pig AT genomes.**

**a** Length proportions of compartments A/B detected in genomes of each AT across three groups. Spots represent all replicates (NC  $n = 12$ , WG  $n = 46$ , WL  $n = 10$ ). 

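In the index as deposited, the share of the autosomal bins of 20 kb in compartment A was 48.2% on average over 240 samples and ran from 42.9 to 51.0%. In NC, it was 46.4% ± 1.73 (SD, n = 9) in GOM, 47.4% ± 1.09 (n = 12) in MAD, 47.3% ± 1.08 (n = 12) in RAD and 46.1% ± 2.27 (n = 5) in ULB. In WG, it was 48.0% ± 1.27, 48.4% ± 1.48, 48.1% ± 1.09 and 48.3% ± 1.12 (n = 46, 37, 40 and 39), and in WL 49.0% ± 1.43, 49.6% ± 1.03, 50.3% ± 0.232 and 49.4% ± 0.957 (n = 10 each). Quantile normalization between samples gives every sample the same share, 48.3%, by its construction, so it does not test these differences.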

Based on Hi-C contact matrices at a 20-kb resolution, 48.13-48.34% of the genome (1090.60-1095.32 Mb) could be recognized as accessible A compartments, showing transcriptional activity, while the remaining genome was categorized as less accessible B compartments (51.66-51.87% of the genome or 1170.64-1175.36 Mb transcription suppressed).

**b** According to the A-B index, compartments A (A1–A4) and B (B1–B4) were divided into four equal parts. GC contents (top panel), gene densities (middle panel), and percentages of genes with different expression levels (bottom panel) were calculated. Data are presented as mean  $\pm$  SD. Lines represent the means of GC content or gene density in each AT. The spots in histogram denote replicates (NC  $n = 12$ , WG  $n = 46$ , WL  $n = 10$ ).

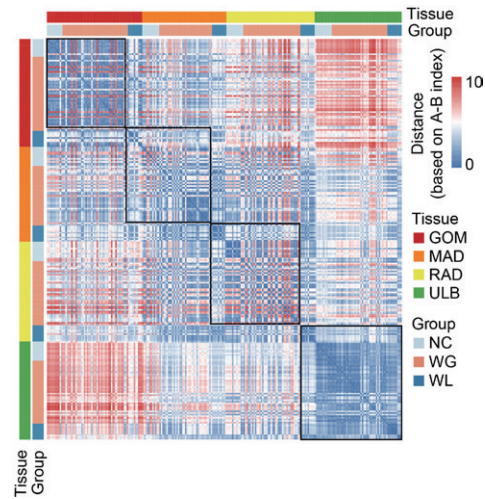

**Supplementary Fig. 10. Estimation of the similarities among A/B compartments of distinct ATs across groups/treatments.** Heatmaps indicating the distance of A/B compartment status between pairwise samples derived from the t-SNE plot using global A/B compartment (at a 100-kb resolution) as shown in **Fig. 1h**.

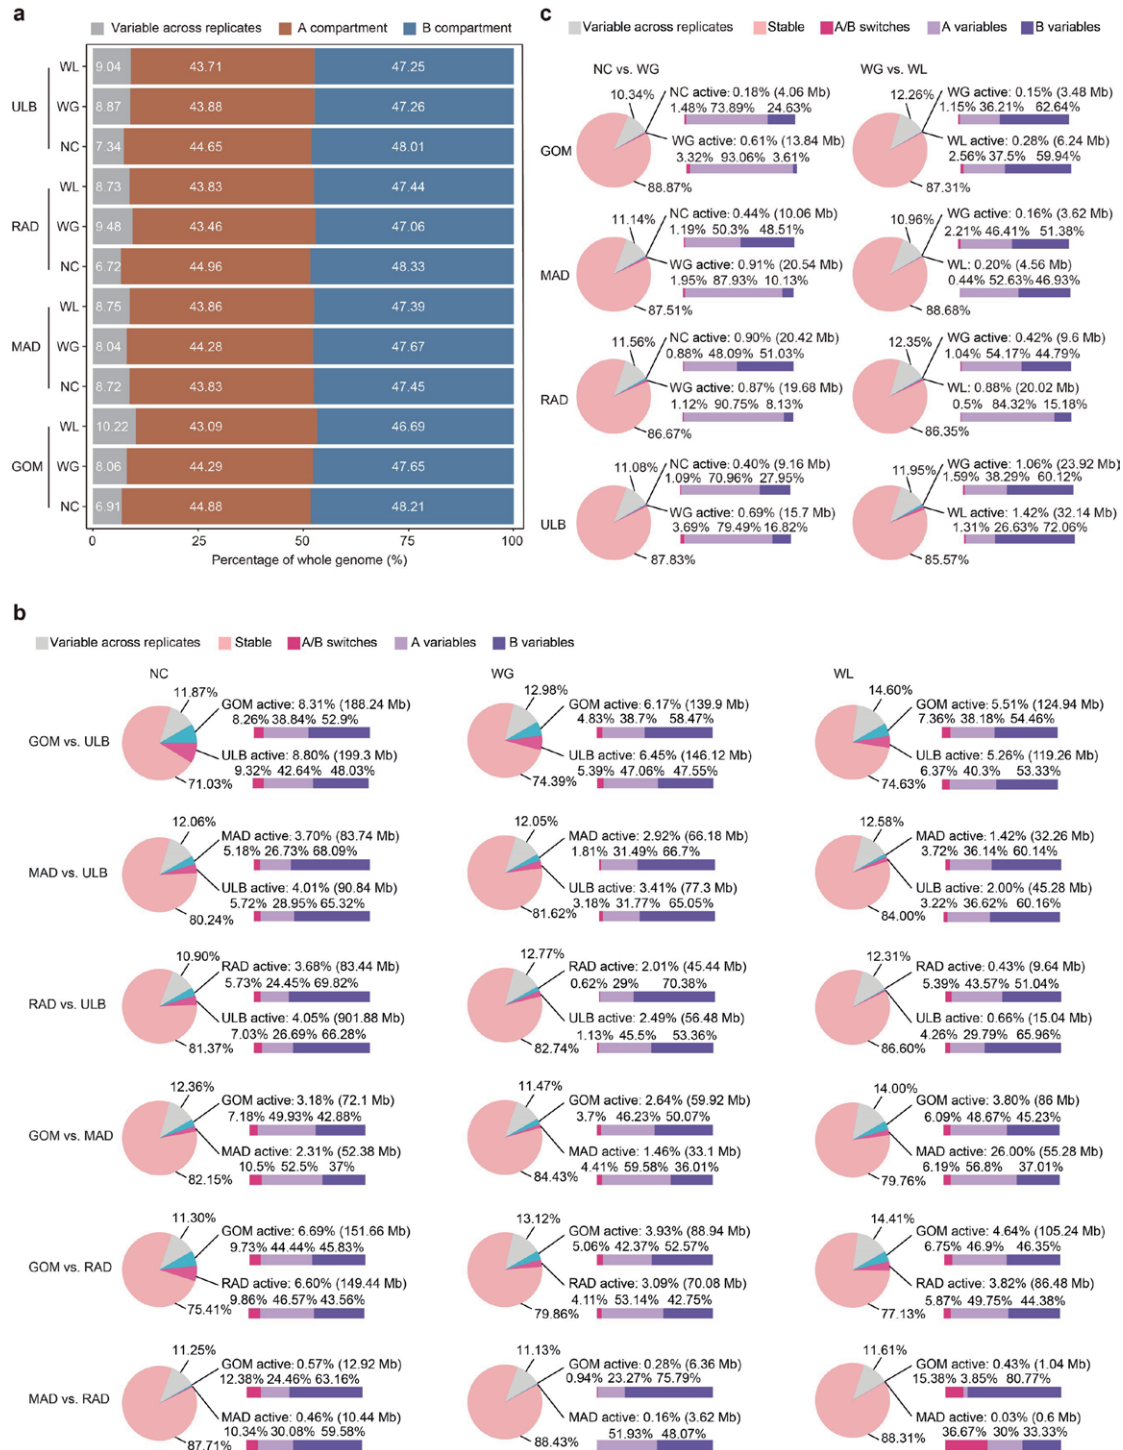

**Supplementary Fig. 11. Fraction of genomic regions shows compartment arrangement between pairwise ATs within a group or between groups within each AT.**

**a** Distribution of compartment A/B status across the genome at a 20-kb resolution for each ATs. Most (~91.6%) genomic regions showed the same states among over 80% of biological replicates.

**b, c** The pie chart shows AT-restricted (**b**) or group-restricted (**c**) active compartment status. The bar plot shows detailed compartment arrangement, including both A/B switches

(switched from A to B compartment status, or reversely) and A/B variables (having the significantly higher A-B index against their respective counterpart [ $\Delta$  A-B index > 0.75, two-sided Student's *t*-test, FDR < 0.01]). Compared to compartment A/B switches, we observed more compartment A/B variables. 

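Between pairs of ATs, A/B variables (same compartment, index difference above 0.75 and adjusted p below 0.05, limma) covered 187 Mb on average over the 18 comparisons, from 19.0 Mb to 318 Mb, or 8.24% of the bins. The mean was 226 Mb for ULB against VATs and 148 Mb between VATs. With an adjusted p below 0.01, the mean over the 18 was 139 Mb. An index difference above 0.5 moved it most, to 349 Mb. With quantile normalization of the index, it was 169 Mb. Between GOM and ULB in NC, 15894 bins were A/B variables, of which 9105 had the higher index in ULB. With the replicate number as a block, among samples with shared numbers, there were 11821, and 9063 in the same samples without the block. Between MAD and ULB in NC, 5 numbers are shared, and the block left 0 bins where the same samples without it gave 3375. A/B switches (over 80% of the samples in opposite compartments) covered 7.36 Mb on average between ATs (0.325% of the bins), and 8.10 Mb with quantile normalization.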

We also observed 147.83 Mb (~6.52%) regions showing A/B compartment variables between pairwise AT comparisons, while only 9.44 Mb (~0.42%) showed A/B compartment switches. We observed 27.13 Mb (~1.20%) regions showing A/B compartment variables between groups within each AT, while only 0.43 Mb (~0.02%) showed A/B compartment switches.

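A/B switches between groups covered 0.80 Mb on average between NC and WG and 0.660 Mb between WG and WL, from 0.160 to 1.56 Mb. The bins that switched from NC to WG were mostly in compartment A in WG, with 23 of 23 in GOM, 28 of 34 in MAD, 24 of 25 in RAD and 74 of 78 in ULB. After quantile normalization of the index, the means were 0.525 and 0.320 Mb, and the bins in compartment A in WG were 16 of 17, 20 of 27, 12 of 21 and 23 of 40.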

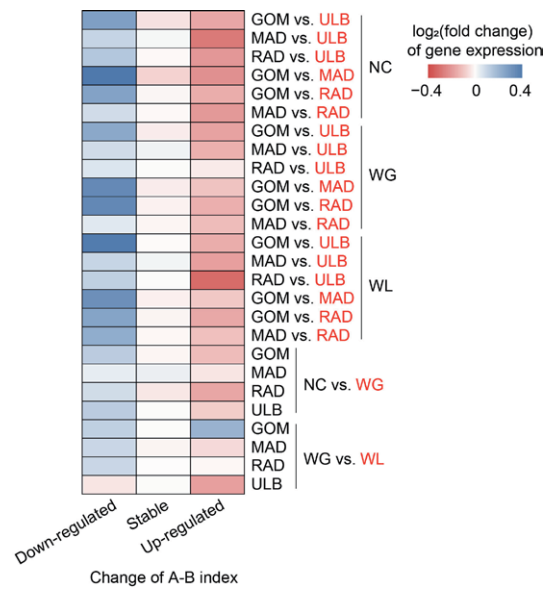

**Supplementary Fig. 12.** Distribution of fold-change in gene expression for genes with AT-restricted or group-restricted active compartment status.

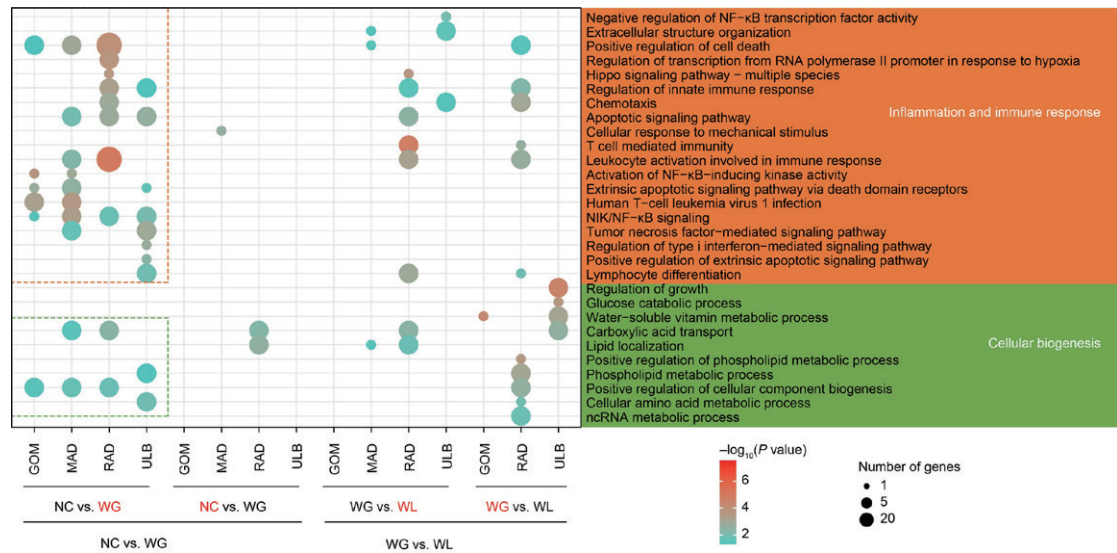

**Supplementary Fig. 14. Functional enrichment for genes with changes in compartment status between groups.** Plot showing the top 20 enriched GO terms of genes with compartment status differences (including A/B switches and A/B variables) in NC-WG and WG-WL comparisons for each AT. The names highlighted in red for each pairwise comparison represent the group in which the genes were active. The color shades on the Y-axes highlight the categories of GO terms, *i.e.*, inflammation and immunity-related terms (orange), metabolism-related terms (green), and others ( $n = 157$ , not shown in the plot). The size of the dots represents the number of enriched genes, and the dot color represents the  $-\log_{10}(P\text{-value})$  (unadjusted).  $P$  values were calculated based on a one-sided accumulative hypergeometric test.

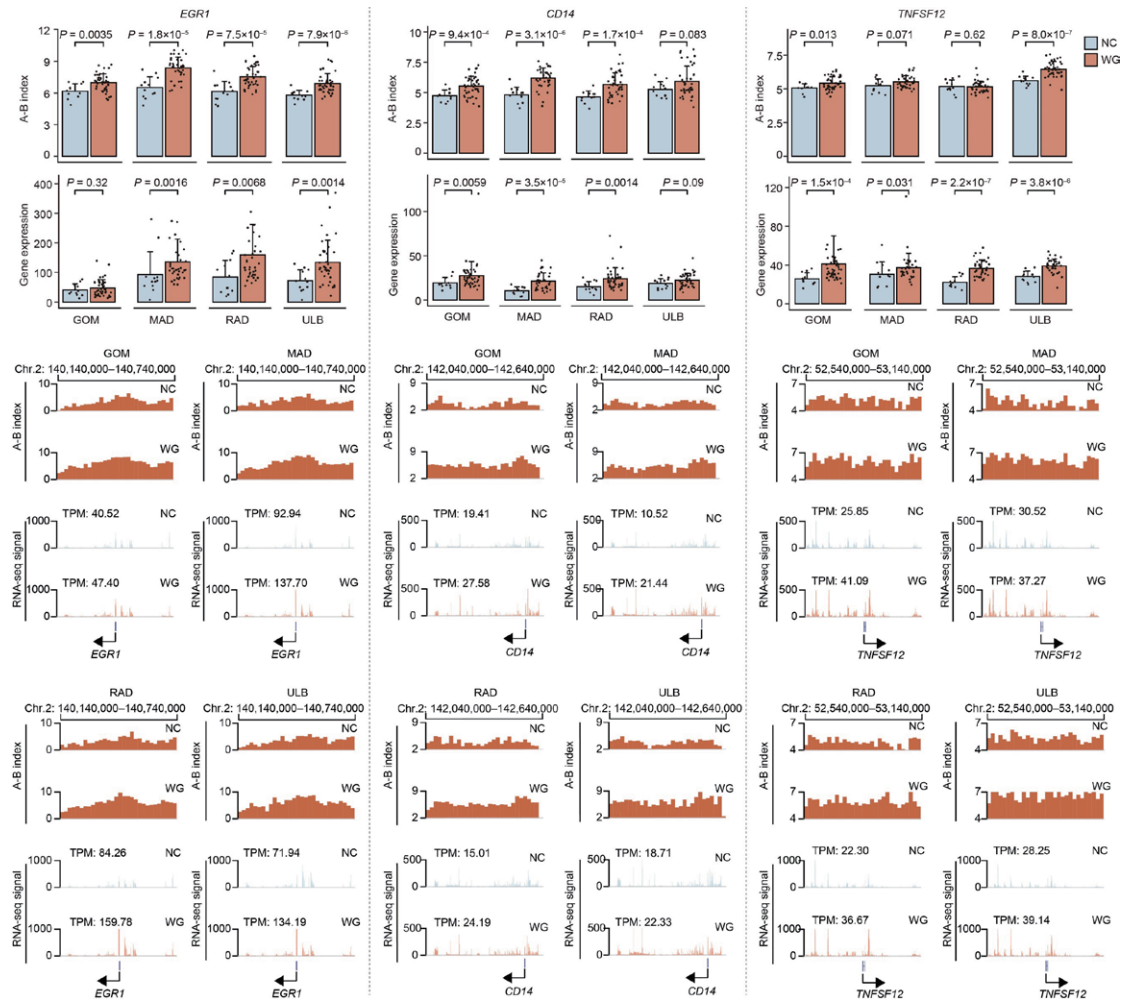

**Supplementary Fig. 15. Histograms of compartment status and transcription level of representative hypoxia genes (i.e., *EGR1*), as well as representative inflammation genes (i.e., *CD14* and *TNFSF12*) in each AT after weight gain. The data show means with SD (NC *n* = 12, WG *n* = 46). Statistical significance was determined using a one-sided Wilcoxon rank-sum test. Tracks show compartment status (top) and gene expression level (bottom).**

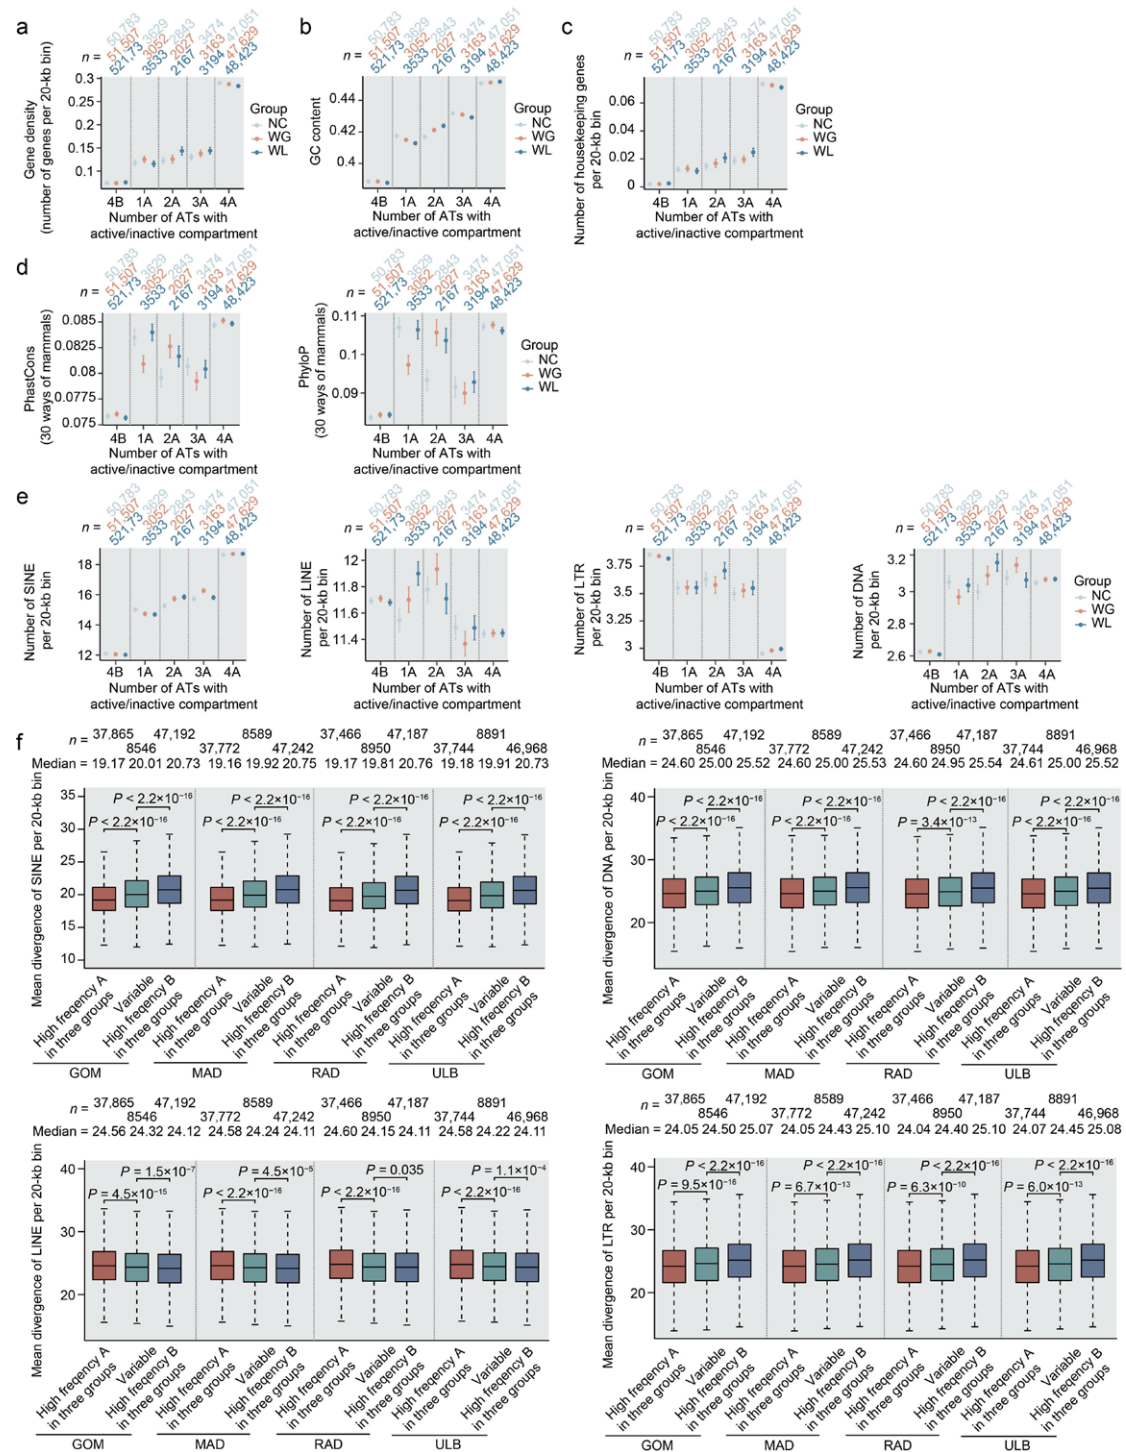

**Supplementary Fig. 16. Genome regions with stable active compartment status across Ats are enriched for functional elements. (a–f)** Across compartment stability types (different number of Ats being observed with a high frequency of active or inactive compartment). Gene density (**a**), GC content (**b**), housekeeping genes (**c**), evolutionary conservation (inferred by phastcons and phyloP value) (**d**), and four types of transposon elements (TEs) (including SINE, LINE, LTR, and DNA elements) (**e**) at each type of compartment stability are shown. Data are presented as mean  $\pm$  SD. (**f**) Boxplot showed

an average divergence of TEs (i.e., SINE, LINE, LTR, and DNA, respectively) at regions (20-kb bins) with different stability of active compartment status. In the boxplot, the internal line indicates the median, the box limits indicate the upper and lower quartiles and the whiskers extend to 1.5 IQR from the quartiles. *P* values determined by one-sided Wilcoxon rank-sum test.

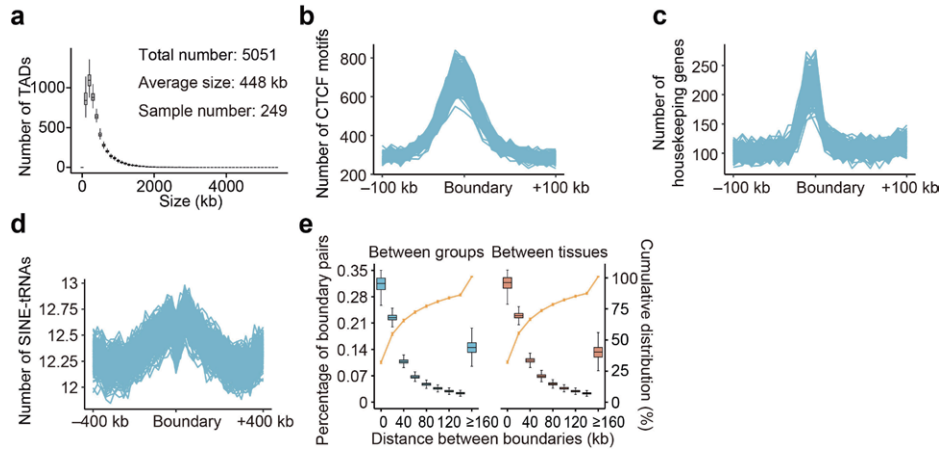

**Supplementary Fig. 17. Characteristics of TADs and dynamic pattern across ATs response to weight changes.**

**a** Boxplot of the distribution of sizes of TADs for four distinct ATs at three groups, which were called by deDoc method. The average number of TADs and average sizes were denoted ( $n = 249$ ). In the boxplot, the internal line indicates the median, the box limits indicate the upper and lower quartiles and the whiskers extend to 1.5 IQR from the quartiles.

**b–d** Enriched with CTCF motifs (**b**), housekeeping genes (**c**), and typical TEs (i.e., SINE-tRNA) (**d**) at TAD boundary regions.

**e** Proportion of proximity boundaries between ATs and between groups. Percentage of proximity TAD boundaries between pairwise samples was calculated. Boxplot indicates the percentage of TAD boundaries with different genomic proximities. In the boxplot, the internal line indicates the median, the box limits indicate the upper and lower quartiles and the whiskers extend to 1.5 IQR from the quartiles. Between groups:  $n = 3518$  for each bar, between tissues:  $n = 11,247$  for each bar. The cumulative distribution was also plotted. ~80.08% (4235 of 5289) of boundaries are colocalized within 100 kb in a given AT across conditions, and ~81.28% (4170 of 5131) are colocalized in distinct ATs under the same condition.

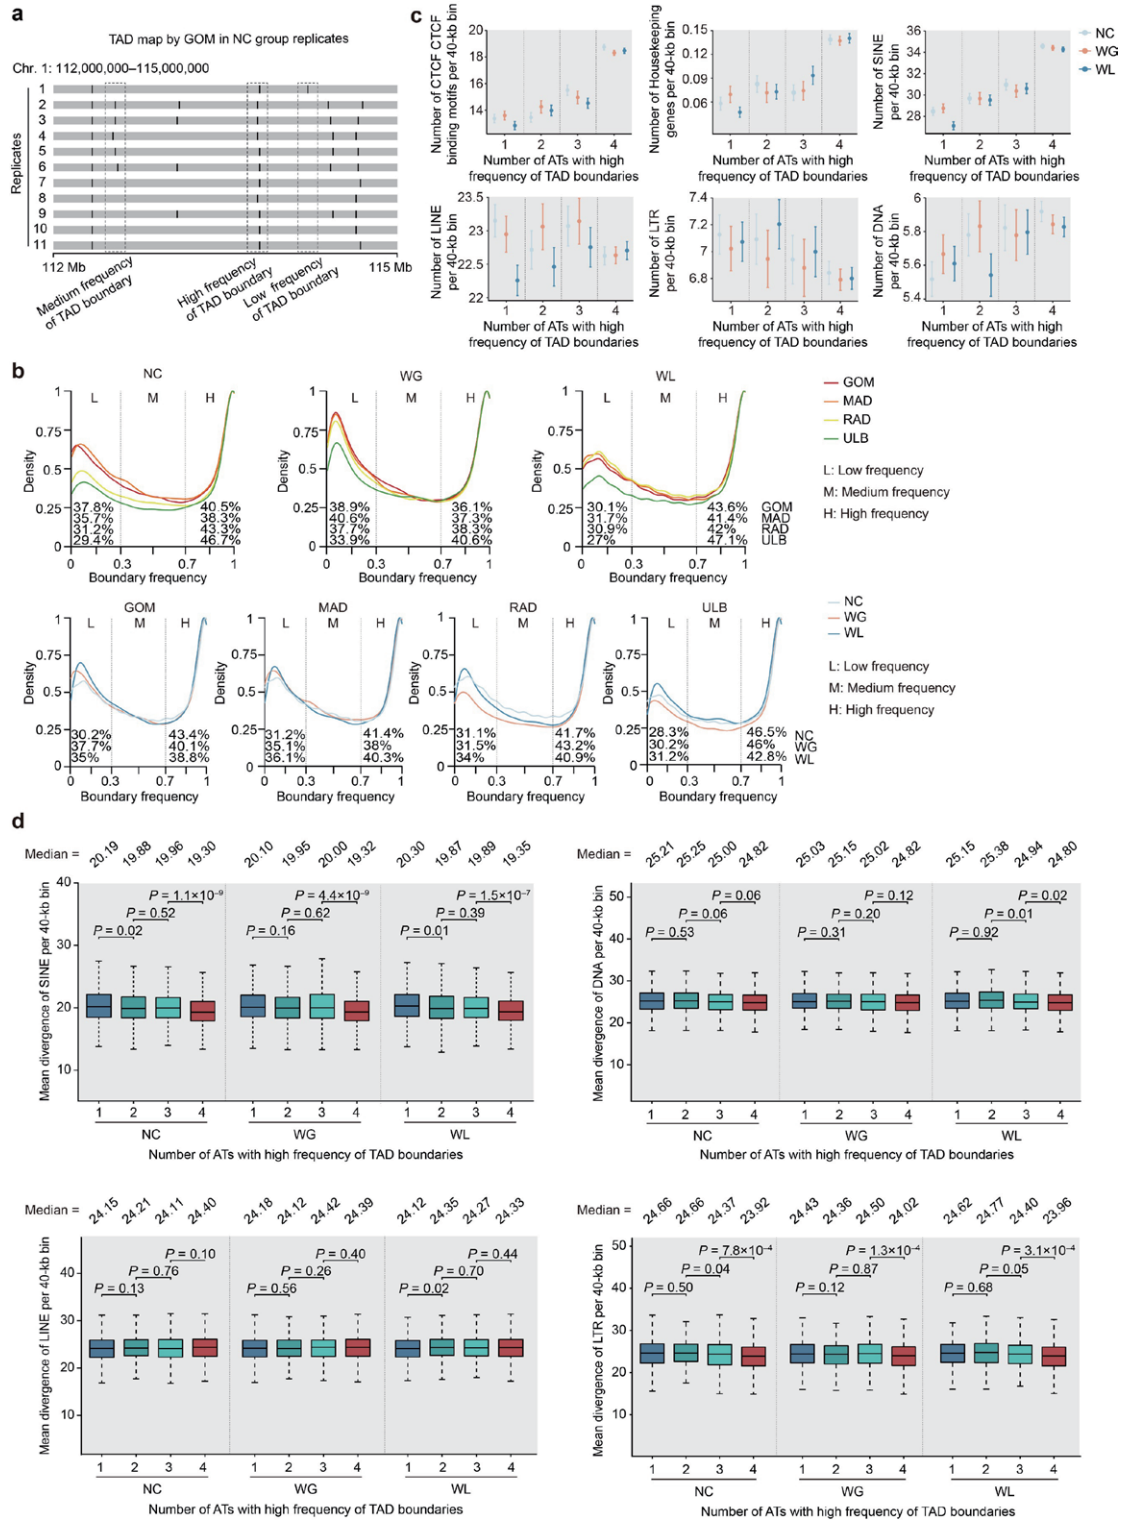

**Supplementary Fig. 18. Aggregated TAD boundary enriched regions and distribution of TAD boundary frequency located in these regions.**

**a** Example TAD maps from replicates (rows) of GOM in the NC group. A 3 Mb window from pig chromosome 1 (suscrofa 11.1) indicates a schematic of the TAD boundary frequency calculation. Each grey line represents the genomic extent of a TAD. The black dashed box (200 kb regions) outlines examples of aggregated TAD boundary enriched regions

(harboring bookended TAD boundaries [black vertical lines]), with high (>70%), low (<30%), and medium (30<70%) frequency, respectively.

**b** Frequency distribution of TAD boundary across different ATs within the same group or across groups of a given AT. The vertical dashed lines indicate low (L, <0.3, left) and high frequencies (H, >0.7, right); otherwise, the medium frequency is represented (M, >0.3 and <0.7). The cumulative fraction of low- and high-frequency boundaries is indicated below, in the following order: GOM, MAD, RAD, and ULB. Nearly half of the boundaries showed high frequency across biological replicates, indicating boundary stability.

**c** Stable TAD boundaries across ATs are enriched for functional elements. Across TAD boundary stability types (different numbers of tissues being observed with a high frequency of TAD boundary), CTCF binding motifs, housekeeping genes, and four types of TEs (SINE, LINE, LTR, and DNA element) at boundaries are shown. Data are presented as mean  $\pm$  SD. 1: NC  $n = 1171$ , WG  $n = 963$ , WL  $n = 1185$ ; 2: NC  $n = 811$ , WG  $n = 557$ , WL  $n = 822$ ; 3: NC  $n = 806$ , WG  $n = 606$ , WL  $n = 802$ ; 4: NC  $n = 4175$ , WG  $n = 4844$ , WL  $n = 4447$ .

**d** Boxplot of average divergence of TEs (i.e., SINE, LINE, LTR, and DNA, respectively) at boundaries across boundaries with different stabilities. In the boxplot, the internal line indicates the median, the box limits indicate the upper and lower quartiles and the whiskers extend to 1.5 IQR from the quartiles. NC: 1  $n = 1171$ , 2  $n = 810$ , 3  $n = 806$ , 4  $n = 4166$ ; WG: 1  $n = 962$ , 2  $n = 557$ , 3  $n = 606$ , 4  $n = 4834$ ; WL: 1  $n = 1184$ , 2  $n = 821$ , 3  $n = 801$ , 4  $n = 4439$ .  $P$  values determined by one-sided Wilcoxon rank-sum test.

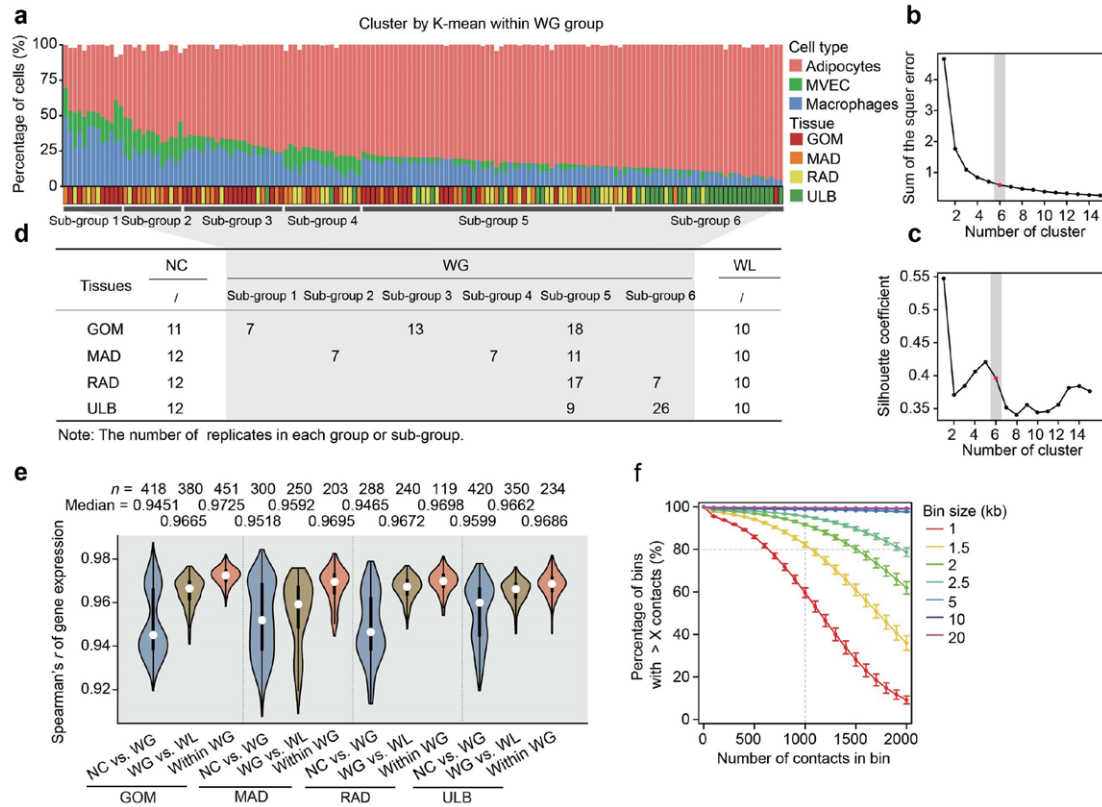

**Supplementary Fig. 19. Transcriptomic similarities in WG group for each AT.**

**a–d** Defining the sub-groups within the WG group. For the replicates ( $n = 46$ ) in WG groups for each AT, we grouped replicates with high similarities in cell composition (including adipocyte, macrophages, and microvascular endothelial cells [MVEC]) based on the K-mean cluster of all the 157 samples, yielded WG sub-groups for each AT. All samples were classified into 6 clusters based on the similarity of cell composition. **(a)** The optimal number of clusters was assessed based on the relatively lower distance (sum of the squares) within the cluster **(b)** and a higher silhouette coefficient. **(c)** Therefore, we empirically defined 2-3 sub-groups for a given AT in the WG group (7-26 biological replicates per sub-group) (as shown in the table) based on the transcriptomic similarity shaped by estimated compositions of three typical cell types in ATs. The number of replicates is indicated for each subset. **(d)**

**e** Boxplot showing Spearman's correlation of gene expression between samples within WG sub-groups, between WG sub-groups and NC, and between WG sub-groups and WL. In the boxplot, the internal line indicates the median, the box limits indicate the upper and lower quartiles and the whiskers extend to 1.5 IQR from the quartiles. We observed higher transcriptomic similarity within WG sub-groups than between different groups, which indicated suitable representativeness.

**f** Resolution of the merged intra-chromosomal Hi-C contact. We merged the effective reads from all biological replicates for each given AT in the NC and WL groups, and the defined 2-3 sub-groups for a given AT in the WG group (as shown in **a**) reached a maximum resolution of 1.5 kb. Data are presented as mean  $\pm$  SD ( $n = 18$ ). An average of over 98.66%

of loci at 5 kb size have at least 1,000 contacts in each adipose, allowing us to pinpoint enhancers interacting with promoters at a high resolution.

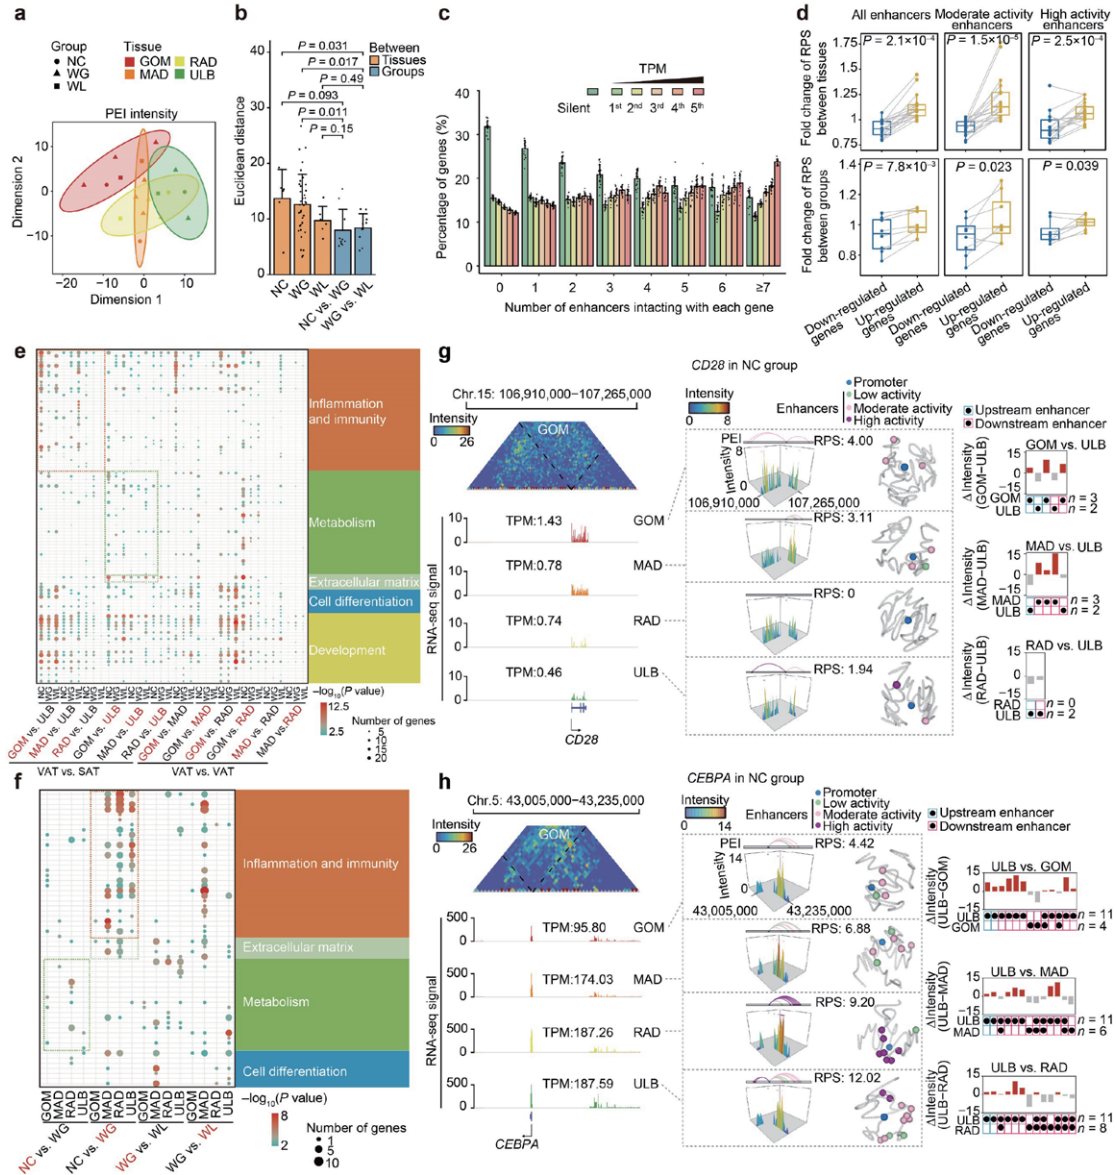

**Supplementary Fig. 20. Transcriptional regulation through chromatin rewiring of PEIs in different ATs across groups.**

**a** t-SNE plot of the intensity of promoter and enhancer interactions (PEI).

**b** Histogram of the distance between PEI interaction intensities between samples from the t-SNE plot in **a**. Data are presented as mean  $\pm$  SD. Between tissues: NC  $n = 6$ , WG  $n = 37$ , WL  $n = 6$ ; Between groups: NC vs. WG  $n = 10$ , WG vs. WL  $n = 10$ .  $P$  values determined by two-sided Wilcoxon rank-sum test.

**c** Proportions of gene promoters from each expression category interacting with zero to more than six enhancers. This result suggests that enhancers could provide an additive effect on target gene transcription levels. Data are presented as mean  $\pm$  SD ( $n = 18$ ).

**d** Genes with differential expression changes showed accordant RPS changes between ATs and between groups. Results are shown for genes with all enhancers, moderate-activity enhancers, and high-activity enhancers, respectively. Genes with up-regulated expression levels often showed larger RPS (as shown for each pairwise ATs in each group).

Statistical significance was calculated by one-sided paired-samples Wilcoxon rank-sum test (n.s.,  $P \geq 0.05$ ; \*,  $P < 0.05$ ; \*\*,  $P < 0.01$ , \*\*\*,  $P < 0.001$ ). In the boxplot, the internal line indicates the median, the box limits indicate the upper and lower quartiles and the whiskers extend to 1.5 IQR from the quartiles. Between tissues:  $n = 18$ ; Between groups:  $n = 8$ . While this trend was not significant in some comparisons (especially between groups), a potential explanation is that individual genes are expressed to varying degrees through a subset of regulatory elements (e.g., enhancer) and could be better described as fine-tuning rather than independently affecting (inducing or silencing) transcription. These multiple regulatory interactions can also exert synergistic or non-linear effects on gene regulation.

**e** Functional enrichment for genes with co-variation between RPS and gene expression between ATs. Plot showing the top 20 enriched GO terms of genes with RPS and expression differences in pairwise AT comparisons. Pairwise comparisons listed at the bottom are sorted as follows: between VATs and SATs, within VATs. The names highlighted in red for each pairwise comparison represent the tissue in which genes have higher RPS values. The color shades on the Y-axes highlight the categories of GO terms, *i.e.*, inflammation and immunity-related terms (orange), metabolism-related terms (green), ECM-related terms (light green), cell differentiation (blue), development (yellow), and others ( $n = 218$ , not shown in the plot). The size of the dot represents the number of enriched genes, and the dot color represents the  $-\log_{10}(P\text{-value})$  (unadjusted).  $P$  values were calculated based on a one-sided accumulative hypergeometric test.

**f** Functional enrichment for genes with co-variation between RPS and gene expression across groups. Plot showing the top 20 enriched GO terms of genes with RPS and expression changes in the NC-WG and WG-WL comparisons for each AT. The names highlighted in red for each pairwise comparison represent the group in which genes have higher RPS values. The color shades on the Y-axes highlight the categories of GO terms, *i.e.*, inflammation and immunity-related terms (orange), ECM-related terms (light green), metabolism-related terms (green), cell differentiation (blue), and others ( $n = 109$ , not shown in the plot). The size of the dot represents the number of enriched genes, and the dot color represents the  $-\log_{10}(P\text{-value})$  (unadjusted).  $P$  values were calculated based on a one-sided accumulative hypergeometric test.

**g** Schematic representation of PEIs for a typical pro-inflammation gene (*CD28*) that are highly abundant in VATs in the NC group. (left) Promoter-centered interactions and expression levels for gene examples across four ATs. (middle left) Interaction metaplots of promoter-centered regions across four ATs. (middle right) 3D structural models of corresponding genomic regions. (right) Differences in PEI intensity between pairwise AT comparisons.

**h** Schematic representation of PEIs for typical adipogenesis gene (*CEBPA*) that are highly abundant in SAT in NC group.

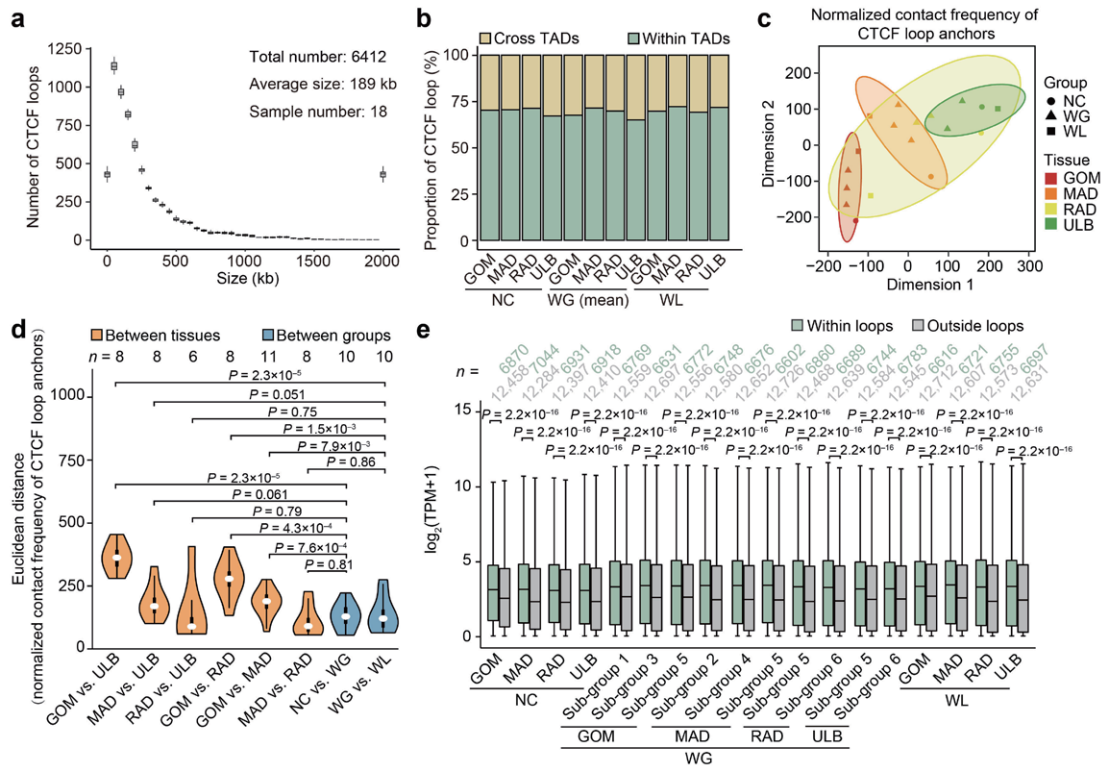

**Supplementary Fig. 21. Characteristics of CTCF-mediated loops and dynamic pattern across ATs response to weight changes.**

**a** Distribution of sizes of CTCF loops for four distinct ATs at three groups, analyzed by the Fit-Hi-C package. In the boxplot, the internal line indicates the median, the box limits indicate the upper and lower quartiles and the whiskers extend to 1.5 IQR from the quartiles ( $n = 18$ ). The average number of CTCF loops and average sizes are denoted.

**b** Proportions of CTCF loops within or cross TAD.

**c** t-SNE plots based on chromatin interactions of merged CTCF loop anchors across all samples.

**d** Violin plot shows the distance between samples derived from the t-SNE plot (c). In the violin plot, the internal dot indicates the median, the box limits indicate the upper and lower quartiles and the whiskers extend to 1.5 IQR from the quartiles.  $P$  values determined by one-sided Wilcoxon rank-sum test.

**e** Expression level of genes located within or outside CTCF loops. In the boxplot, the internal line indicates the median, the box limits indicate the upper and lower quartiles and the whiskers extend to 1.5 IQR from the quartiles. The numerical value above each bar indicates the number ( $n$ ) of genes. Statistical significance was determined using a two-sided Wilcoxon rank-sum test.

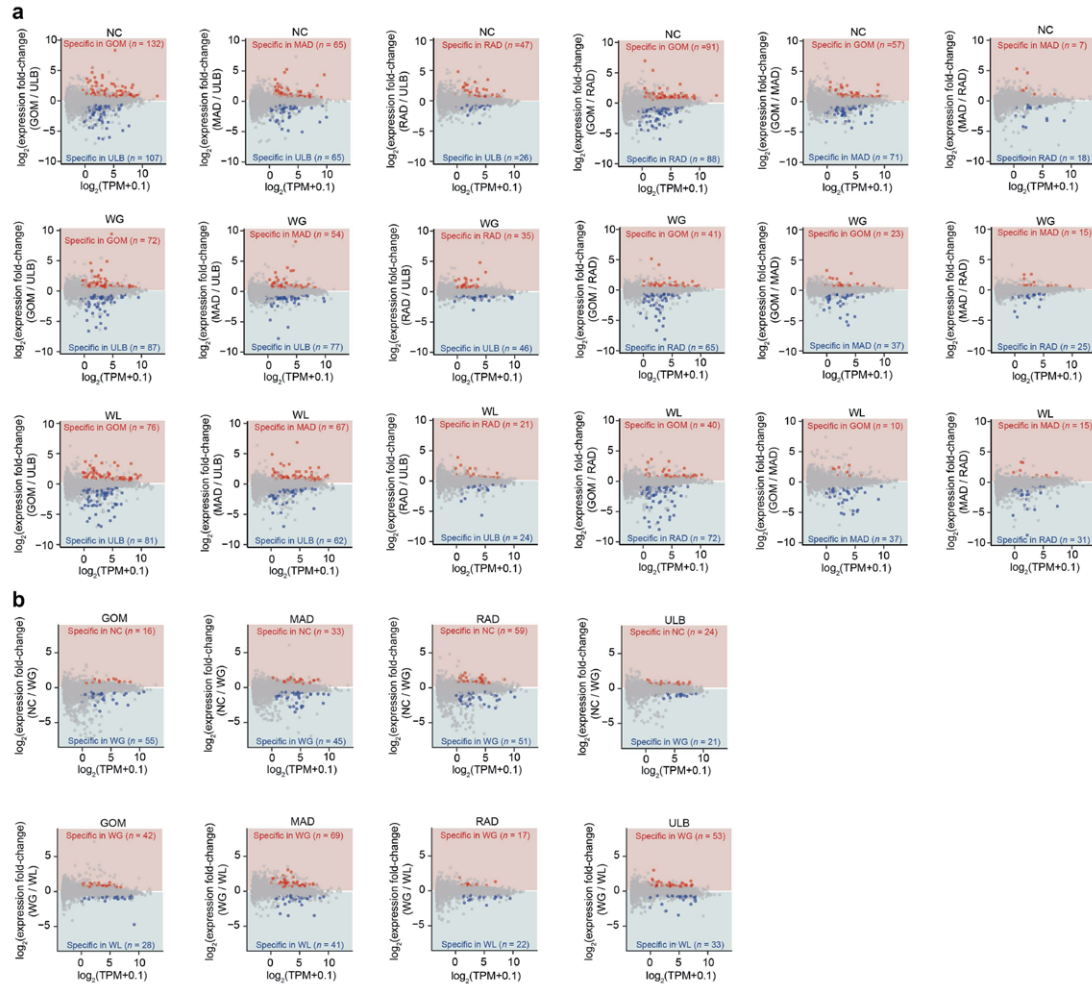

**Supplementary Fig. 22. Identification of genes located within AT-specific (a) and group-specific (b) CTCF-mediated loops with specific expression changes.** Scatter plot indicates the distribution of expression level versus  $\log_2$  fold change of expression between ATs or between treatment groups. We found that genes (average ~105) located in AT-specific CTCF loops showing correspondingly higher expression levels between distinct ATs within a treatment group were generally higher than between treatment groups for a given AT (average ~76).

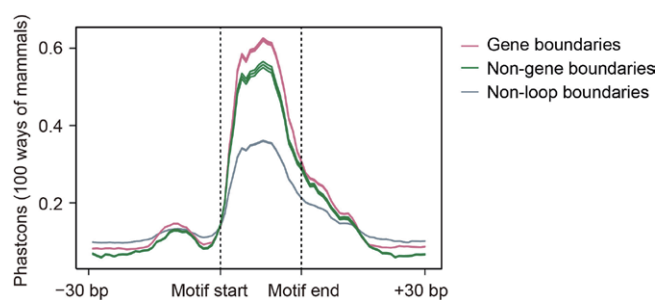

**Supplementary Fig. 24. Evolutionary conservation (inferred by Phastcons) of consensus CTCF motifs at boundaries of CTCF-mediated loop boundaries with or without genes and non-boundary regions.** The motif region (19 bp in length) is indicated by the dashed box. The shaded area indicates the standard error.

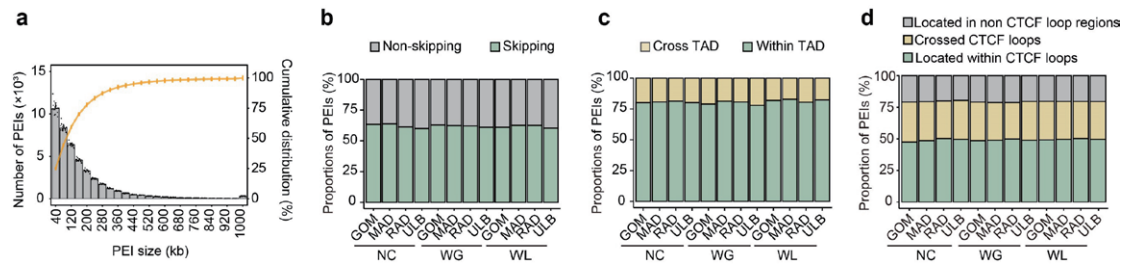

**Supplementary Fig. 25. Identification of PEIs using the PSYCHIC algorithm.**

**a** Size distribution of PEIs. PEIs of size  $\geq 40$  kb were retained. The line represents cumulative distribution. In the boxplot, the internal line indicates the median, the box limits indicate the upper and lower quartiles and the whiskers extend to 1.5 IQR from the quartiles. ( $n = 18$ ). Error bars represent differences in PEI size among ATs across groups.

**b** Proportions of gene promoters interacting with the nearest enhancer or skipping at least one enhancer. 38% of promoters interacted with proximal/closest enhancers, while 62% of promoters skip proximal enhancers to interact with more distal enhancers, revealing that promoters and enhancers bridging considerable genomic distances can be located.

**c, d** Proportions of PEIs within or cross TAD (**c**) and CTCF loops (**d**). As expected, most detected interactions ( $\sim 66.5\%$ ) were within the TADs, while only a small fraction of interactions ( $\sim 33.5\%$ ) crossed TAD boundaries. Among all the PEIs,  $\sim 49.28\%$  were located within CTCF loops,  $\sim 20.57\%$  were crossed CTCF loops, and  $\sim 30.15\%$  were located in non-CTCF loop regions. To test the preference of PEIs located within TADs or CTCF-mediated loops, we generated random/spurious PEI data sets, according to the number and length distribution of observed PEIs for each chromosome. Statistical significance was then assessed by Chi-square Test.

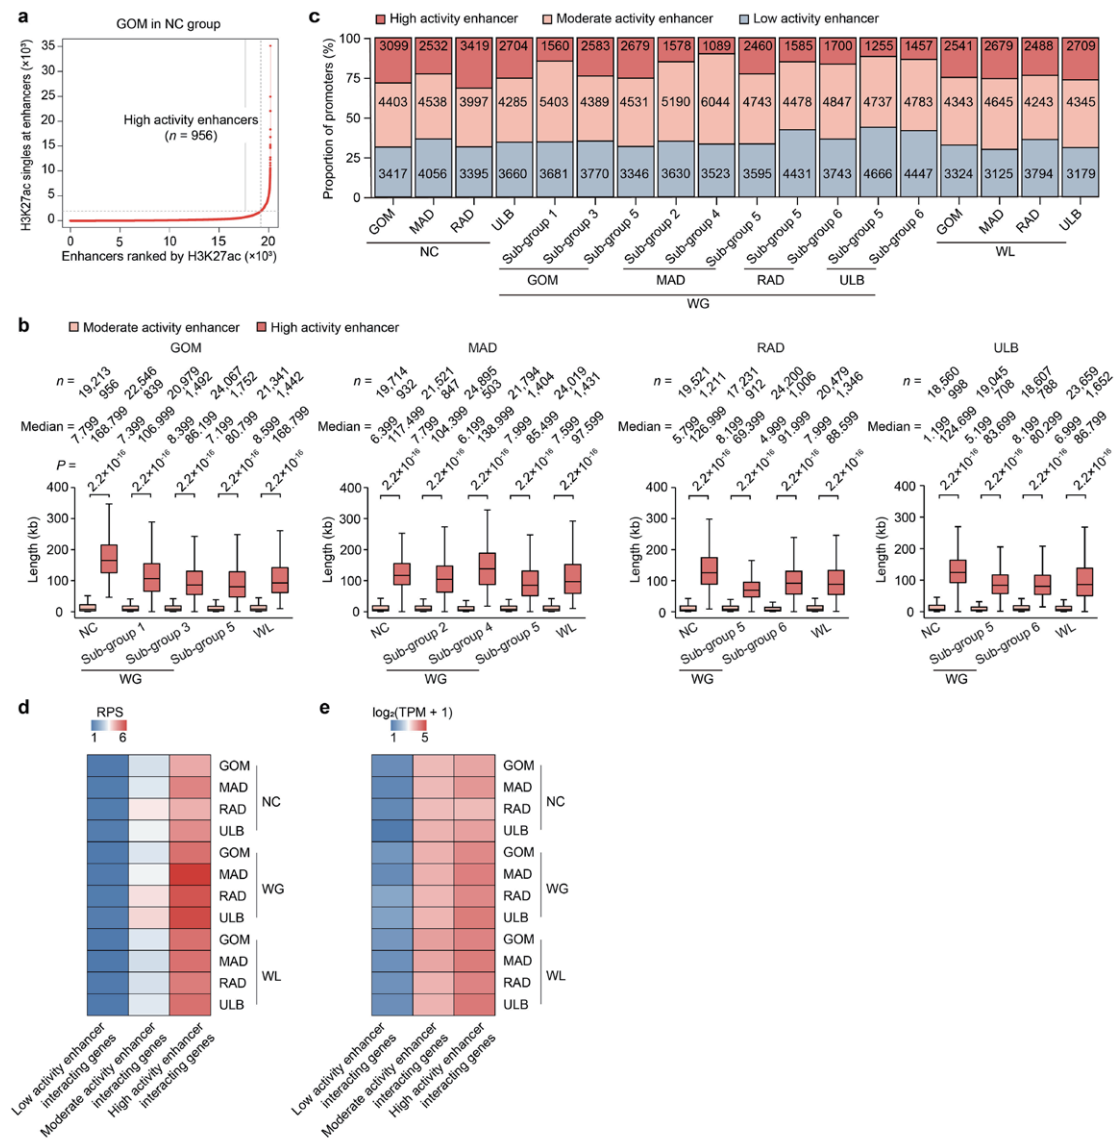

**Supplementary Fig. 26. Activities of enhancers associated with gene expression.**

**a** Saturation curves of H3K27ac density in GOM in NC group as an example. The number of ranked moderately active enhancers and enhancers of high-activity (*i.e.*, super-enhancers) by H3K27ac density (x-axis) and their respective densities (y-axis) are plotted. Horizontal dotted lines represent density cutoffs used to classify high-activity enhancers, and vertical dotted lines demarcate high-activity enhancers from moderate-activity enhancers. The total number of high-activity enhancers is noted.

**b** The distribution of the lengths of moderate-activity and high-activity enhancers for each AT. In the boxplot, the internal line indicates the median, the box limits indicate the upper and lower quartiles and the whiskers extend to 1.5 IQR from the quartiles. The numerical value above each bar indicates the number of enhancers within this group. Statistical significance was determined using a two-sided Wilcoxon rank-sum test.

**c** The proportion of genes that interacted with high-activity, moderate-activity, and low-activity enhancers.

**d, e** Expression (**d**) and RPS values (**e**) of genes interacting with enhancers have different

activities. Compared to genes contacted with low-activity enhancers (depleted in H3K27ac peaks; ~17.43% of PEI-associated genes) or moderate-activity enhancers (with moderate H3K27ac peaks; ~21.92%), genes contacted with high-activity enhancers (with broad H3K27ac peaks; ~10.47%) exhibited higher RPS and had increased expression.

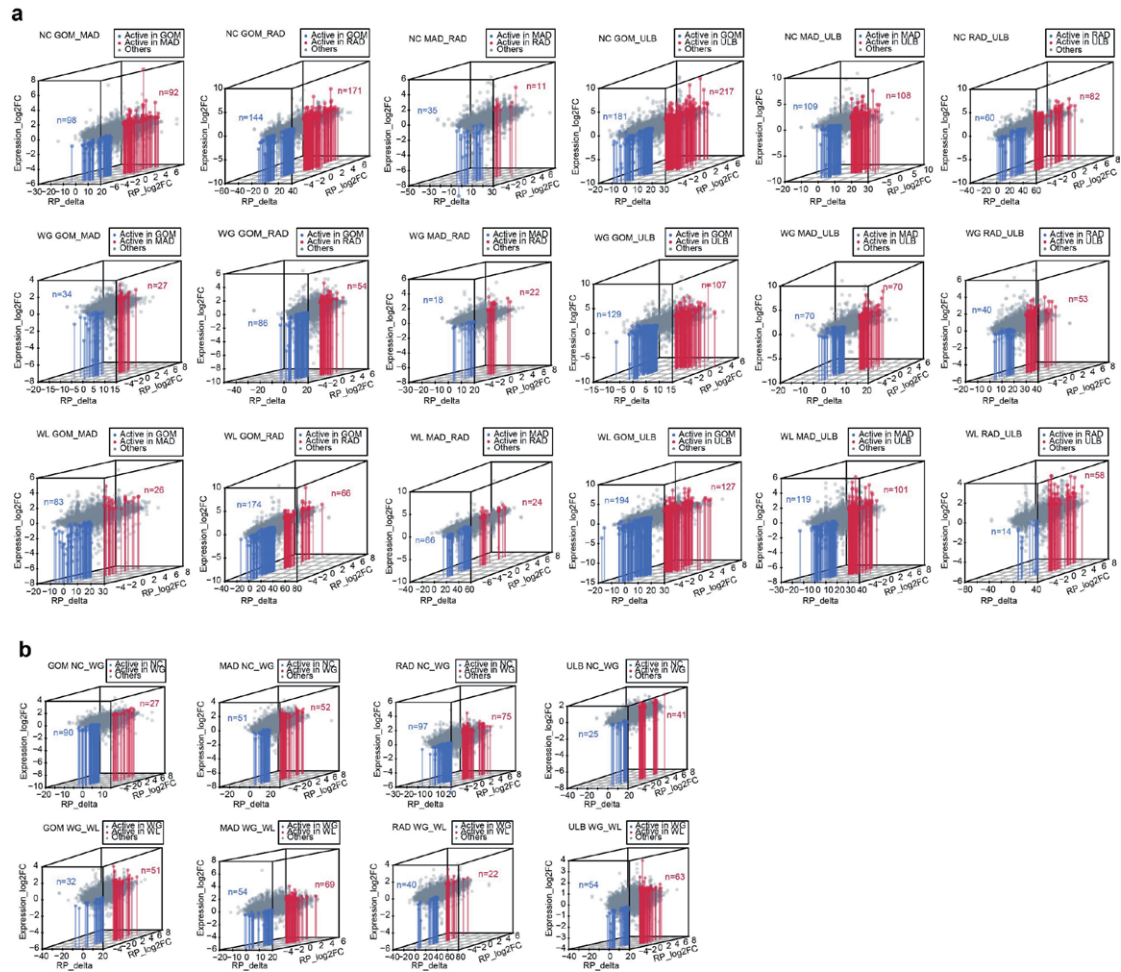

**Supplementary Fig. 27. Identification of AT-specific and group-specific genes with covariation between RPS and gene expression.** 3D scatter plot indicates the distribution of RPS and expression changes of genes between pairwise AT comparisons in each group (a) or between groups for each AT (b). In each comparison, color data points with both statistically higher RPS values (fold change [FC] > 1.5,  $\Delta > 2$ ) and statistically up-regulated expression ( $\log_2 \text{FC} > 1$ ,  $\text{FDR} < 0.05$ ) were identified as genes with co-variation between RPS and gene expression. The number of co-variation genes is indicated in the plot.

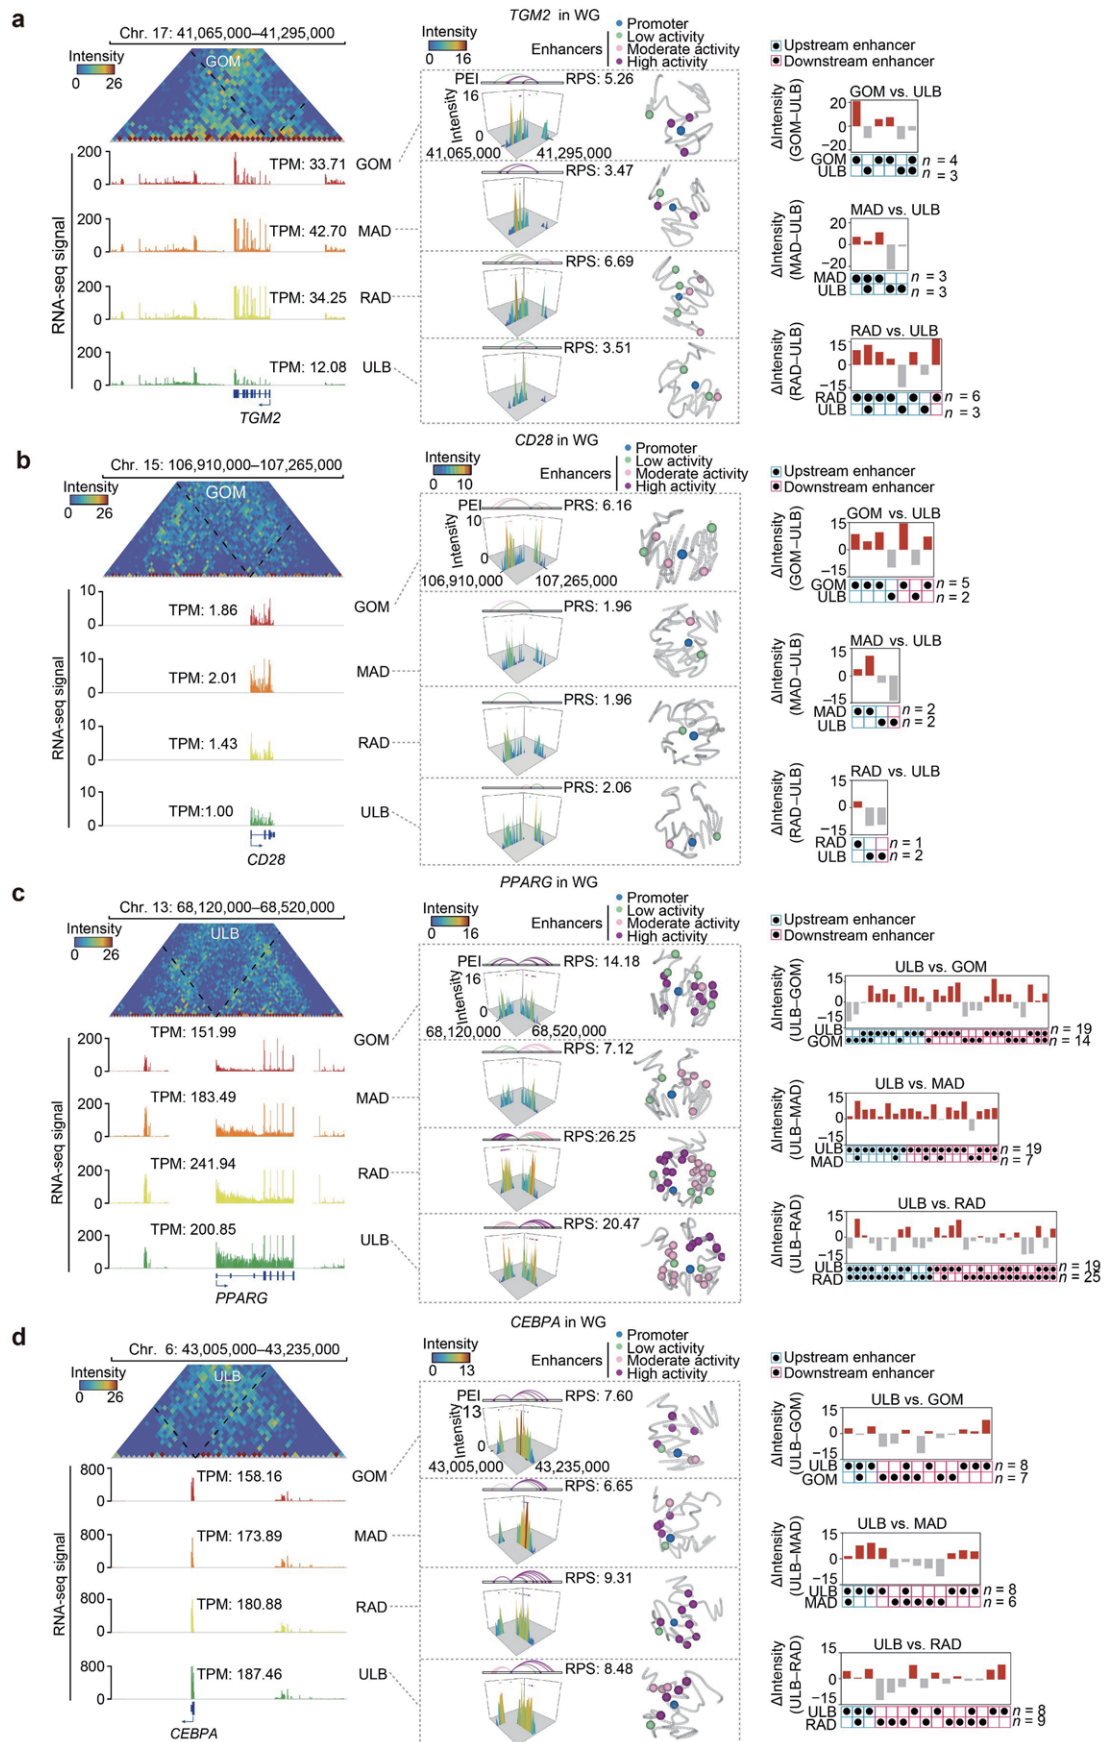

**Supplementary Fig. 28. Differential expression and RPS pattern of typical metabolism and pro-inflammation genes between ATs in the WG group.**

**a, b** Schematic representation of PEIs for typical adipogenesis genes, *TGM2* (**a**) and *CD28* (**b**) that are highly abundant in VATs in the WG group.

**c, d** Schematic representation of PEIs for typical adipogenesis genes, *PPARG* (**c**) and *CEBPA* (**d**) that are highly abundant in SATs in the WG group.

(left) Promoter-centered interactions and expression levels for gene examples across four ATs.

(middle) Interaction metaplots of promoter-centered regions across four ATs.

(right) Difference in PEI intensity between pairwise AT comparisons.

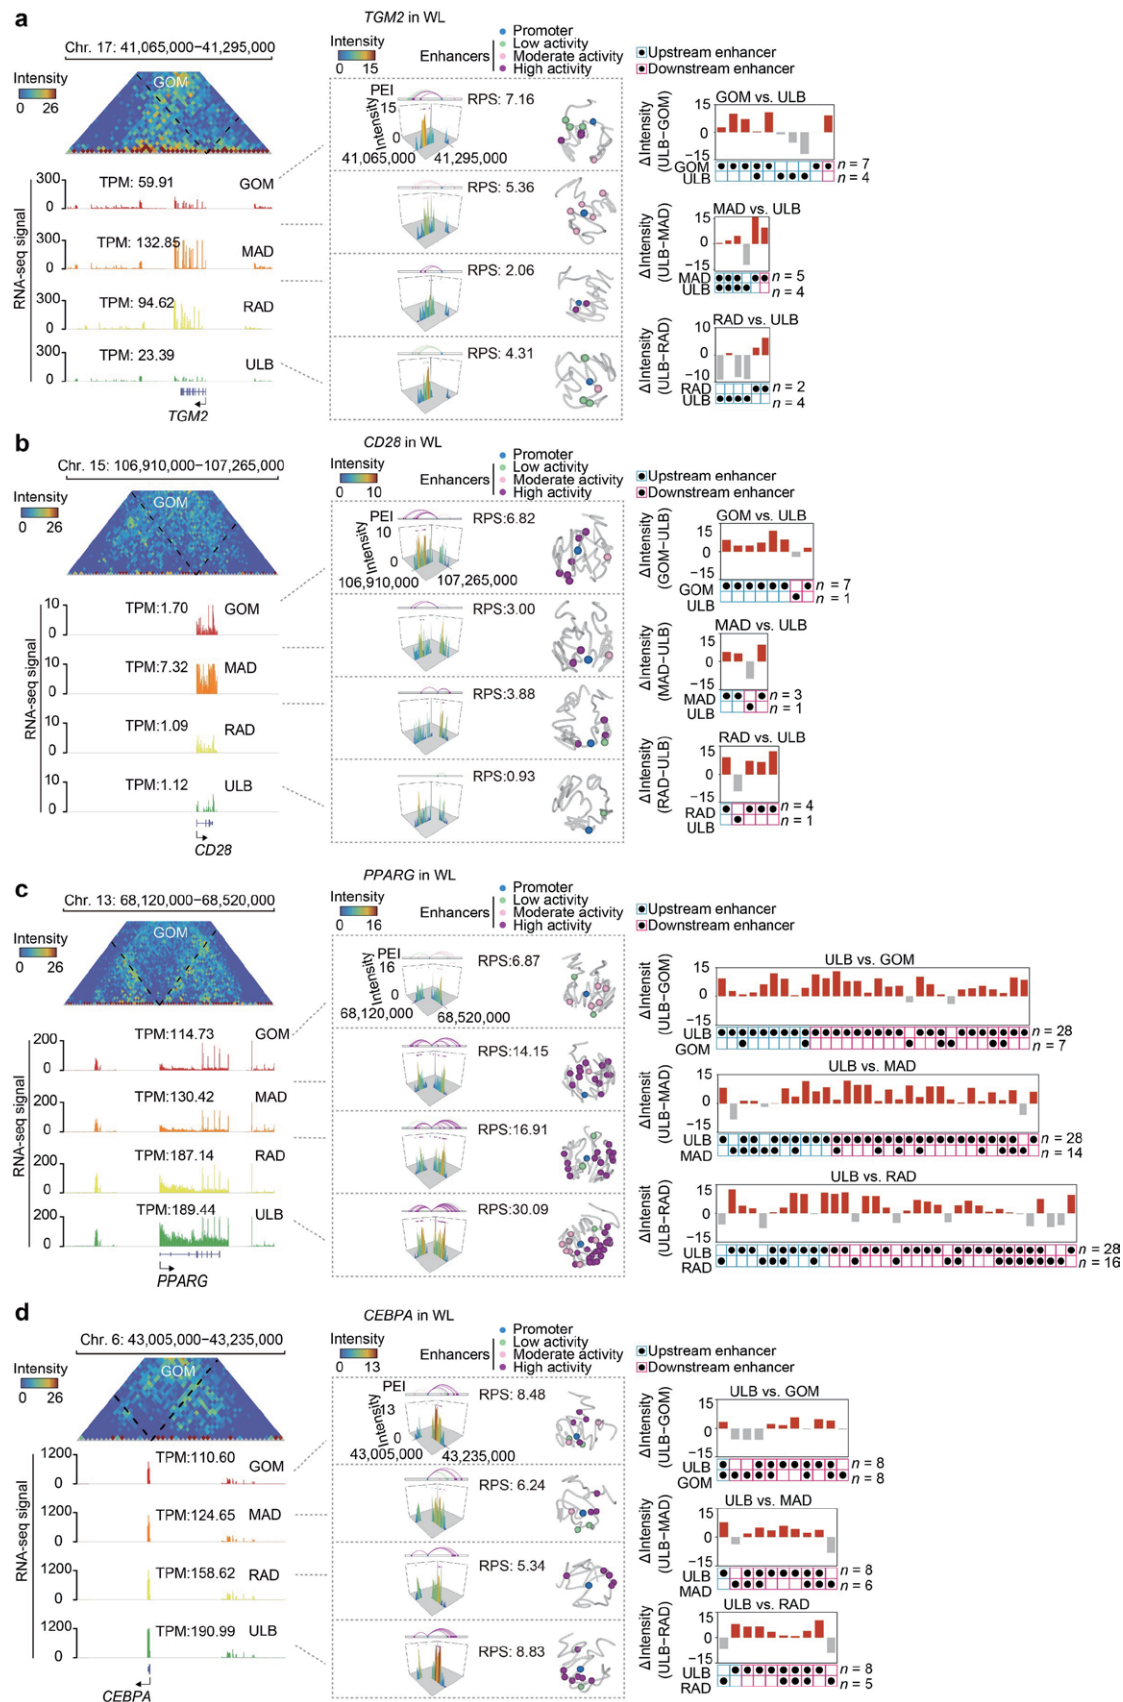

**Supplementary Fig. 29. Differential expression and RPS pattern of typical metabolism and pro-inflammation genes between ATs in the WL group.**

**a, b** Schematic representation of PEIs for typical adipogenesis genes, *TGM2* (a) and *CD28*

(b) that are highly abundant in VATs in the WL group.

**c, d** Schematic representation of PEIs for typical adipogenesis genes, *PPARG* (c) and *CEBPA* (d) that are highly abundant in SATs in the WL group.

(left) Promoter-centered interactions and expression levels for gene examples across four ATs.

(middle) Interaction metaplots of promoter-centered regions across four ATs.

(right) Difference in PEI intensity between pairwise AT comparisons.

**a**

HOXD in NC

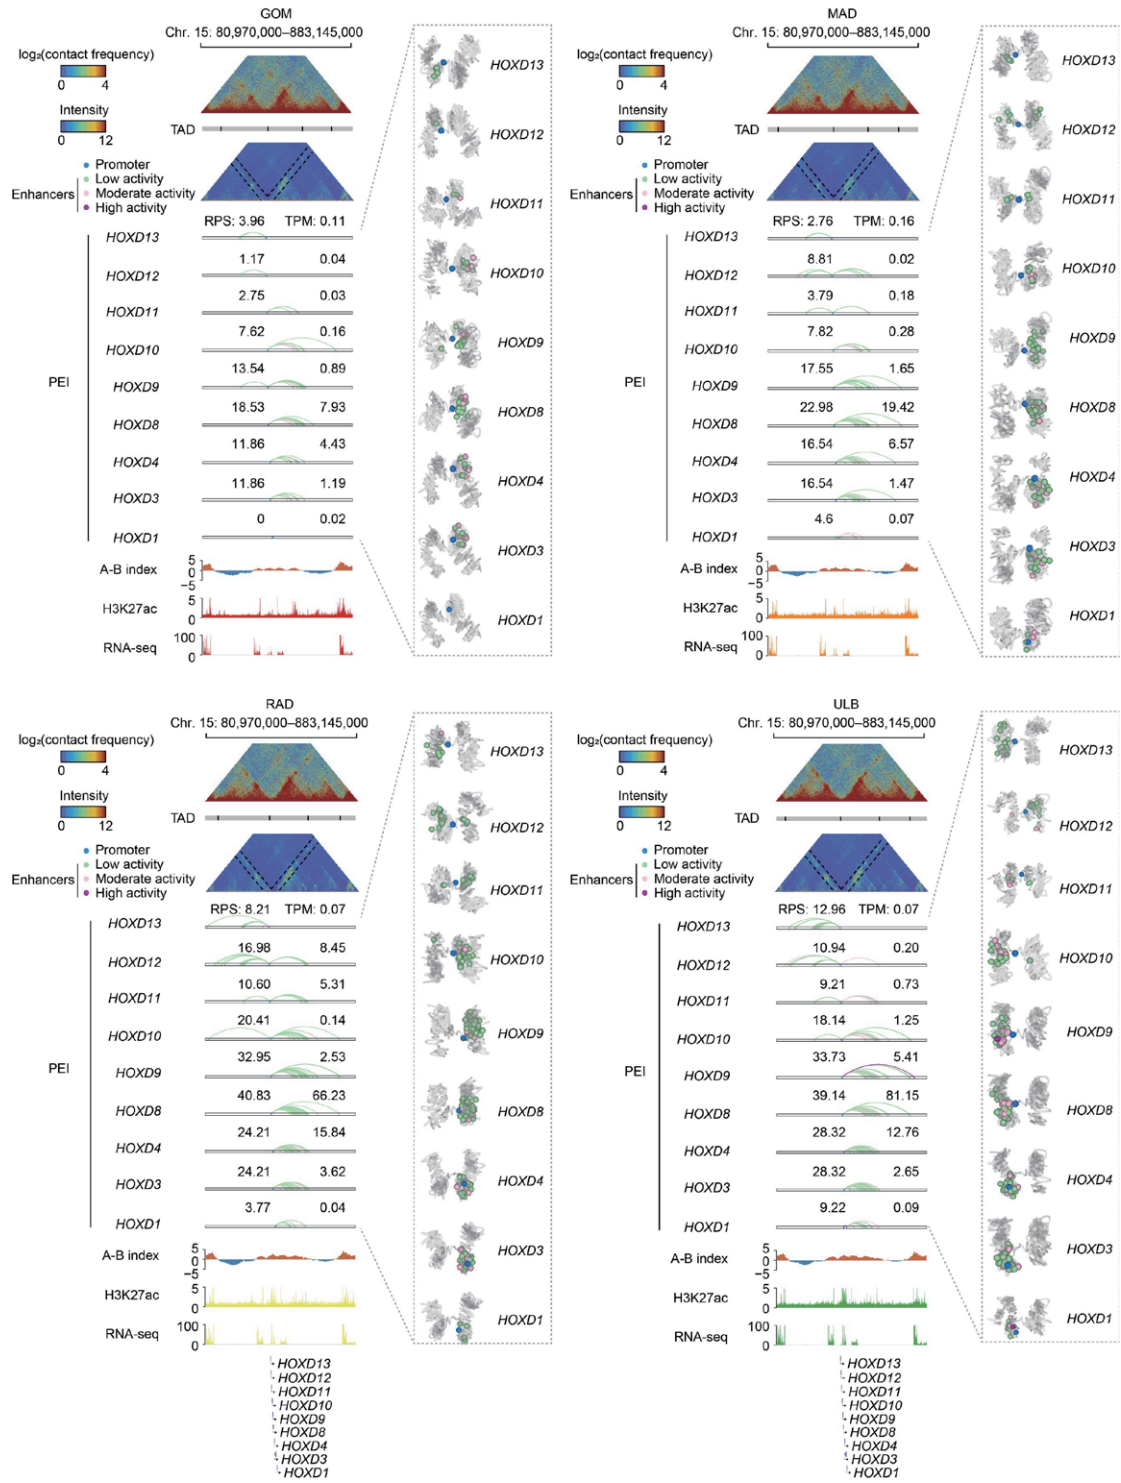

b

HOXD in WG

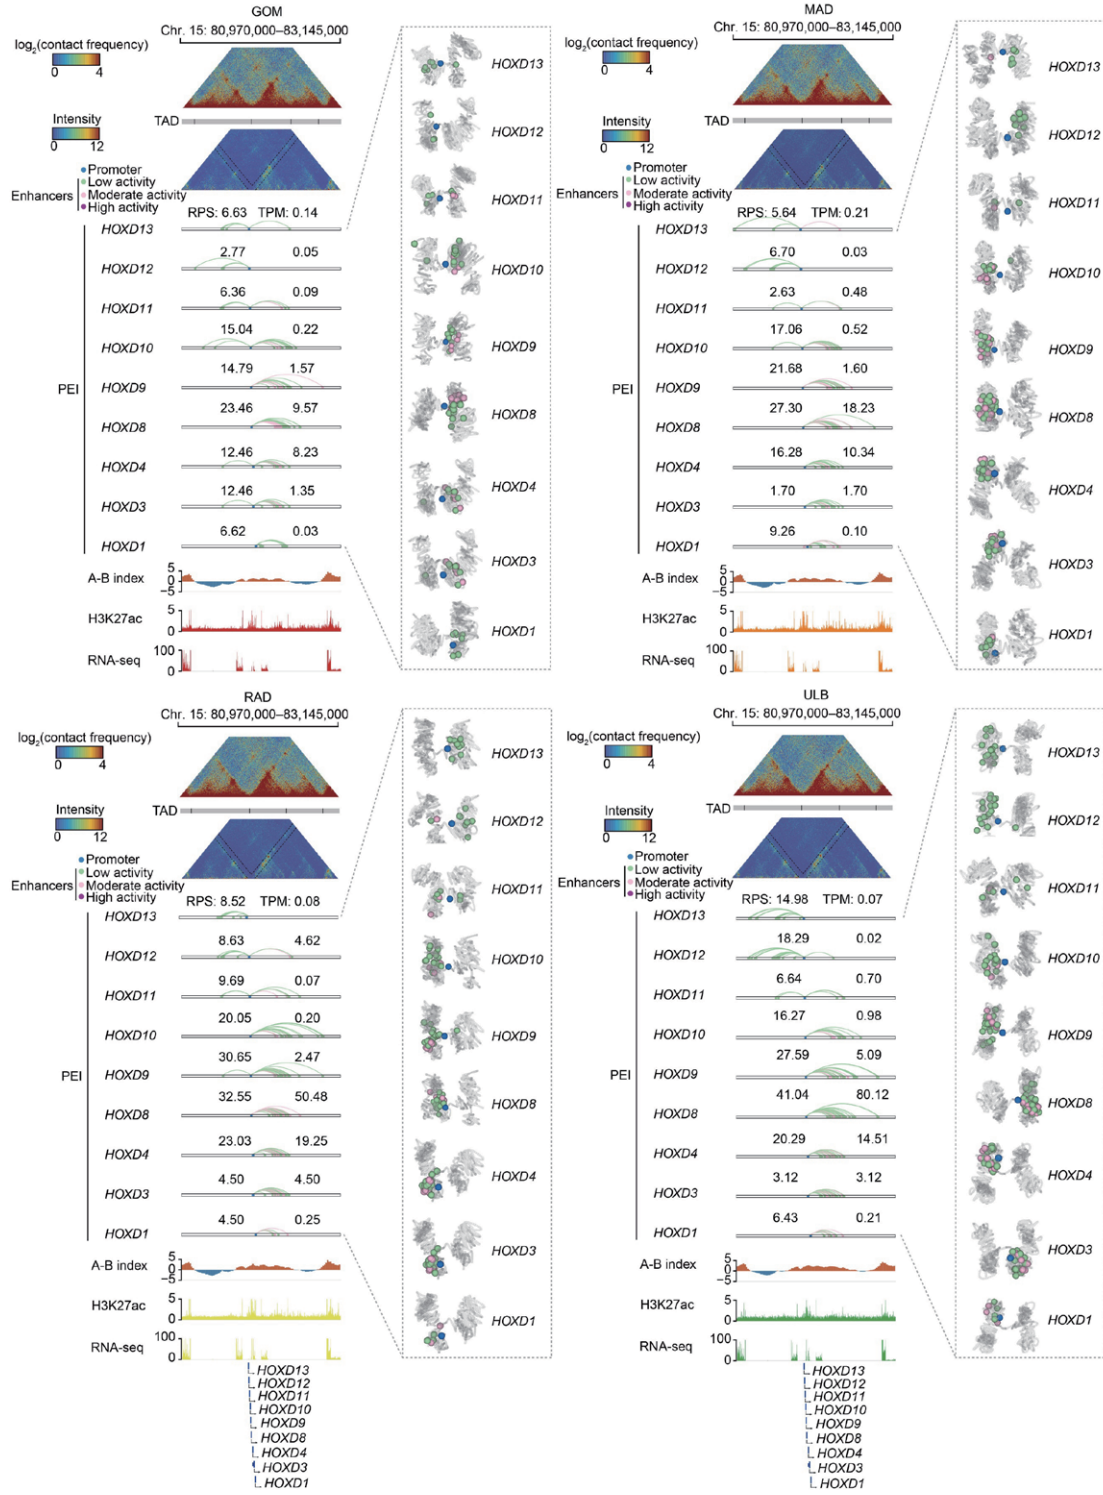

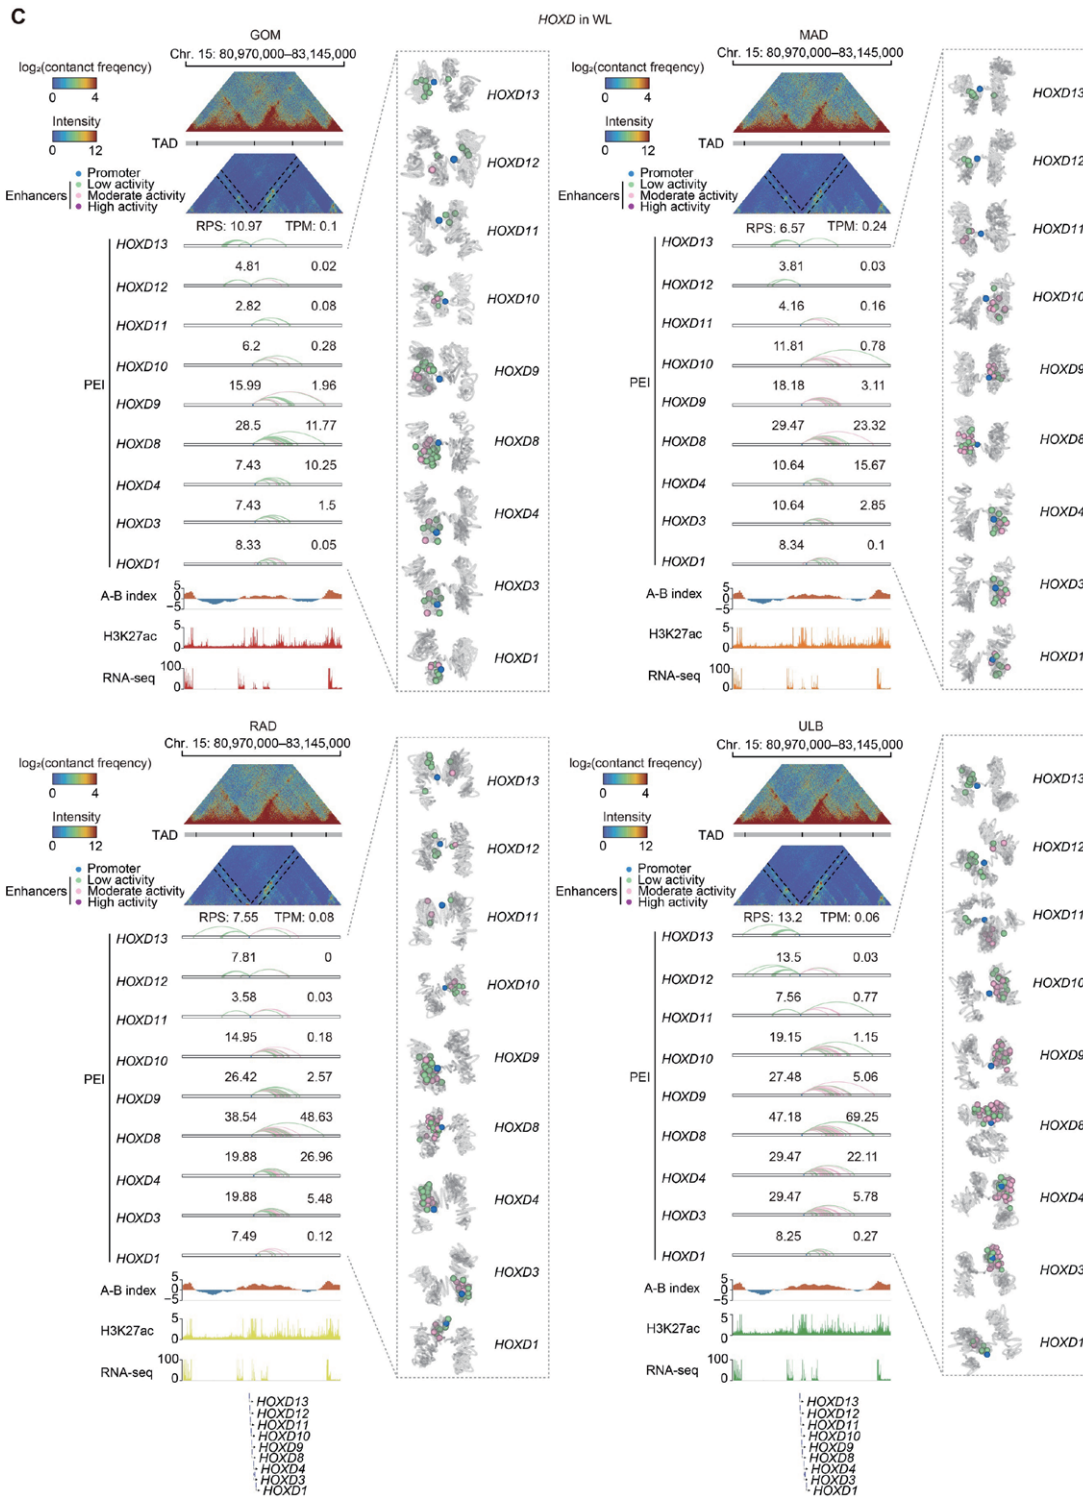

**Supplementary Fig. 30.** Schematic representation of PEIs for nine *HOXD* genes that are highly abundant in SAT in the NC (a), WG (b), and WL (c) groups. Top to bottom: (top) Hi-C maps of TAD structures; black vertical lines indicate TAD boundaries. Hi-C maps of promoter-centered interactions. (middle) Schematic representation and 3D structural models of PEIs. RPS and gene expression levels are shown. Promoters: blue spheres, low-activity enhancers: green spheres, moderate-activity enhancers: pink spheres, high-activity enhancers: purple spheres, and PEIs: connecting lines. (bottom) A-B index pattern, ChIP-seq signals of H3K27ac, and expression levels in RNA-seq data.

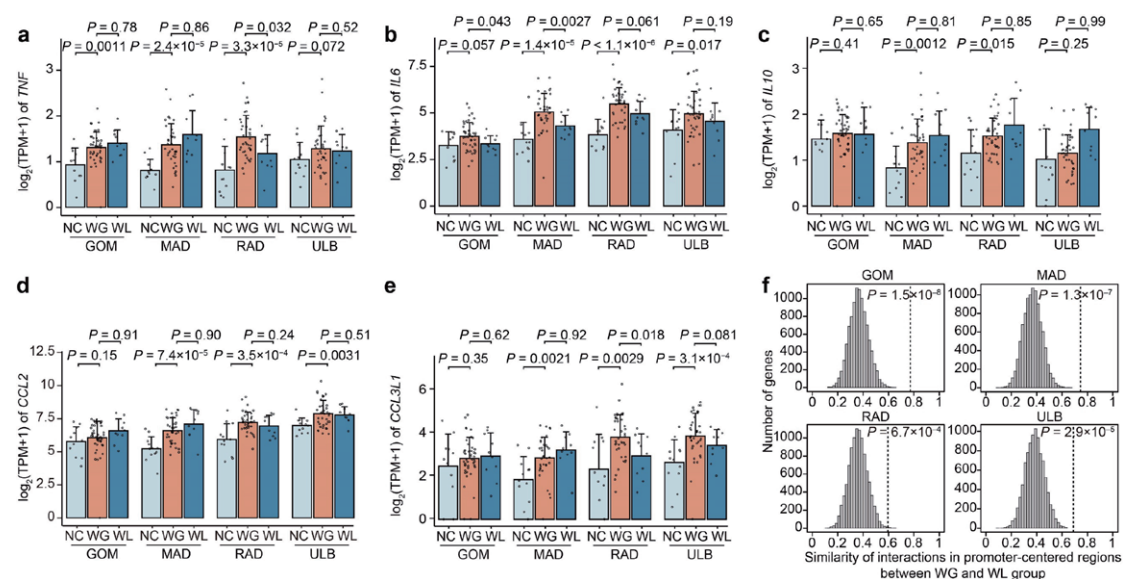

**Supplementary Fig. 31. Pattern of expression and RPS of five well-documented obesogenic memory genes.**

**a-e** Expression pattern of five typical obesogenic memory genes (*TNF*, *IL6*, *IL10*, *CCL2*, and *CCL3L1*) in each AT across WG and WL treatment groups. Data are presented as mean  $\pm$  SD. GOM: NC  $n = 11$ , WG  $n = 45$ , WL  $n = 10$ ; MAD: NC  $n = 12$ , WG  $n = 36$ , WL  $n = 10$ ; RAD: NC  $n = 12$ , WG  $n = 39$ , WL  $n = 10$ ; ULB: NC  $n = 12$ , WG  $n = 38$ , WL  $n = 10$ .  $P$  values determined by one-sided Wilcoxon rank-sum test.

**f** Similarity (Pearson's  $r$ ) of interactions in promoter-centered regions ( $\pm 500$  kb from the promoter bin). Histogram shows the distribution of the similarity of interactions of randomly resampling five genes from the 470 inflammatory genes (random number = 10,000). The dotted line indicates the similarity of interactions of five markers of 'obesogenic memory' in mice (*TNF*, *IL6*, *IL10*, *CCL2*, and *CCL3*).  $P$  values are calculated by one-sided permutation test.

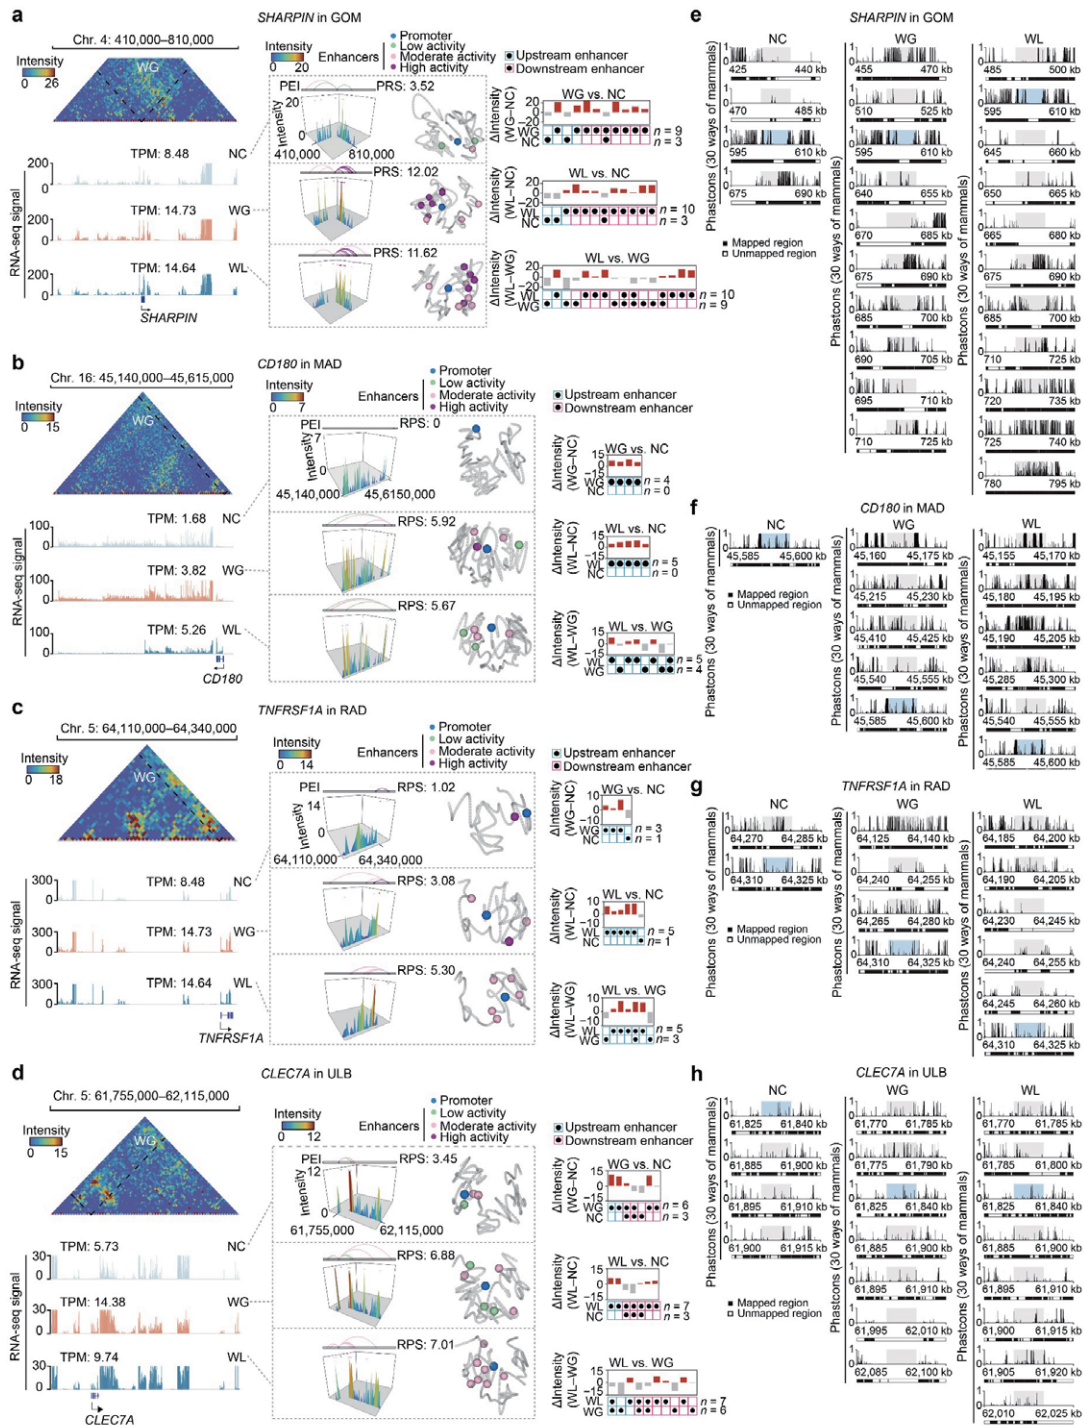

**Supplementary Fig. 32. Expression patterns and RPS of candidate obesogenic memory genes.**

**a–d** Schematic representation of PEIs for typical genes, including *SHARPIN* in GOM (**a**), *CD180* in MAD (**b**), *TNFRSF1A* in RAD (**c**), and *CLEC7A* in ULB (**d**) that show highly expressed obesogenic memory established in the WG group compared to NC group which remains stable in the WL group. From left to right: Hi-C maps indicating promoter-centered interactions (upper left) and gene expression levels (lower left). Interaction metaplots of promoter-centered regions and 3D structural models (middle). Promoters: blue spheres;

low-activity enhancers: green spheres; moderate-activity enhancers: pink spheres; high-activity enhancers: purple spheres; and PEIs: connecting lines. Difference in PEI intensity between pairwise groups comparisons (right).

**e-f** The conservation information across multiple mammals (30-way phastCons value) in the promoters and its interacting enhancers for *SHARPIN* in GOM, *CD180* in MAD, *TNFRDF1A* in RAD, *CLEC7A* in ULB during weight gain or loss. The tracks show conservation information alongside the designated 5-kb regions with 5-kb up- and downstream regions. The shadow box shows the 5-kb region of promoters (blue) or enhancers (grey). Enhancers/promoter are presented from top to bottom based on their linear genomic position, corresponding to **a-d**, respectively.

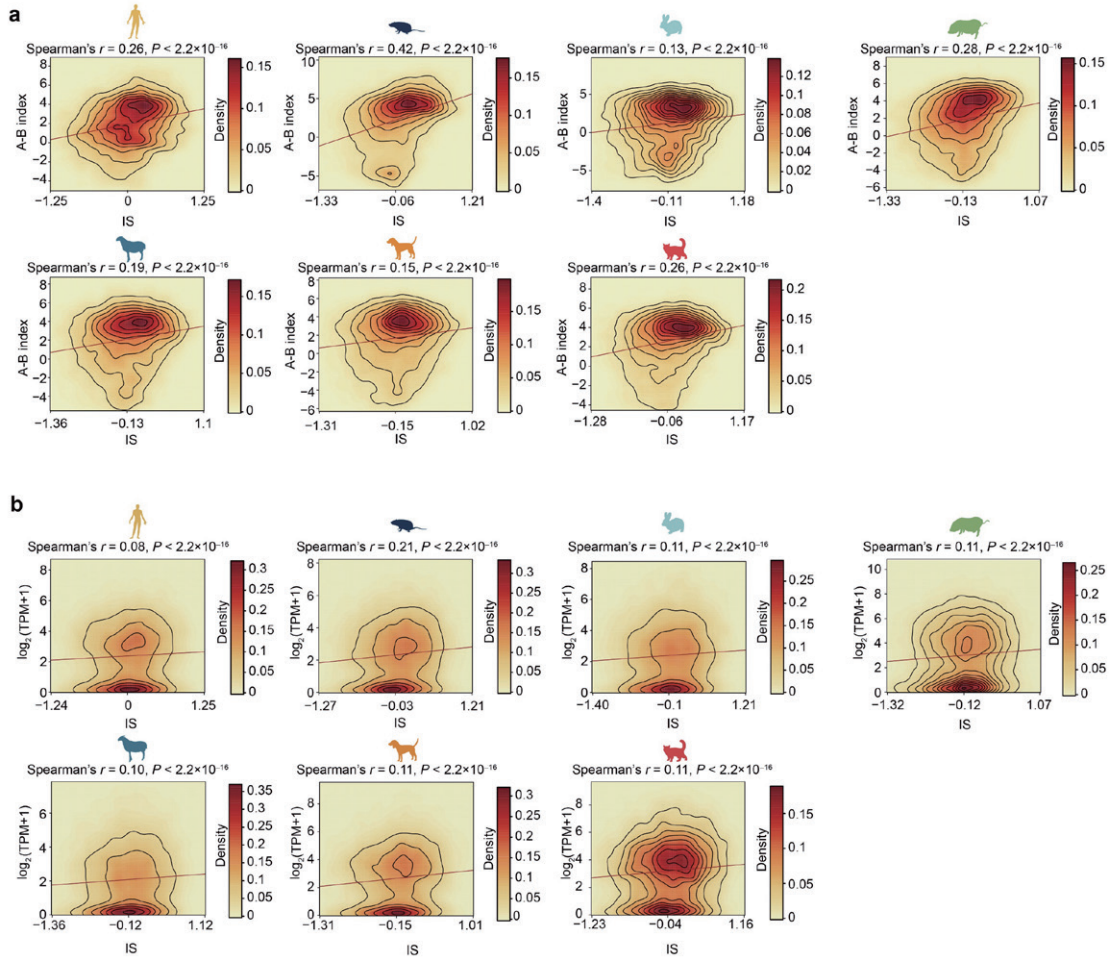

**Supplementary Fig. 33. Local spatial context is positively correlated to compartmental status and transcriptional activity.**

**a** Correlation between IS and A-B index across all the bins (20-kb in length) for all seven mammalian species. The statistical significance of the two-sided  $P$  value was calculated using hypothesis testing.

**b** Correlation between IS and gene expression across all gene bins (20-kb in length) in each species. The statistical significance of the two-sided  $P$  value was calculated using hypothesis testing.

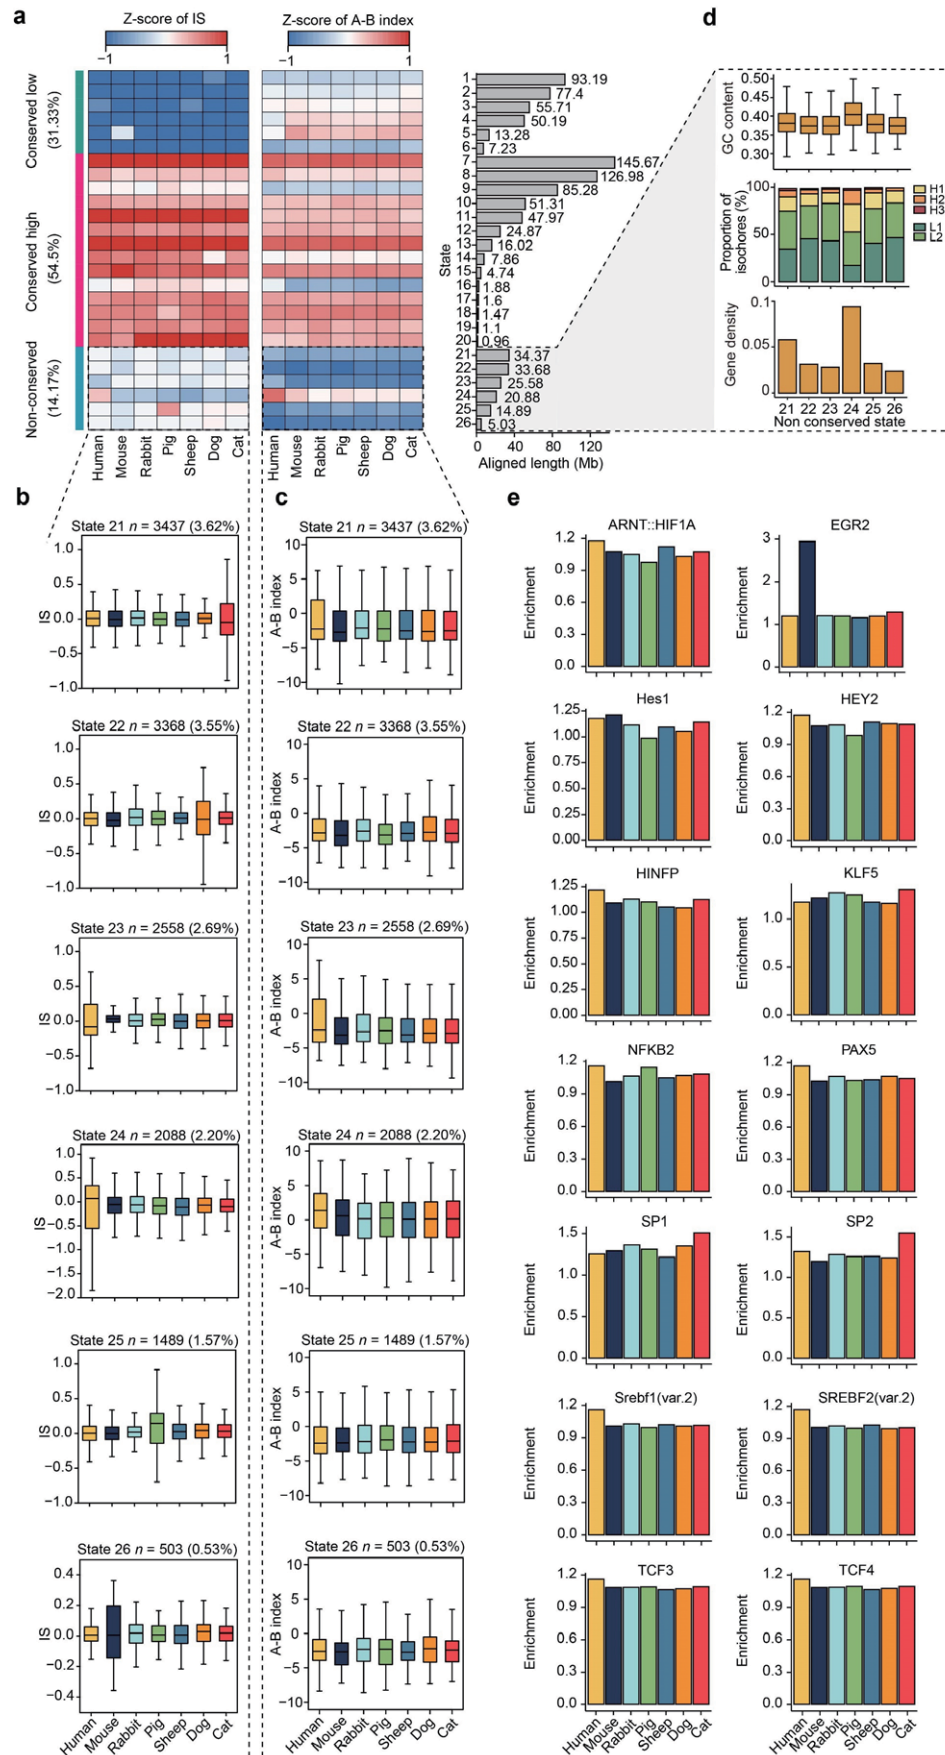

**Supplementary Fig. 34. Conservation pattern of IS value across seven species.**

**a** The conserved IS index groups were clustered using cosine similarity ( $r \geq 0.85$  for any two states in the same group). (left panel) Twenty-six states could be grouped into conserved IS, including conserved high IS or low IS, and the remaining states were classified as non-conserved IS. (middle panel) The normalized AB compartment status distribution is also shown for each state. (right panel) The length of genomic regions of each state is shown on the right. The color key indicates the Z-score transformed IS value and AB index. The functional enrichment for genes embedded in conserved and non-conserved regions is shown in **Supplementary Data 8**.

**b, c** Boxplot showed the IS value (**b**) and AB compartment (**c**) for six non-conserved states. In the boxplot, the internal line indicates the median, the box limits indicate the upper and lower quartiles and the whiskers extend to 1.5 IQR from the quartiles

**d** Comparisons of genomic features across six non-conserved IS states. (top) Box plot indicates GC content for each state. In the boxplot, the internal line indicates the median, the box limits indicate the upper and lower quartiles and the whiskers extend to 1.5 IQR from the quartiles. 21:  $n = 3437$ ; 22:  $n = 3368$ ; 23:  $n = 2558$ ; 24:  $n = 2088$ ; 25:  $n = 1489$ ; 26:  $n = 503$ . (middle) Distribution of isochores according to GC levels for each state. We divided the human genome into five families of isochores, in order of increasing GC levels: L1 (GC content  $< 37\%$ ), L2 (37~41%), H1 (41~46%), H2 (46~53%), and H3 ( $> 53\%$ ). (bottom) Gene density for each non-conserved state. Higher GC content and gene density in state 24 in humans with a pattern similar to that of the *Alu* element (**Fig. 4d**) suggested that *Alu* (generally GC-rich) sequences are related to regions with more chromatin interactions regulating the transcription of species-specific genes.

**e** Enrichment of 14 TFs specifically enriched in state 24 (corresponding to **Fig. 4e, f**) across homologous regions in other species.

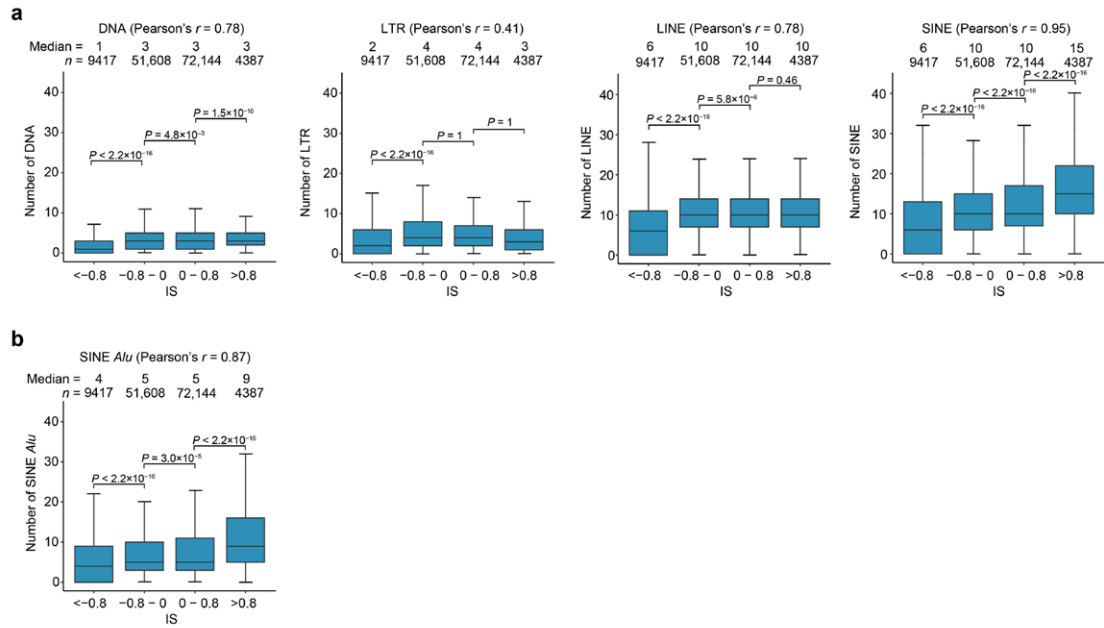

**Supplementary Fig. 35. Correlation between IS level and different TE families.**

**a** Correlation between IS level and different TE families. We divided bins (10-kb in length) with IS values into four intervals and analyzed the number of each of the four TE families in each IS interval. In the boxplot, the internal line indicates the median, the box limits indicate the upper and lower quartiles and the whiskers extend to 1.5 IQR from the quartiles.  $P$  values determined by one-sided Wilcoxon rank-sum test. SINE density is positively correlated with IS levels, and this trend for LINE, DNA, or LTR cannot be easily observed.

**b** Correlation between IS level and *Alu* families. In the boxplot, the internal line indicates the median, the box limits indicate the upper and lower quartiles and the whiskers extend to 1.5 IQR from the quartiles.  $P$  values determined by one-sided Wilcoxon rank-sum test. *Alu* density showed obviously increasing trend with IS values.

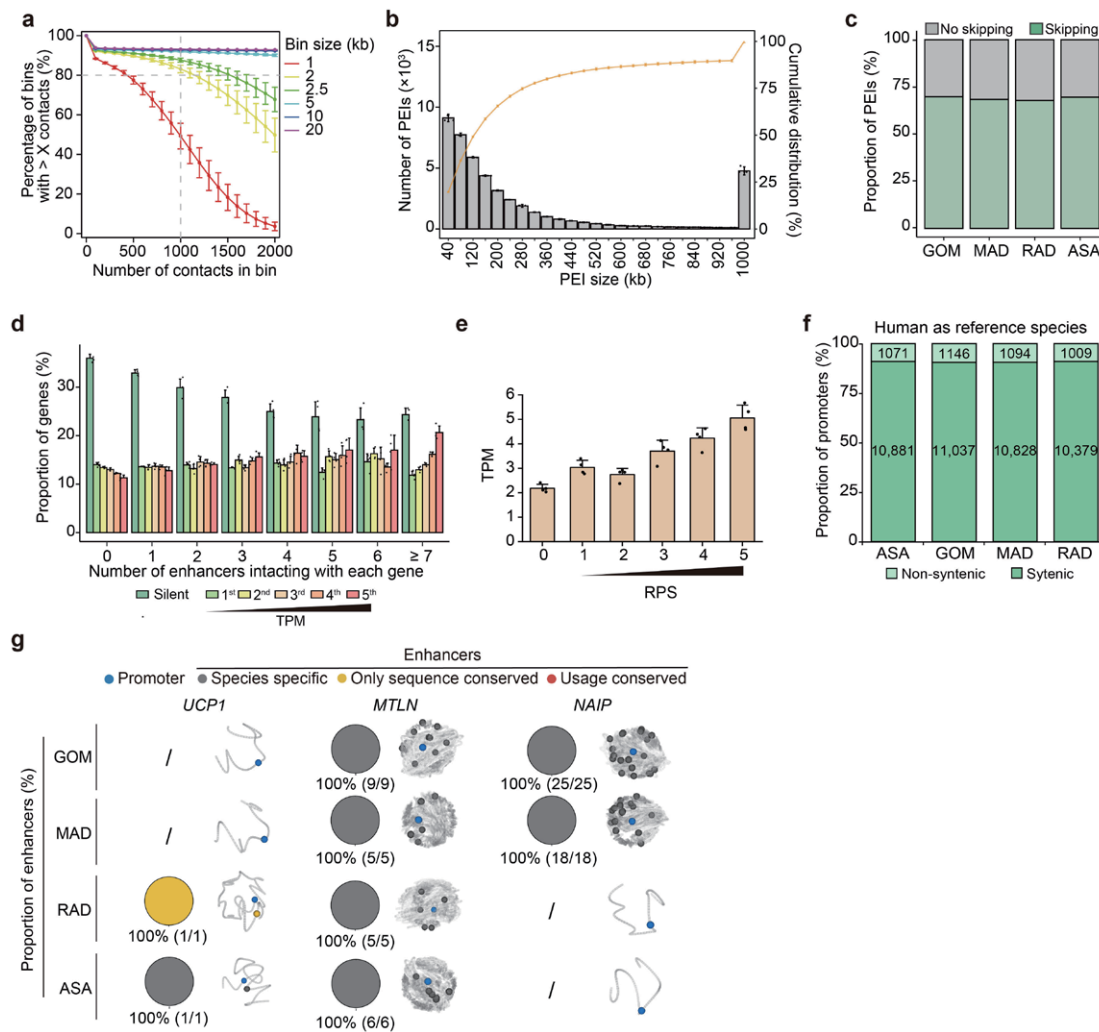

**Supplementary Fig. 36. Identification and comparison of PEIs in human ATs.**

**a** Resolution of the merged intra-chromosomal Hi-C contact matrices of replicates for each AT in normal conditions, reached a maximum resolution of ~2 kb. An average of 82.25 % of loci at a 5-kb size have at least 1,000 contacts in each AT. Data are presented as mean values  $\pm$  SD ( $n = 4$ ).

**b** Size distribution of PEIs. PEIs of size  $\geq 40$  kb were retained. The line represents cumulative distribution. Error bars represent differences in PEI size among ATs. Data are presented as mean values  $\pm$  SD ( $n = 4$ ).

**c** Proportions of gene promoters interacting with the nearest enhancer or skipping at least one enhancer. 30.69% of promoters interacted with proximal/closest enhancers, while 69.31% of promoters skip proximal enhancers to interact with more distal enhancers.

**d** Proportions of gene promoters from each expression category interacting with zero to more than six enhancers. Data are presented as mean values  $\pm$  SD ( $n = 4$ ).

**e** Gene expression was positively associated with RPS. Genes with RPS  $> 0$  were equally divided into five percentiles. Data are presented as mean values  $\pm$  SD ( $n = 4$ ), and dots represent the values of each AT.

**f** Proportion of human gene promoters comparable to those in pigs. LiftOver information of

genes/promoters that interacted with at least one enhancer in each human AT. To assess the conservation of enhancers in sequence and usage, we only focused on the genes with promoters (5-kb bin embedded in the TSS) that LiftOver could transfer from pigs (as the 'query' species) to humans (as the 'reference' species).

**g** Enhancer conservation for typical human-specific genes (*UCP1*, *MTLN*, and *NAIP*).

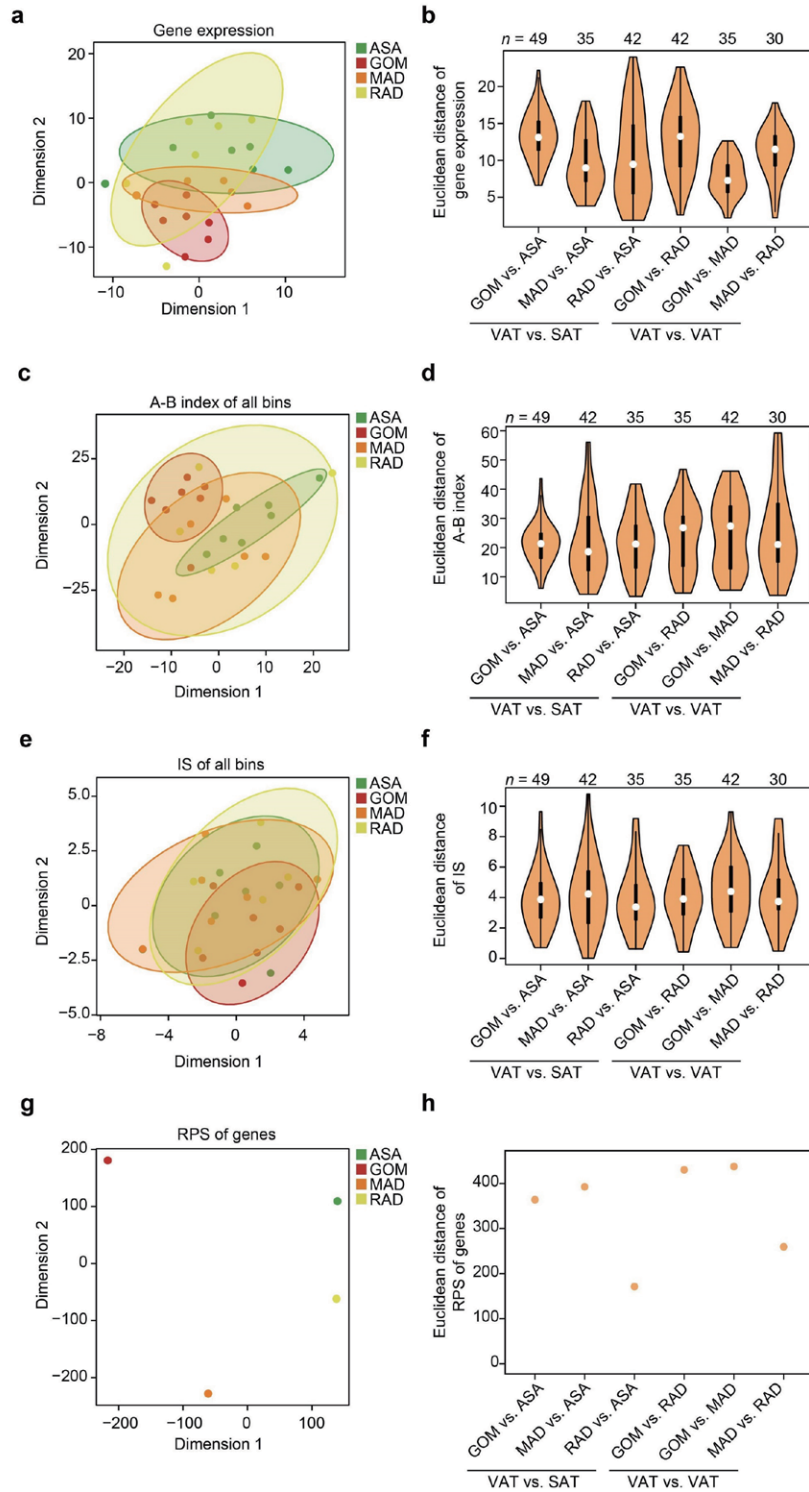

**Supplementary Fig. 37. Comparison of transcriptional, PRS, and local spatial context (A/B index and IS values) variation between ATs in humans.**

**a, c, e, g** t-SNE plots based on gene expression (**a**), global AB compartment (**c**), IS values (**e**), and gene RPS (**g**).

**b, d, f, h** Violin plot showing the distance between pairwise ATs from the tSNE plot. The pattern showing ATs across samples is not obvious compared to that in pigs, because of the objective intrinsic difference between human individuals/donors. In the violin plot, the

internal dot indicates the median, the box limits indicate the upper and lower quartiles and the whiskers extend to 1.5 IQR from the quartiles.

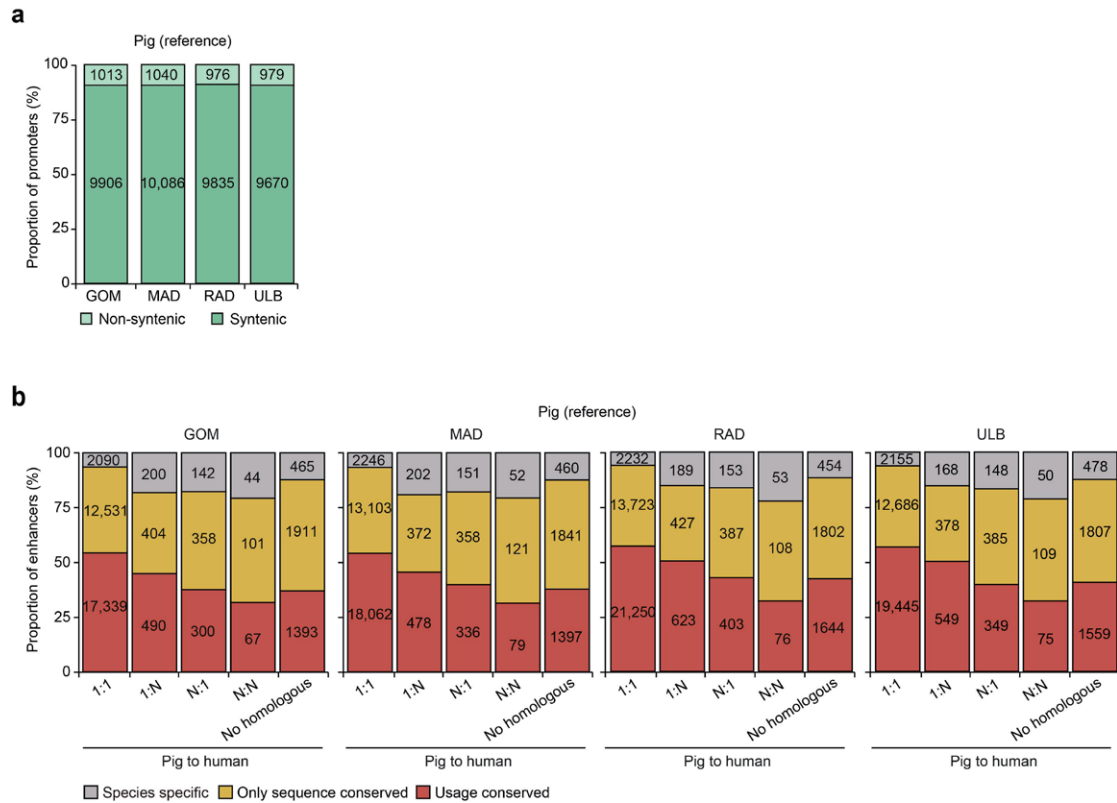

**Supplementary Fig. 38. Inter-species conservation of pig enhancers between single-copy orthologs and other orthologs in each AT.**

**a** LiftOver information of genes/promoters that interacted with at least one enhancer in each pig AT.

**b** Percentage distribution of enhancers that are conserved in both sequence and usage for different types of orthologs between pigs ('reference') and humans ('query') in each AT. As described in the main text, when using pigs as reference species for humans, we found that single-copy orthologs contained enhancers that showed higher sequence conservation (93.63%) and usage conservation (59.39%) compared to those that interacted with multi-copy orthologs (sequences: 81.51%; usage: 48.63%) or pig-specific genes (sequences: 87.79%; usage: 44.83%). Conservation of enhancers was assessed in both sequence and usage as described in **Fig. 5c and Methods**.

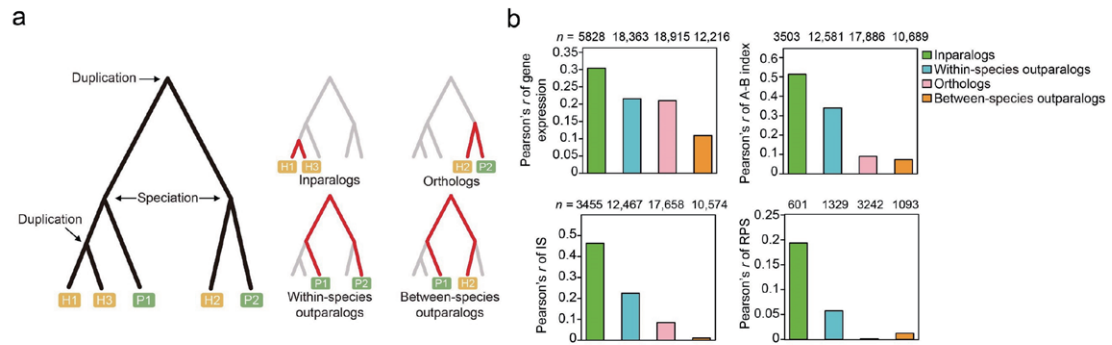

**Supplementary Fig. 39. Similarity in expression, local spatial context, and RPS of different types of homologies.**

**a** Four different types of homology relations, including orthologs, inparalogs, within-species outparalogs, and between-species outparalogs.

**b** Barplot showing differences in pairwise gene expression between different types of homologies. The similarity was calculated as the Pearson's correlation of TPM, A-B index, IS, and RPS for homologs between pigs and humans across four distinct ATs.

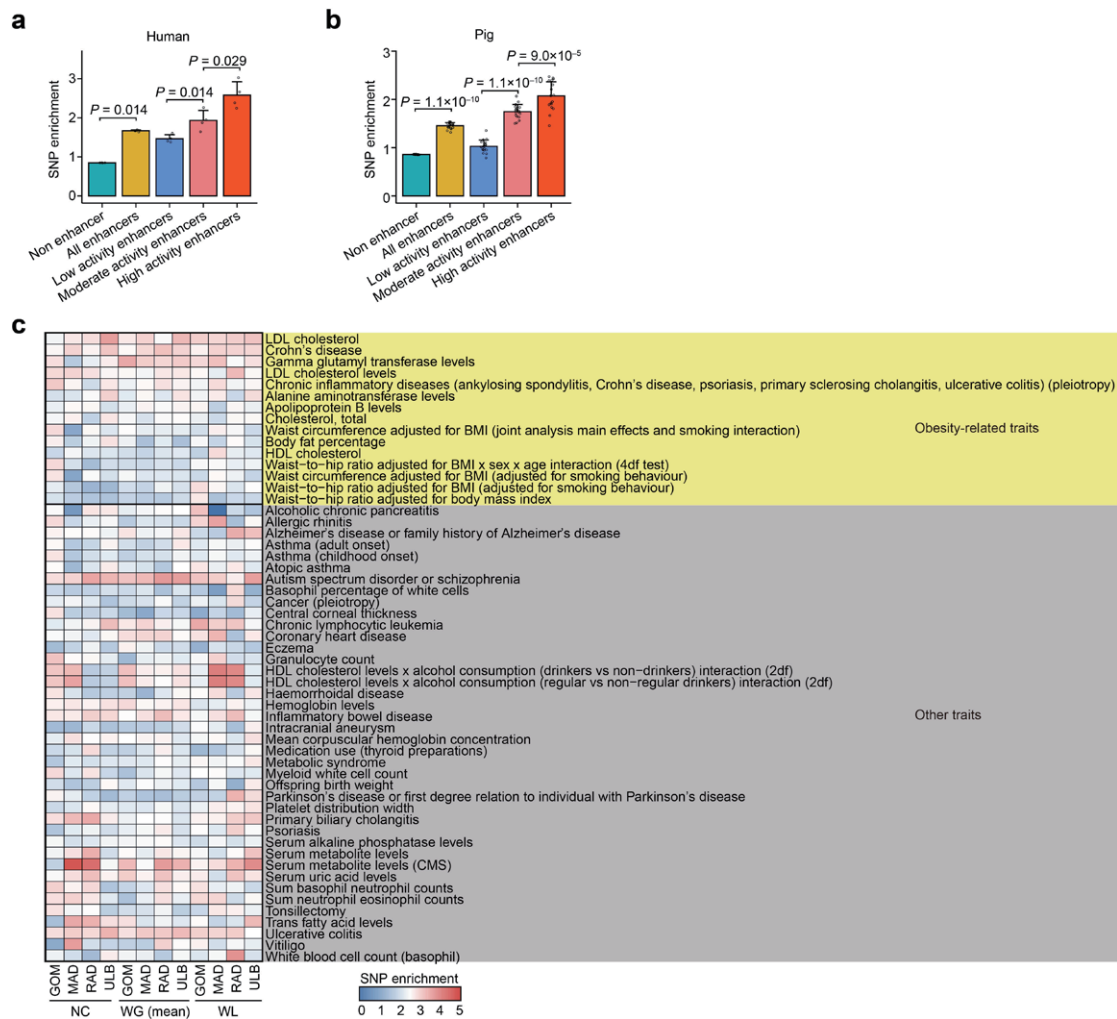

**Supplementary Fig. 40. Enhancers in ATs were enriched for trait-associated non-coding SNPs, especially for obesity-related traits.**

**a, b** Comparison of enrichment in non-coding regions for obesity-related trait-associated, non-coding SNPs in non-enhancer sequences, found only in enhancers (*i.e.*, all enhancers), low-activity enhancers, moderate-activity enhancers, and high-activity enhancers in Human ATs (**a**). Data are presented as mean values  $\pm$  SD ( $n = 4$ ). Enrichment analysis for trait-associated, non-coding human SNPs that LiftOver could transfer to pigs (**b**). Data are presented as mean values  $\pm$  SD ( $n = 18$ ). Identification of enhancer activity based on H3K27ac binding peaks and calculation of SNP enrichment (defined as the percent of SNPs contained in the percent of the genome covering a given region (*i.e.*, different types of enhancers) (see **Methods** for details). DNA sequence variations (*i.e.*, human non-coding SNPs) associated with obesity-related traits ( $n = 55$ ) were enriched in the enhancers of ATs in the human genome (mean SNP enrichment scores in enhancers vs. non-enhancer regions: 1.67 vs. 0.85,  $P = 2.20 \times 10^{-10}$ , one-tailed Wilcoxon test), which was more prominent in high-activity enhancers (mean SNP enrichment score: 2.58). SNP variations were also enriched in enhancers of ATs in the pig genome (mean SNP

enrichment scores in enhancer vs. non-enhancer regions: 1.38 vs. 0.87,  $P = 2.20 \times 10^{-10}$ , one-tailed Wilcoxon rank-sum test).

**c** Heatmap of SNP enrichment for all trait-associated non-coding SNPs in all enhancers in each AT across the NC, WG, and WL groups. The top 20 traits merged with the highest SNP enrichment for enhancers in each AT is shown. Traits can be empirically classified into obesity-related traits (in yellow) and other traits (in grey).

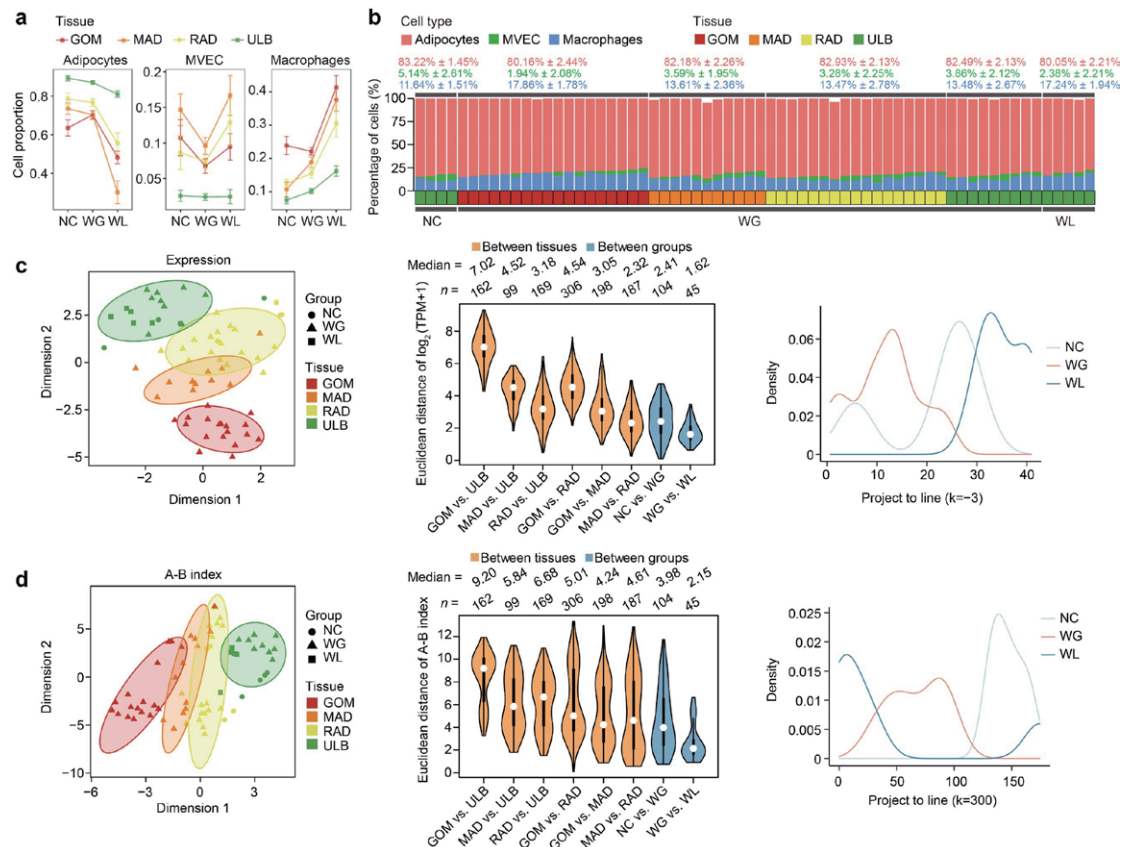

**Supplementary Fig. 41. Comparison of differences in gene expression and A/B compartmentalization between adipose depots and between treatment groups with similar cellular composition.**

**a** The cellular proportions of adipocytes, microvascular endothelial cells (MVECs), and macrophages during weight gain or weight loss for each adipose depot. Data are presented as mean  $\pm$  SD. GOM: NC  $n = 11$ , WG  $n = 45$ , WL  $n = 10$ ; MAD: NC  $n = 12$ , WG  $n = 36$ , WL  $n = 10$ ; RAD: NC  $n = 12$ , WG  $n = 39$ , WL  $n = 10$ ; ULB: NC  $n = 12$ , WG  $n = 38$ , WL  $n = 10$ . Dots represent mean values across replicates. The interval lines show standard deviation across replicates.

**b** All 64 samples with highly similar cell composition (including adipocytes, macrophages, and MVECs) of four ATs in the WG group and ULB from all three treatment groups. The above numbers indicate the proportion of each cell type in each AT across groups. Data show means  $\pm$  SD.

**c** t-SNE clustering of the 64 samples with similar cell compositions using gene expression data (left). In the t-SNE plot, ellipses indicate AT samples with similar profiles, constructed at a probability of 0.85. Violin plot shows the Euclidean distance of gene expression between samples (middle). In the violin plot, the internal dot indicates the median, the box limits indicate the upper and lower quartiles and the whiskers extend to 1.5 IQR from the quartiles. The percentage distribution of projection distance (derived from t-SNE plot) between each dot and a given line ( $y=kx$ ,  $k=3$ ) across groups in ULB (right).

**d** t-SNE clustering of the same 64 samples using A-B index (left). Ellipses indicate AT samples with similar profiles, constructed at a probability of 0.85. Violin plot shows the Euclidean distance of A-B index between samples (middle). In the violin plot, the internal dot indicates the median, the box limits indicate the upper and lower quartiles and the whiskers extend to 1.5 IQR from the quartiles. The percentage distribution of projection distance (derived from t-SNE plot) between each dot and a given line ( $y=kx$ ,  $k=300$ ) across groups in ULB (right).

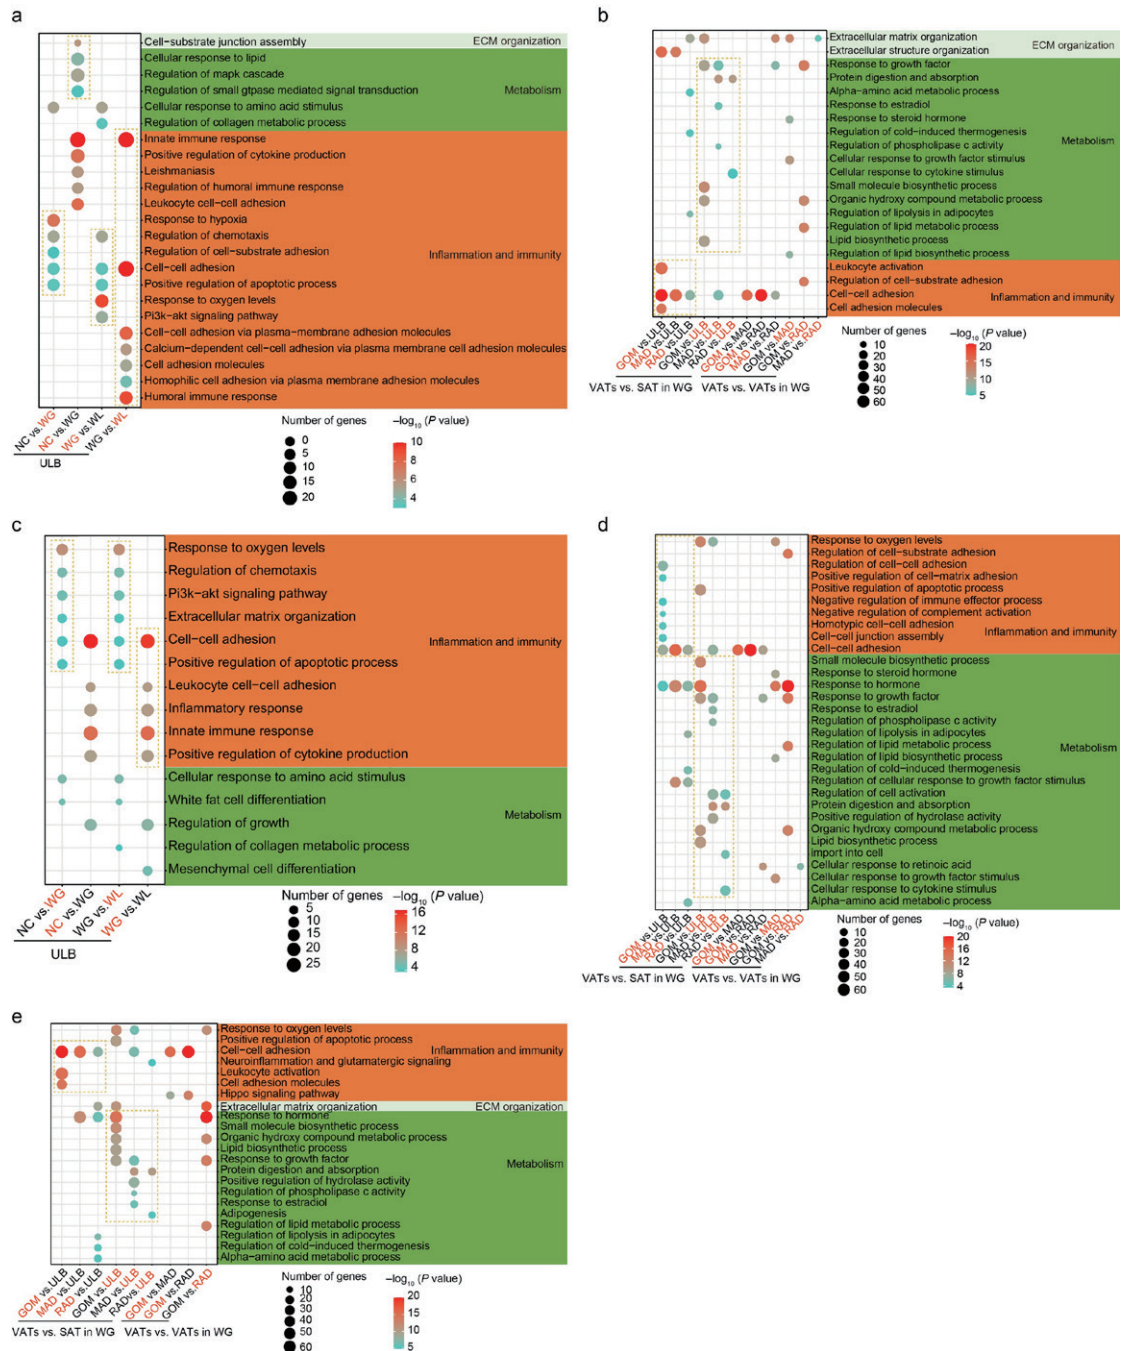

**Supplementary Fig. 42. Functional enrichment for differentially expressed genes (a,b), A/B compartmentalization (c,d), and RPS changes (e) between groups or between ATs with similar cell composition.**

**a** Plot showing the top 20 enriched GO terms of DE PCGs in NC-WG and WG-WL comparisons for ULB. The names highlighted in red for each pairwise comparison indicate the group in which the genes were highly expressed. GO term color scheme: dark green, metabolism-related terms; pale green, extracellular matrix (ECM) organization-related terms; orange, inflammation- and immunity-related terms; and others ( $n = 38$ , not shown in the plot). Dot size is proportional to the number of enriched genes; dot color represents

the  $-\log_{10}(P\text{-value})$  (unadjusted).  $P$  values were calculated based on a one-sided accumulative hypergeometric test.

**b** Plot showing the top 10 enriched GO terms of DE PCGs in pairwise comparisons of AT with similar cellular composition in the WG group. Pairwise comparisons are between VAT and SAT or within VATs. Names highlighted in red indicate the tissue in which the genes were highly expressed. GO term color scheme: dark green, metabolism-related terms; pale green, extracellular matrix (ECM) organization-related terms; orange, inflammation- and immunity-related terms; and others ( $n = 86$ , not shown in the plot). Dot size is proportional to the number of enriched genes; dot color represents the  $-\log_{10}(P\text{-value})$  (unadjusted).  $P$  values were calculated based on a one-sided accumulative hypergeometric test.

**c,d** Plot showing the top 20 enriched GO terms in comparisons between groups (**c**) and between ATs (**d**) with similar cellular composition. The presentation is the same as in **a** and **b**, but show A/B compartments of genes. Other terms (27 terms for **c**, 87 for **d**) are not shown.

**e**, Plot showing the top 20 enriched GO terms in comparisons between ATs with similar cellular composition. The presentation is the same as that in **a** and **b**, but for AT-specific genes with covariation between RPS and gene expression. Other terms ( $n = 63$ ) are not shown. Number of group-specific genes with covariation between RPS and gene expression were generally fewer than 50, and thus insufficient for functional enrichment analysis.

## Supplementary References

1. Reilly, S. M. & Saltiel, A. R. Adapting to obesity with adipose tissue inflammation. *Nat. Rev. Endocrinol.* **13**, 633 (2017).
2. Rosen, E. D. & Spiegelman, B. M. What we talk about when we talk about fat. *Cell* **156**, 20–44 (2014).
3. De Jonge, L. et al. Effect of diet composition and weight loss on resting energy expenditure in the POUNDS LOST study. *Obesity* **20**, 2384–2389 (2012).
4. Ibrahim, M. M. Subcutaneous and visceral adipose tissue: structural and functional differences. *Obes. Rev.* **11**, 11–18 (2010).
5. Tchkonina, T. et al. Mechanisms and metabolic implications of regional differences among fat depots. *Cell Metab.* **17**, 644–656 (2013).
6. Trinh, N. T. et al. Increased expression of *EGR-1* in diabetic human adipose tissue-derived mesenchymal stem cells reduces their wound healing capacity. *Stem Cells Dev.* **25**, 760–773 (2016).
7. Sperandio, S. et al. The transcription factor Egr1 regulates the *HIF-1 $\alpha$*  gene during hypoxia. *Mol. Carcinog.* **48**, 38–44 (2009).
8. Fernández-Real, J. M. et al. CD14 modulates inflammation-driven insulin resistance. *Diabetes* **60**, 2179–2186 (2011).
9. Chacón, M. R. et al. Expression of TWEAK and its receptor Fn14 in human subcutaneous adipose tissue. Relationship with other inflammatory cytokines in obesity. *Cytokine* **33**, 129–137 (2006).
10. Kleinert, M. et al. Animal models of obesity and diabetes mellitus. *Nat. Rev. Endocrinol.* **14**, 140–162 (2018).
11. McArthur, E. & Capra, J. A. Topologically associating domain boundaries that are stable across diverse cell types are evolutionarily constrained and enriched for heritability. *Am. J. Hum. Genet.* **108**, 269–283 (2021).
12. Qin, Y. F., Grimm, S. A., Roberts, J. D., Chrysovergis, K. & Wade, P. A. Alterations in promoter interaction landscape and transcriptional network underlying metabolic adaptation to diet. *Nat. Commun.* **11**, 962 (2020).
13. Choudhary, M. N. et al. Co-opted transposons help perpetuate conserved higher-order chromosomal structures. *Genome Biol.* **21**, 1–14 (2020).
14. Wu, H. J. et al. Topological isolation of developmental regulators in mammalian genomes. *Nat. Commun.* **12**, 4897 (2021).
15. Rhie, S. K. et al. Using 3D epigenomic maps of primary olfactory neuronal cells from living individuals to understand gene regulation. *Sci. Adv.* **4**, eaav8550 (2018).
16. Yang, Y. et al. Continuous-trait probabilistic model for comparing multi-species functional genomic data. *Cell Syst.* **7**, 208–218 (2018).

# Supplementary material for: Dynamic chromatin architecture of the porcine adipose tissues with weight gain and loss
**Source:** Nat Commun. 2023 Jun 12;14:3457. doi: 10.1038/s41467-023-39191-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Data information for pig adipose tissues.

File Name: Supplementary Data 2

Description: Information for differentially expressed genes (DEGs) between ATs and groups.

File Name: Supplementary Data 3

Description: Compartment and TAD boundary frequency changes across ATs and groups.

File Name: Supplementary Data 4

Description: Information for CTCF-mediated loops.

File Name: Supplementary Data 5

Description: Genes with co-changes in expression level and PRS between ATs and groups.

File Name: Supplementary Data 6

Description: Data summary for Hi-C and RNA-seq data of seven species.

File Name: Supplementary Data 7

Description: Genomic and gene information for non-conserved states.

File Name: Supplementary Data 8

Description: Functional enrichment for genes embedded in different states. P values are calculated based on a one-sided accumulative hypergeometric test. q-values are calculated using the Benjamini-Hochberg procedure to account for multiple testings.

File Name: Supplementary Data 9

Description: Data summary for human Hi-C and RNA-seq data.

File Name: Supplementary Data 10

Description: Enhancer conservation for homologs between human and pig.

File Name: Supplementary Data 11

Description: Typical genes with conserved enhancers between human and pig.

File Name: Supplementary Data 12

Description: Enhancer conservation for single copy orthologs between human and pig.

File Name: Supplementary Data 13

Description: Functional enrichment for genes with expression changes between human and pig. P values are calculated based on a one-sided accumulative hypergeometric test. q-values are calculated using the Benjamini-Hochberg procedure to account for multiple testings.

File Name: Supplementary Data 14

Description: Enhancer conservation for typical expanded human gene families.

# Supplementary material for: Dynamic chromatin architecture of the porcine adipose tissues with weight gain and loss
**Source:** Nat Commun. 2023 Jun 12;14:3457. doi: 10.1038/s41467-023-39191-0
**Supplement:** Supplementary file 18 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

For functional enrichment analysis:

Metascape (version 3.5, <http://metascape.org>)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The reference genome and gene annotation file (Sscrofa11.1, release 102) were downloaded from Ensembl (<https://ftp.ensembl.org/pub/release-102/>). A phylogenetic tree of five species was obtained from the TimeTree database (<http://timetree.org>). The raw and processed Hi-C, RNA-seq, and ChIP-seq data of pigs generated in this study are available at Gene Expression Omnibus (GEO) under the accession code "GSE206539". The raw Hi-C, RNA-seq, and ChIP-seq data of humans generated in this study are available at Genome Sequence Archive (GSA) under the accession code "HRA002514". The public Hi-C and RNA-seq data of nine adipose samples of pigs were downloaded from Sequence Read Archive (SRA) under the BioProject accession codes "PRJNA637678" and "PRJNA733023". The public Hi-C and RNA-seq data of three adipose samples of humans were downloaded from SRA under the BioProject accession code "PRJNA678123". The public Hi-C and RNA-seq data of the other five species for cross-species analysis were downloaded from SRA under the BioProject accession codes "PRJNA637678" and "PRJNA817154". Details are available in Supplementary Data 1, 6 and 9. Source data are provided with this paper.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Blinding

Not relevant to our study since we did not use settings of experiment/control groups.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

### Antibodies

### Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

### ChIP-seq

#### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

4

IP.WG\_GOM.replicate\_33.H3K27ac.R1.clean.fq.gz; IP.WG\_GOM.replicate\_33.H3K27ac.R2.clean.fq.gz  
 IP.WG\_GOM.replicate\_38.H3K27ac.R1.clean.fq.gz; IP.WG\_GOM.replicate\_38.H3K27ac.R2.clean.fq.gz  
 IP.WG\_GOM.replicate\_41.H3K27ac.R1.clean.fq.gz; IP.WG\_GOM.replicate\_41.H3K27ac.R2.clean.fq.gz  
 IP.WG\_GOM.replicate\_42.H3K27ac.R1.clean.fq.gz; IP.WG\_GOM.replicate\_42.H3K27ac.R2.clean.fq.gz  
 IP.WG\_GOM.replicate\_43.H3K27ac.R1.clean.fq.gz; IP.WG\_GOM.replicate\_43.H3K27ac.R2.clean.fq.gz  
 IP.WG\_GOM.replicate\_45.H3K27ac.R1.clean.fq.gz; IP.WG\_GOM.replicate\_45.H3K27ac.R2.clean.fq.gz  
 IP.WG\_GOM.replicate\_46.H3K27ac.R1.clean.fq.gz; IP.WG\_GOM.replicate\_46.H3K27ac.R2.clean.fq.gz  
 IP.WG\_GOM.replicate\_7.H3K27ac.R1.clean.fq.gz; IP.WG\_GOM.replicate\_7.H3K27ac.R2.clean.fq.gz  
 IP.WG\_MAD.replicate\_14.H3K27ac.R1.clean.fq.gz; IP.WG\_MAD.replicate\_14.H3K27ac.R2.clean.fq.gz  
 IP.WG\_MAD.replicate\_20.H3K27ac.R1.clean.fq.gz; IP.WG\_MAD.replicate\_20.H3K27ac.R2.clean.fq.gz  
 IP.WG\_MAD.replicate\_21.H3K27ac.R1.clean.fq.gz; IP.WG\_MAD.replicate\_21.H3K27ac.R2.clean.fq.gz  
 IP.WG\_MAD.replicate\_25.H3K27ac.R1.clean.fq.gz; IP.WG\_MAD.replicate\_25.H3K27ac.R2.clean.fq.gz  
 IP.WG\_MAD.replicate\_28.H3K27ac.R1.clean.fq.gz; IP.WG\_MAD.replicate\_28.H3K27ac.R2.clean.fq.gz  
 IP.WG\_MAD.replicate\_30.H3K27ac.R1.clean.fq.gz; IP.WG\_MAD.replicate\_30.H3K27ac.R2.clean.fq.gz  
 IP.WG\_MAD.replicate\_33.H3K27ac.R1.clean.fq.gz; IP.WG\_MAD.replicate\_33.H3K27ac.R2.clean.fq.gz  
 IP.WG\_MAD.replicate\_41.H3K27ac.R1.clean.fq.gz; IP.WG\_MAD.replicate\_41.H3K27ac.R2.clean.fq.gz  
 IP.WG\_MAD.replicate\_42.H3K27ac.R1.clean.fq.gz; IP.WG\_MAD.replicate\_42.H3K27ac.R2.clean.fq.gz  
 IP.WG\_MAD.replicate\_43.H3K27ac.R1.clean.fq.gz; IP.WG\_MAD.replicate\_43.H3K27ac.R2.clean.fq.gz  
 IP.WG\_MAD.replicate\_44.H3K27ac.R1.clean.fq.gz; IP.WG\_MAD.replicate\_44.H3K27ac.R2.clean.fq.gz  
 IP.WG\_MAD.replicate\_45.H3K27ac.R1.clean.fq.gz; IP.WG\_MAD.replicate\_45.H3K27ac.R2.clean.fq.gz  
 IP.WG\_MAD.replicate\_46.H3K27ac.R1.clean.fq.gz; IP.WG\_MAD.replicate\_46.H3K27ac.R2.clean.fq.gz  
 IP.WG\_MAD.replicate\_7.H3K27ac.R1.clean.fq.gz; IP.WG\_MAD.replicate\_7.H3K27ac.R2.clean.fq.gz  
 IP.WG\_RAD.replicate\_14.H3K27ac.R1.clean.fq.gz; IP.WG\_RAD.replicate\_14.H3K27ac.R2.clean.fq.gz  
 IP.WG\_RAD.replicate\_15.H3K27ac.R1.clean.fq.gz; IP.WG\_RAD.replicate\_15.H3K27ac.R2.clean.fq.gz  
 IP.WG\_RAD.replicate\_21.H3K27ac.R1.clean.fq.gz; IP.WG\_RAD.replicate\_21.H3K27ac.R2.clean.fq.gz  
 IP.WG\_RAD.replicate\_25.H3K27ac.R1.clean.fq.gz; IP.WG\_RAD.replicate\_25.H3K27ac.R2.clean.fq.gz  
 IP.WG\_RAD.replicate\_28.H3K27ac.R1.clean.fq.gz; IP.WG\_RAD.replicate\_28.H3K27ac.R2.clean.fq.gz  
 IP.WG\_RAD.replicate\_30.H3K27ac.R1.clean.fq.gz; IP.WG\_RAD.replicate\_30.H3K27ac.R2.clean.fq.gz  
 IP.WG\_RAD.replicate\_38.H3K27ac.R1.clean.fq.gz; IP.WG\_RAD.replicate\_38.H3K27ac.R2.clean.fq.gz  
 IP.WG\_RAD.replicate\_42.H3K27ac.R1.clean.fq.gz; IP.WG\_RAD.replicate\_42.H3K27ac.R2.clean.fq.gz  
 IP.WG\_RAD.replicate\_43.H3K27ac.R1.clean.fq.gz; IP.WG\_RAD.replicate\_43.H3K27ac.R2.clean.fq.gz  
 IP.WG\_RAD.replicate\_44.H3K27ac.R1.clean.fq.gz; IP.WG\_RAD.replicate\_44.H3K27ac.R2.clean.fq.gz  
 IP.WG\_RAD.replicate\_45.H3K27ac.R1.clean.fq.gz; IP.WG\_RAD.replicate\_45.H3K27ac.R2.clean.fq.gz  
 IP.WG\_RAD.replicate\_46.H3K27ac.R1.clean.fq.gz; IP.WG\_RAD.replicate\_46.H3K27ac.R2.clean.fq.gz  
 IP.WG\_ULB.replicate\_15.H3K27ac.R1.clean.fq.gz; IP.WG\_ULB.replicate\_15.H3K27ac.R2.clean.fq.gz  
 IP.WG\_ULB.replicate\_20.H3K27ac.R1.clean.fq.gz; IP.WG\_ULB.replicate\_20.H3K27ac.R2.clean.fq.gz  
 IP.WG\_ULB.replicate\_21.H3K27ac.R1.clean.fq.gz; IP.WG\_ULB.replicate\_21.H3K27ac.R2.clean.fq.gz  
 IP.WG\_ULB.replicate\_25.H3K27ac.R1.clean.fq.gz; IP.WG\_ULB.replicate\_25.H3K27ac.R2.clean.fq.gz  
 IP.WG\_ULB.replicate\_30.H3K27ac.R1.clean.fq.gz; IP.WG\_ULB.replicate\_30.H3K27ac.R2.clean.fq.gz  
 IP.WG\_ULB.replicate\_38.H3K27ac.R1.clean.fq.gz; IP.WG\_ULB.replicate\_38.H3K27ac.R2.clean.fq.gz  
 IP.WG\_ULB.replicate\_41.H3K27ac.R1.clean.fq.gz; IP.WG\_ULB.replicate\_41.H3K27ac.R2.clean.fq.gz  
 IP.WG\_ULB.replicate\_43.H3K27ac.R1.clean.fq.gz; IP.WG\_ULB.replicate\_43.H3K27ac.R2.clean.fq.gz  
 IP.WG\_ULB.replicate\_44.H3K27ac.R1.clean.fq.gz; IP.WG\_ULB.replicate\_44.H3K27ac.R2.clean.fq.gz  
 IP.WG\_ULB.replicate\_45.H3K27ac.R1.clean.fq.gz; IP.WG\_ULB.replicate\_45.H3K27ac.R2.clean.fq.gz  
 IP.WL\_GOM.replicate\_1.H3K27ac.R1.clean.fq.gz; IP.WL\_GOM.replicate\_1.H3K27ac.R2.clean.fq.gz  
 IP.WL\_GOM.replicate\_4.H3K27ac.R1.clean.fq.gz; IP.WL\_GOM.replicate\_4.H3K27ac.R2.clean.fq.gz  
 IP.WL\_GOM.replicate\_5.H3K27ac.R1.clean.fq.gz; IP.WL\_GOM.replicate\_5.H3K27ac.R2.clean.fq.gz  
 IP.WL\_GOM.replicate\_7.H3K27ac.R1.clean.fq.gz; IP.WL\_GOM.replicate\_7.H3K27ac.R2.clean.fq.gz  
 IP.WL\_MAD.replicate\_4.H3K27ac.R1.clean.fq.gz; IP.WL\_MAD.replicate\_4.H3K27ac.R2.clean.fq.gz  
 IP.WL\_MAD.replicate\_5.H3K27ac.R1.clean.fq.gz; IP.WL\_MAD.replicate\_5.H3K27ac.R2.clean.fq.gz  
 IP.WL\_MAD.replicate\_7.H3K27ac.R1.clean.fq.gz; IP.WL\_MAD.replicate\_7.H3K27ac.R2.clean.fq.gz  
 IP.WL\_RAD.replicate\_1.H3K27ac.R1.clean.fq.gz; IP.WL\_RAD.replicate\_1.H3K27ac.R2.clean.fq.gz  
 IP.WL\_RAD.replicate\_4.H3K27ac.R1.clean.fq.gz; IP.WL\_RAD.replicate\_4.H3K27ac.R2.clean.fq.gz  
 IP.WL\_RAD.replicate\_5.H3K27ac.R1.clean.fq.gz; IP.WL\_RAD.replicate\_5.H3K27ac.R2.clean.fq.gz  
 IP.WL\_RAD.replicate\_7.H3K27ac.R1.clean.fq.gz; IP.WL\_RAD.replicate\_7.H3K27ac.R2.clean.fq.gz  
 IP.WL\_ULB.replicate\_5.H3K27ac.R1.clean.fq.gz; IP.WL\_ULB.replicate\_5.H3K27ac.R2.clean.fq.gz  
 IP.WL\_ULB.replicate\_7.H3K27ac.R1.clean.fq.gz; IP.WL\_ULB.replicate\_7.H3K27ac.R2.clean.fq.gz

Genome browser session  
 (e.g. [UCSC](#))

Our publicly available online resource (<https://3dghat.sicau.edu.cn/HPC/front/#/genomeBrowser>).

## Methodology

### Replicates

For Human:

Four adipose tissues (GOM, MAD, RAD, and ASA) with 2-3 biological replicates for each adipose tissue.

For Pig:

Four adipose tissues (GOM, MAD, RAD, and ULB) with 1-3 biological replicates for each adipose tissue in NC group.

Four adipose tissues (GOM, MAD, RAD, and ULB) with 10-15 biological replicates for each adipose tissue in WG group.

Four adipose tissues (GOM, MAD, RAD, and ULB) with 2-4 biological replicates for each adipose tissue in WL group.

### Sequencing depth

All ChIP-seq data were 150 bp paired-end reads. For pig, there were averaged ~108 M (million) reads and ~79 M of uniquely mapped reads for each sample. For human, there were ~105 M reads and ~78 M of uniquely mapped reads for each sample.

### Antibodies

Antibody used for immunoprecipitation: H3K27ac (Abcam, Cat. #ab4729).

How the deposited data were processed for this re-analysis (not part of the article)

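Hi-C, RNA-seq and H3K27ac ChIP-seq were deposited for 4 adipose tissues (GOM, MAD, RAD and ULB) of female Bama pigs in 3 nutritional groups (NC, WG and WL). The work described here began from the processed files and not from reads. Conditions were taken from the deposited labels. Of the samples in the files, 240 Hi-C and 236 RNA-seq samples match a deposited label. Each of the tables of estimated counts and of the A-B index holds 9 further columns, named for NC samples of GOM and ULB, that match none, and these were not used here. The paper also used public data of 9 adipose samples of pigs, which the files do not tie to these columns. The paper counts more NC samples in GOM and ULB than the labels give.

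The authors estimated transcript abundance with kallisto and summed it by gene with tximport. The deposited count table holds their expected counts, not raw reads: 17.8% of the values of PCGs are 0, and none of the others is a whole number (within 1e-09). Counts were rounded for the tests. The deposited TPM tables hold TPM as the authors computed it and were used for detection limits, means and similarity. The median of the counts on PCGs was 16791614 per sample, from 3337126 to 22939407.

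The deposited A-B index score was computed by the authors from contact matrices balanced with the Knight-Ruiz algorithm and quantile normalized between samples with BNBC. It has no unit, and its sign gives the compartment of each bin of 20 kb on 18 autosomes (2266 Mb). The numbers of valid contacts, the shares within chromosomes and the Q30 shares are the paper's (Supplementary Data 1). The index comes without counts per bin, so its precision is given only by the spread between samples. TAD calls by deDoc, of the kind other in the record of units, are positions with no score. The ROSE tables hold the authors' signal of each enhancer region in the H3K27ac and input reads of a group or subgroup, and the rank and super-enhancer mark that ROSE gave. The end of the last bin lay within 1 bin of the length of the reference chromosome on all 18 autosomes.

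Expression was compared with edgeR 4.0.16 (TMM, quasi-likelihood test) in R 4.3.3 in 26 comparisons: 18 between ATs within a group, and NC against WG and WG against WL in each AT. PCGs above 0.5 TPM in at least 80% of the samples of a group were tested, 13346 to 14316 per comparison. DEGs had an adjusted p below 0.05 and a fold change above 1.5. The alternatives were DESeq2 1.42.0, edgeR's exact test, no filter on low genes, the replicate number as a block, and each NC ULB sample left out in turn. Terms for the Q30 set (below 89% or not) and for the share of TPM on PCGs were added after seeing the data.

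The paper does not state that the replicate number marks the pig. It was checked by correlating the expression of samples with the same number in different ATs, after the mean of each AT was removed. All pairs were above 0.1 in 4 of the 18 comparisons between ATs: GOM and ULB in NC (median r 0.128, and -0.0197 for other numbers), MAD and ULB in WG (0.617), RAD and ULB in WG (0.556), and MAD and RAD in WL (0.385). In these 4 the numbers were taken to pair the samples. In the other 4 comparisons of WG, all but 1 or 2 pairs were above 0.1, with medians of 0.581 to 0.637. In the Hi-C data, 0 comparisons met this limit. The main fits were set as unpaired before the data were examined, since the paper names no block, and the block was an alternative.

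A bin had a high frequency of compartment A at 70% of samples or more and a low one at 30% or less. A/B switches needed over 80% of the samples in opposite compartments. A/B variables needed the same compartment, an index difference above 0.75 and an adjusted p below 0.05 by limma 3.58.1. The alternatives were classes at 80% and 20%, equal numbers of samples, an adjusted p below 0.01 and an index difference above 0.5. Quantile normalization of the index between samples was added after the frequencies of single bins in Supplementary Data 3 were compared with those from the deposited index. Of these lists, the first 1997 of 9182 bins were held for GOM, the first 1997 of 9200 for MAD and the first 480 of 9821 for RAD, and none for ULB. Of the DEG lists of Supplementary Data 2, those between GOM and MAD and between GOM and RAD in NC were held in full.

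TAD boundaries were collapsed within 100 kb (60 kb in an alternative) and changed frequency when found in 70% or more of the samples of one side and under 30% of the other. Enhancer regions were assigned to genes with a flank of 10 kb. Regions and boundaries were handled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and regions were intersected with bedtools 2.31.1. Permutation tests used 100000 permutations, bootstrap intervals 2000 resamples, and the seed 20230612. For DEGs and A/B variables, other splits of the samples numbered 100 for comparisons of 25 samples or fewer and 40 for larger ones. Changes of compartment and boundary frequency were compared with 100 random assignments of the labels in each comparison.

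The methods were tested on simulated data. In NC GOM against ULB, with 100 genes changed 2-fold among 14316, edgeR found 57 with 8 false calls, DESeq2 67 with 44 and the exact test 64 with 36. With 4-fold changes, edgeR found 97. With 9 against 45 samples, in GOM between NC and WG, edgeR found 77 of 100 2-fold changes with 3 false calls. limma found 646 of 1000 bins shifted by 1.5 between NC GOM and ULB with 18 false calls, and 928 of 1000 between NC and WG in ULB with 28.

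The genes of the paper were listed before the data were examined. They are those it names for a comparison of ATs or groups that these files measure. For GOM against ULB in NC, and for NC against WG and WG against WL in each AT, a rule set before the data were examined added genes from the results: those with the largest rises and falls among DEGs with a symbol and at least 5 TPM in the higher group. Of the named genes, 17 have no place on an autosome of the reference and so no A-B index, the 13 mitochondria-encoded ones among them. CCL3 was taken as CCL3L1, the symbol in the legend of Supplementary Fig. 31.

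RPS, promoter-enhancer interactions, insulation scores, CTCF loops, histology, serum values and the comparisons with other species were not analysed here. The enrichment of gene sets was not analysed here either.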

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

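The tests of the Q30 share of WL GOM replicate 9 and of the Q30 set behind the hypertrophy genes were written after the results were seen. Samples were compared within groups of 5 to 10, in 56 combinations of a measure and a group. A sample far from the others was found in 5 of them, and chance alone gives about 1 in 20.

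WL GOM replicate 9 had 63.7 M Hi-C contacts by the paper's Supplementary Data 1, where the other WL GOM samples had 259 to 356 M. Its share of bins in compartment A, 49.6%, lay within the range of the others (45.4 to 51.0%). Its 4485 TADs were fewer than those of the others (4642 to 5248). No explanation of the low depth was tested, and the design gives no biological one.

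The RNA library of WL GOM replicate 9 was also apart, with 70.8% of TPM on PCGs where the others had 81.3 to 91.4%. Its Q30 share lay below 89%. The 2 other low-Q30 WL GOM libraries had 81.3 and 88.8%, where the 7 high-Q30 ones had 83.3 to 91.4%. The first lay below all of the high-Q30 libraries and the second above 5 of them, so the Q30 share of the library can be neither excluded nor shown as the explanation from 2 libraries. Degraded RNA and another cell composition stay open, as untested.

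WL RAD replicate 10 had 195 M contacts, where the other WL RAD samples had 220 to 245 M. It was still above the lowest WL ULB sample (147 M). No explanation was tested.

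WL GOM replicate 10 had 45.4% of bins in compartment A, where the other WL GOM samples had 48.4 to 51.0%. WL MAD replicate 10 had 46.9%, where the others had 49.2 to 50.4%. Each had the most contacts of its group, 356 and 292 M, and 0 samples of either group had more. A difference in Hi-C contacts per sample is thus a candidate explanation in both. The 2 samples were found by their values, and a biological difference between pigs was not tested.

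From NC to WG, the mean of log2(TPM + 1) over the 10 hypertrophy genes rose by 0.65 in RAD and 0.02 in ULB. The difference of 0.63 had a permutation p of 0.00018, and 0.0032 adjusted over 18 tests of differences between ATs. With only NC libraries of high Q30 (6 in RAD and 3 in ULB), the difference was 0.62 (permutation p = 4e-05), 98.1% of that in all libraries, which argues against the Q30 set of the NC libraries as its cause. The share of TPM on PCGs and the make-up of cells were not tested for this difference. A difference between ATs in the response to weight gain is a hypothesis that stays open, on 5 NC ULB samples.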

How the results depend on the processing

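The fits with a term for the Q30 set, with a term for the share of TPM on PCGs, the fits on the samples with shared numbers without a block, the similarity within a Q30 set and without pairs of a replicate number, and the quantile normalization of the index were chosen after seeing the data. The other alternatives were set before the data were examined. A count is taken here as changed when it moved by more than 1.5 times. The cause of a change was not tested, except where the construction of the alternative gives it.

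The 178 results that answer a comparison are counts, tested values and values without a test. Under the alternatives, 523 of their values kept the direction and the side of the threshold, or stayed within 1.5 times or 1 SD. Another 217 moved further, 6 lost the threshold, 3 gained it and 14 changed sign. For the 160 results on single genes and gene lists, 893 were kept, 76 moved, 52 lost the threshold and 7 changed sign. Apart from the single genes and A-B index lists named below, the median over the mitochondria-encoded genes in ULB from NC to WG turned positive with some alternatives.

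With DESeq2 and with edgeR's exact test, the numbers of DEGs stayed within 1.5 times in all 18 comparisons of ATs and all 8 of groups. Leaving out the filter on low genes, which adds genes to the test, gave 1576 for WG GOM against MAD (from 862), 2533 for WG GOM against RAD (from 1525), 3770 for WG GOM against ULB (from 2456), 1468 for WG MAD against RAD (from 732), 3239 for WG MAD against ULB (from 1971) and 2152 for WG RAD against ULB (from 1237) DEGs. Between groups, it gave 5949 for GOM NC against WG (from 3812), 2900 for MAD NC against WG (from 1477), 4396 for RAD NC against WG (from 2266) and 1124 for ULB NC against WG (from 323). A term for the share of TPM on PCGs gave 1365 for NC GOM against MAD (from 2517) and 637 for WL MAD against RAD (from 1018) between ATs, and 6013 for GOM NC against WG (from 3812), 457 for GOM WG against WL (from 731), 1122 for MAD WG against WL (from 2425) and 101 for ULB NC against WG (from 323) between groups. The Q30 set as a term gave 1063 for NC GOM against MAD (from 2517), and 745 for GOM NC against WG (from 3812), 872 for RAD NC against WG (from 2266) and 48 for ULB NC against WG (from 323).

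The replicate number was used as a block among samples that share numbers, which leaves fewer samples. The paper does not state that the number marks the pig, and pigs of different groups are different animals, so the block between groups serves only as a setting. In the 4 comparisons where the numbers pair the samples, it changed the calls of HOXD4, CCR2, IL18, SUCNR1 and GCG (NC GOM against ULB), HOXD4 (WG MAD against ULB) and PPARG (WL MAD against RAD, 0.64 with an adjusted p of 0.017), and of no other named gene tested. Between ATs, it gave 1222 for NC GOM against ULB (from 3638), 235 for NC RAD against ULB (from 594) and 1530 for WL MAD against RAD (from 1018) DEGs, and the same samples without it 1217 for NC GOM against ULB (from 3638) and 228 for NC RAD against ULB (from 594). Between groups, it gave 795 for GOM NC against WG (from 3812), 227 for GOM WG against WL (from 731), 13 for MAD NC against WG (from 1477), 795 for RAD NC against WG (from 2266) and 0 for ULB NC against WG (from 323), and the same samples without it 1027 for GOM NC against WG (from 3812), 161 for MAD NC against WG (from 1477), 1154 for RAD NC against WG (from 2266), 1586 for RAD WG against WL (from 863), 0 for ULB NC against WG (from 323) and 1767 for ULB WG against WL (from 1107). In ULB from NC to WG, where edgeR called 0 DEGs with 5 samples in each group, 417 genes had an unadjusted p below 0.05 with the block and 689 without it. DESeq2 was run only on all samples of this comparison, where it called 434 DEGs.

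Each NC ULB sample was left out in turn, and the DEGs were counted again. Against 1082 with all samples, NC MAD against ULB gave 624 to 979, and the limit was passed without replicate 7 (624). Against 594 with all samples, NC RAD against ULB gave 349 to 536, and the limit was passed without replicate 7 (349). Against 323 with all samples, ULB NC against WG gave 110 to 382, and the limit was passed without replicate 5 (116) and replicate 9 (110).

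For the expression similarity of samples, the correlation between groups of an AT minus that between ATs of a group, 0.00106 in Spearman correlation, changed sign: it was -0.00329 over all PCGs, -0.0231 within the libraries of low Q30, -0.0293 over lncRNAs and -0.0285 over TUCPs. The log2 fold change of PRNP in RAD between NC and WG, -3.63, became 0.41 with the Q30 set as a term. Other log2 fold changes of single genes that changed sign were those of SHARPIN in GOM and CLEC7A in ULB, both for WG against WL. SHARPIN was -0.104 with a term for the share of TPM on PCGs (from 0.22). CLEC7A, which fell in the main fit, was 0.378 with the replicate block and 0.0710 in the same samples without a block.

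Classes set at 80% and 20% ask more of each bin and lowered the changes of compartment frequency between ATs. The numbers of bins were, in NC, 317 for GOM against MAD (from 1088), 1038 for GOM against RAD (from 2200) and 127 for MAD against RAD (from 477). They were, in WG, 148 for GOM against MAD (from 649), 412 for GOM against RAD (from 1134), 674 for GOM against ULB (from 2009), 4 for MAD against RAD (from 78), 167 for MAD against ULB (from 734) and 60 for RAD against ULB (from 414), and in WL, 1082 for GOM against MAD (from 2215), 1427 for GOM against RAD (from 2755), 1702 for GOM against ULB (from 3029), 128 for MAD against RAD (from 867), 519 for MAD against ULB (from 1430) and 343 for RAD against ULB (from 1555). Between groups, those classes gave 23 for GOM NC against WG (from 245), 34 for GOM WG against WL (from 316), 34 for MAD NC against WG (from 288), 35 for MAD WG against WL (from 320), 44 for RAD NC against WG (from 305), 172 for RAD WG against WL (from 666), 309 for ULB NC against WG (from 666), 112 for ULB WG against WL (from 511), 212 for GOM NC against WL (from 995), 333 for MAD NC against WL (from 968) and 778 for RAD NC against WL (from 1642). Equal numbers of samples in both groups, which leaves fewer samples, gave 754 for GOM WG against WL (from 316), 794 for MAD WG against WL (from 320), 1126 for RAD WG against WL (from 666), 1083 for ULB NC against WG (from 666), 968 for ULB WG against WL (from 511), 647 for GOM NC against WL (from 995) and 1547 for MAD NC against WL (from 968). Quantile normalization of the index gave 131 for GOM NC against WG (from 245) and 348 for RAD WG against WL (from 666).

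With each NC ULB sample left out, the bins that changed frequency between ATs or between groups moved as follows. Against 1462 with all samples, NC MAD against ULB gave 1937 to 2234, and the limit was passed without replicate 2 (2234). Against 666 with all samples, ULB NC against WG gave 867 to 1441, and the limit was passed without replicate 2 (1441), replicate 7 (1378) and replicate 9 (1029). Against 2218 with all samples, ULB NC against WL gave 2624 to 3424, and the limit was passed without replicate 2 (3424).

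For A/B variables between ATs, an adjusted p below 0.01 gave 3644 for NC GOM against MAD (from 6905), 7852 for NC GOM against ULB (from 15894), 1615 for NC MAD against RAD (from 4832), 3520 for NC MAD against ULB (from 9645), 6021 for NC RAD against ULB (from 12468), 661 for WG MAD against RAD (from 1044), 191 for WL MAD against RAD (from 951), 4257 for WL MAD against ULB (from 6554) and 1590 for WL RAD against ULB (from 4689) bins. An index difference above 0.5 admits more bins and gave 12092 for NC GOM against MAD (from 6905), 25140 for NC GOM against RAD (from 14593), 9131 for NC MAD against RAD (from 4832), 15351 for WG GOM against MAD (from 4954), 22647 for WG GOM against RAD (from 9050), 32284 for WG GOM against ULB (from 15371), 4657 for WG MAD against RAD (from 1044), 26167 for WG MAD against ULB (from 10608), 27929 for WG RAD against ULB (from 11204), 19168 for WL GOM against MAD (from 10141), 26052 for WL GOM against RAD (from 14105), 24014 for WL GOM against ULB (from 15099), 1785 for WL MAD against RAD (from 951), 12637 for WL MAD against ULB (from 6554) and 9294 for WL RAD against ULB (from 4689). With the replicate block there were 0 for NC MAD against ULB (from 9645) and 3509 for NC RAD against ULB (from 12468), and in the same samples without it 9063 for NC GOM against ULB (from 15894), 3375 for NC MAD against ULB (from 9645) and 3909 for NC RAD against ULB (from 12468). Quantile normalization gave 2970 for NC MAD against RAD (from 4832), 5172 for WG RAD against ULB (from 11204) and 573 for WL MAD against RAD (from 951).

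Between groups, A/B variables with an adjusted p below 0.01 numbered 312 for MAD WG against WL (from 896) and 1334 for ULB NC against WG (from 5358). A difference above 0.5 gave 8295 for GOM NC against WG (from 2731), 12048 for GOM WG against WL (from 2414), 14263 for MAD NC against WG (from 4578), 3913 for MAD WG against WL (from 896), 13720 for RAD NC against WG (from 4332), 12198 for RAD WG against WL (from 3503), 9673 for ULB NC against WG (from 5358) and 26572 for ULB WG against WL (from 10254), and quantile normalization 1183 for GOM NC against WG (from 2731), 737 for GOM WG against WL (from 2414), 1689 for MAD NC against WG (from 4578), 2255 for RAD NC against WG (from 4332), 1858 for RAD WG against WL (from 3503), 1801 for ULB NC against WG (from 5358) and 3229 for ULB WG against WL (from 10254). Leaving out NC ULB samples moved these numbers too. Against 5358 with all samples, ULB NC against WG gave 546 to 9134, and the limit was passed without replicate 5 (546), replicate 7 (9134) and replicate 12 (2052).

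A/B switches between ATs were 281 for NC RAD against ULB (from 509) and 9 for WG MAD against RAD (from 4) bins among samples with shared numbers, with or without the block (281 for NC RAD against ULB and 9 for WG MAD against RAD without it). Quantile normalization gave 5 for MAD WG against WL (from 8), 10 for RAD WG against WL (from 70) and 40 for ULB NC against WG (from 78) switched bins between groups. Against 910 with all samples, NC GOM against ULB gave 1031 to 1417, and the limit was passed without replicate 9 (1417). Against 352 with all samples, NC MAD against ULB gave 426 to 588, and the limit was passed without replicate 2 (588). Against 509 with all samples, NC RAD against ULB gave 572 to 872, and the limit was passed without replicate 2 (795) and replicate 9 (872). Against 78 with all samples, ULB NC against WG gave 89 to 174, and the limit was passed without replicate 2 (174) and replicate 7 (154).

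Mean differences of the A-B index over gene lists changed sign in 3 cases: hypertrophy genes in ULB NC against WG, -0.0461 after quantile normalization (from 0.118), PPARG and HOXD genes in NC ULB against RAD, 0.0325 without NC ULB replicate 2 (from -0.0660; -0.157 to 0.0325 with each NC ULB sample left out) and mesenchymal genes in NC RAD against ULB, 0.0197 without NC ULB replicate 5 (from -0.0948; -0.193 to 0.0197 with each NC ULB sample left out).

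The median expression change of genes in shifted compartments, less that in unchanged active ones, was -0.0529 for NC GOM against MAD (from 0.0712), 0.0701 for NC MAD against RAD (from 0.118), 0.448 for WG MAD against ULB (from -0.000899), 0.356 for WG RAD against ULB (from 0.0184) and -0.00486 for WL MAD against RAD (from 0.0119) with classes at 80% and 20%. WG MAD against RAD had no gene in a shifted bin with these classes and gave no value. A pseudocount of 0.1 gave 0.0905 for NC MAD against ULB (from 0.0511) and 0.00110 for WG MAD against ULB (from -0.000899). Without the filter on genes it was -0.00337 for NC MAD against ULB (from 0.0511), -0.00762 for NC RAD against ULB (from 0.0863), 0.0218 for WG GOM against MAD (from 0.122), 0.0400 for WG GOM against ULB (from 0.100), 0.0114 for WG MAD against ULB (from -0.000899), -0.0258 for WG RAD against ULB (from 0.0184) and 0.0279 for WL RAD against ULB (from 0.0357), and 9 of the 18 comparisons had an adjusted p below 0.05, where 13 had with it. Quantile normalization gave 0.138 for NC MAD against ULB (from 0.0511), 0.0680 for WG MAD against RAD (from 0.244), 0.000549 for WG MAD against ULB (from -0.000899), -0.0440 for WG RAD against ULB (from 0.0184) and 0.0230 for WL RAD against ULB (from 0.0357).

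Counting only TADs of at least 200 kb, which leaves out the smaller ones, gave 4139.8 for the number (from 4999.7), 512 for the mean size in kb (from 449) and 93.3 for the coverage in percent (from 98.8). The percent of boundaries shared within 40 kb was 66.6 for same AT and same group (from 81.2), 65.6 for same AT, other group (from 80.6), 65.2 for other AT, same group (from 80.3) and 25.4 for boundaries of 1 sample moved by 1 to 5 Mb (from 51.3). Within 200 kb, it was 91.0 for same AT and same group (from 81.2), 90.7 for same AT, other group (from 80.6), 90.4 for other AT, same group (from 80.3) and 75.3 for boundaries of 1 sample moved by 1 to 5 Mb (from 51.3). A wider window admits more boundaries.

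Changes of boundary frequency between ATs with classes at 80% and 20% numbered, in NC, 16 for GOM against MAD (from 72), 27 for GOM against RAD (from 132), 172 for GOM against ULB (from 376), 11 for MAD against RAD (from 74), 189 for MAD against ULB (from 350) and 86 for RAD against ULB (from 209). They numbered, in WG, 0 for GOM against MAD (from 14), 1 for GOM against RAD (from 31), 14 for GOM against ULB (from 86), 0 for MAD against RAD (from 1), 8 for MAD against ULB (from 76) and 5 for RAD against ULB (from 33), and in WL, 10 for GOM against MAD (from 104), 25 for GOM against RAD (from 146), 35 for GOM against ULB (from 165), 3 for MAD against RAD (from 44), 30 for MAD against ULB (from 172) and 13 for RAD against ULB (from 133). Collapsing within 60 kb gave 2 for WG MAD against RAD (from 1). Between groups, the classes at 80% and 20% gave 1 for GOM NC against WG (from 12), 2 for GOM WG against WL (from 15), 1 for MAD NC against WG (from 14), 0 for MAD WG against WL (from 30), 1 for RAD NC against WG (from 20), 1 for RAD WG against WL (from 35), 16 for ULB NC against WG (from 61), 1 for ULB WG against WL (from 27), 5 for GOM NC against WL (from 59), 4 for MAD NC against WL (from 62), 17 for RAD NC against WL (from 107) and 38 for ULB NC against WL (from 145), and collapsing within 60 kb 7 for GOM NC against WG (from 12), 24 for GOM WG against WL (from 15), 37 for RAD NC against WG (from 20) and 92 for ULB NC against WG (from 61).

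Boundary changes with each NC ULB sample left out were more numerous. Of 4 samples, 3 are enough for a high frequency, where 5 samples need 4. Against 376 with all samples, NC GOM against ULB gave 510 to 566, and the limit was passed without replicate 2 (566). Against 350 with all samples, NC MAD against ULB gave 466 to 549, and the limit was passed without replicate 2 (549). Against 209 with all samples, NC RAD against ULB gave 337 to 379, and the limit was passed without replicate 2 (379), replicate 5 (337), replicate 7 (353), replicate 9 (364) and replicate 12 (342). Against 61 with all samples, ULB NC against WG gave 144 to 166, and the limit was passed without replicate 2 (166), replicate 5 (144), replicate 7 (155), replicate 9 (155) and replicate 12 (161). Against 145 with all samples, ULB NC against WL gave 251 to 304, and the limit was passed without replicate 2 (304), replicate 5 (268), replicate 7 (267), replicate 9 (274) and replicate 12 (251).

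The percent of enhancer regions shared, with an overlap of at least 50% of both, was 36.8 for other AT, same group (from 75.7), 35.8 for same AT, other group (from 75.6), 28.3 for other AT and other group (from 70.5), 31.7 for other AT, same group, other subgroup (from 72.1) and 42.0 for same AT and same group (from 79.1). Among super-enhancers only, it was 67.3 for other AT, same group (from 75.7), 63.0 for other AT and other group (from 70.5), 59.2 for other AT, same group, other subgroup (from 72.1) and 68.2 for same AT and same group (from 79.1). For same AT, other group it was 70.4 (from 75.6). 

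The size of a change that these data can show differs between comparisons. Of 100 simulated 2-fold changes, edgeR found 57 with 9 against 5 samples (NC GOM against ULB), 80 with 10 against 10 (WL GOM against MAD) and 77 with 9 against 45 (GOM NC against WG). Of 1000 bins shifted by 1.5, limma found 646 in NC GOM against ULB and 928 in ULB NC against WG. The depth of Hi-C may limit the comparison of compartment A shares between NC and WL. Their difference was 2.64 percentage points, and 1.32 with the contacts per sample as a term.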

Differences from the paper's values

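The paper counts more NC samples in GOM and ULB than the 9 and 5 used here, so its values and those here with NC GOM or NC ULB come from unlike groups. Between GOM and MAD in NC, 2517 DEGs were found here, and the paper's value is 1368. None of the alternatives set before the data were examined came within 1.5 times of it: DESeq2 (2850), the exact test (2776), no filter on low genes (2827) and the replicate block (2118). A term for the share of TPM on PCGs, chosen after seeing the values, gave 1365, but it drops 482 of the 1366 genes in the paper's list, where 80 of the 1366 were not DEGs in the fit without it. The Q30 set as a term, also chosen after seeing the values, gave 1063 and drops 553 of them. Between MAD and ULB in NC, 1082 DEGs were found here, and the paper's value is 1626. Of the alternatives set before the data were examined, DESeq2 (1489), the exact test (1360) and the replicate block (1190) came within 1.5 times of it, and no filter on low genes (984) did not. The Q30 set as a term, chosen after seeing the values, gave 1235, and how many of the paper's calls it drops could not be counted, since the paper's list is not held. Between RAD and ULB in NC, 594 DEGs were found here, and the paper's value is 1156. Of the alternatives set before the data were examined, DESeq2 (852) and the exact test (778) came within 1.5 times of it, and no filter on low genes (565) and the replicate block (235) did not.

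A/B variables between groups covered 85.2 Mb on average over the 8 comparisons, and the paper's value is 27.13 Mb. An adjusted p below 0.01 (67.6 Mb) and a difference above 0.5 (252 Mb), both set before the data were examined, did not come within 1.5 times of it. Quantile normalization of the index, chosen after seeing the values, gave 33.7 Mb. A/B switches covered 0.73 Mb, and the paper's value is 0.43 Mb. The alternatives set before the data were examined left this at 0.73 Mb, and quantile normalization, chosen after seeing the values, gave 0.422 Mb. How many of the paper's variables and switches it drops could not be counted, since their list between groups is not held.

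The directions of the bins that changed frequency of compartment A between groups differed from the paper's in Supplementary Data 3. 

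In GOM, the bins numbered, from high to low, 8 here and the paper's 54 for NC against WG, 62 here and the paper's 144 for WG against WL and 55 here and the paper's 554 for NC against WL. They numbered, from low to high, 237 here and the paper's 124 for NC against WG, 254 here and the paper's 157 for WG against WL and 940 here and the paper's 445 for NC against WL.

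In MAD, the bins numbered, from high to low, 44 here and the paper's 332 for NC against WG, 58 here and the paper's 137 for WG against WL and 67 here and the paper's 513 for NC against WL. They numbered, from low to high, 244 here and the paper's 161 for NC against WG, 262 here and the paper's 152 for WG against WL and 901 here and the paper's 389 for NC against WL.

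In RAD, the bins numbered, from high to low, 59 here and the paper's 105 for NC against WG, 42 here and the paper's 182 for WG against WL and 85 here and the paper's 670 for NC against WL. They numbered, from low to high, 246 here and the paper's 153 for NC against WG, 624 here and the paper's 169 for WG against WL and 1557 here and the paper's 549 for NC against WL.

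In ULB, the bins numbered, from high to low, 103 here and the paper's 215 for WG against WL and 241 here and the paper's 813 for NC against WL. They numbered, from low to high, 603 here and the paper's 144 for NC against WG and 1977 here and the paper's 675 for NC against WL.

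Of the alternatives set before the data were examined, classes at 80% and 20% came within 1.5 times of the paper's value for MAD NC against WL from low to high (323), RAD WG against WL from low to high (169) and RAD NC against WL from low to high (757), and not for the other counts. Equal numbers of samples did so for GOM WG against WL from high to low (174), GOM NC against WL from low to high (622), MAD WG against WL from high to low (199), RAD NC against WG from high to low (80.5) and ULB WG against WL from high to low (232), and not for the others.

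Quantile normalization of the index between samples, chosen after seeing the values, came within 1.5 times of the paper's value for all of these counts except ULB NC against WG from low to high (284). It drops 73 of 776 changed bins in the part of the paper's lists that is held, where the deposited index drops 377. The paper's methods state quantile normalization of the contact matrices, and not of the index.

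The paper states that the mitochondria-encoded genes were generally up-regulated in ULB and RAD after weight gain. Here, 4 of 12 were higher in WG in ULB (median log2 fold change -0.12) and 0 of 12 in RAD (-1.40). In ULB, more were higher with the replicate block (10 of 12, median 0.38), without NC ULB replicate 5 (7 of 12, 0.09) and without replicate 9 (9 of 12, 0.26). With the Q30 set as a term, chosen after seeing the values, 11 of 12 were higher in ULB (0.82) and 0 of 12 in RAD (-0.87). None of these was a DEG with higher expression.

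The paper states that the compartment status of HOX genes in RAD was more similar to that in SAT than to that in GOM and MAD. By the mean absolute difference over 36 genes, RAD was 0.280 from ULB and 0.255 from MAD in NC, 0.287 and 0.245 in WG, and 0.342 and 0.257 in WL. It was farther from GOM than from ULB in NC, WG and WL (0.398, 0.353 and 0.431 from GOM). Over all bins, RAD was 0.460 from ULB and 0.322 from MAD in NC, 0.380 and 0.207 in WG, and 0.334 and 0.248 in WL. In NC and WG, the HOX genes of RAD and ULB thus differed less than bins in general. With quantile normalization, chosen after seeing the values, it was 0.298 from ULB and 0.317 from MAD in NC, but 0.290 and 0.266 in WG, and 0.309 and 0.298 in WL.

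The paper states that PPARG and the HOXD genes were in a comparable compartment status in RAD and ULB in each group. In WG, the index was lower in RAD by the mean of the 9 genes with a bin (-0.307), and 8 of them were past the limit. In NC and WL, 0 of the 9 were (means -0.0660 and 0.103).

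The paper gives an order of similarity from ULB over RAD and MAD to GOM. For expression, the mean correlation with ULB followed it (0.940 for RAD, 0.927 for MAD and 0.915 for GOM). For the A-B index, it was 0.962 for RAD, 0.963 for MAD and 0.952 for GOM, and in NC alone it followed the paper's order (0.961, 0.958 and 0.951).

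The paper states that markers of obesogenic memory retained high expression after weight loss. From NC to WG, 4 of the 5 genes were DEGs with higher expression in MAD and 4 in RAD, and 0 were in GOM and ULB with edgeR and with each alternative. There, an unadjusted p below 0.05 was found for TNF in GOM (0.040) and IL6 in ULB (0.021). From WG to WL, IL6 was a DEG with lower expression in MAD (log2 fold change -0.89, adjusted p = 0.028), as was CCL3L1 in RAD (-1.37, 0.020) and ULB (-1.29, 0.023), and IL10 was a DEG with higher expression in ULB (1.10, 0.00023).

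The legend of Fig. 3i calls its inflammation-related genes highly expressed in WG against NC. All of them were higher in WG here, and 1 of 1 was a DEG in GOM, 3 of 4 in MAD, 6 of 8 in RAD and 0 of 3 in ULB. Of those the text names, CLEC7A in ULB was not a DEG (log2 fold change 1.09, adjusted p = 0.38) and neither was TNFRSF1A in RAD (0.55, 0.00015), which became one without the filter on low genes (0.60, 2.9e-05). SHARPIN in GOM (1.21, 2.3e-06) and CD180 in MAD (0.93, 0.034) were DEGs.

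The paper names TBX1, FOXC2 and PAX1 among genes that differed in compartment and in expression, in a part on regions active in SAT and RAD against GOM. Here their A-B index was higher in ULB than in GOM on average (0.951 in NC, 0.594 in WG and 0.974 in WL). In expression between GOM and ULB, TBX1 was a DEG in WG alone, with lower expression in ULB (log2 fold change -1.02, adjusted p = 0.00047). FOXC2 was not a DEG under any setting. PAX1 passed the filter on low genes in 0 comparisons, and became a DEG without it in WG (2.79). Their expression between GOM and RAD was not analysed here.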

Other observations

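The tests of the frequencies in Supplementary Data 3, and of other splits for the DEGs of GOM against ULB in NC, were written after their values were seen. The fits with the Q30 set and the comparison of the NC RAD libraries were added after other results were seen. Where other splits of the same samples are given, the highest count of the others stands in parentheses, and the share of the splits with a count as large as the real one decides whether chance can be excluded.

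Between ATs, chance can be excluded for the number of DEGs in NC, WG and WL. In NC, the DEGs and the highest other split were, for GOM against MAD 2517 (2), GOM against RAD 2744 (122), GOM against ULB 3638 (664), MAD against RAD 331 (707), MAD against ULB 1082 (1427) and RAD against ULB 594 (884). Of 100 splits, 4 gave a count as large for MAD against RAD, 2 gave a count as large for MAD against ULB and 2 gave a count as large for RAD against ULB, the real one included, and 1 for the other NC comparisons. In WG, out of 40 splits with 1 as large, they were, for GOM against MAD 862 (12), GOM against RAD 1525 (4), GOM against ULB 2456 (11), MAD against RAD 732 (8), MAD against ULB 1971 (11) and RAD against ULB 1237 (7). In WL, out of 100 with 1 as large, they were, for GOM against MAD 841 (404), GOM against RAD 1710 (685), GOM against ULB 2252 (45), MAD against RAD 1018 (2), MAD against ULB 2022 (176) and RAD against ULB 597 (96). Highest other splits above the real count, as in NC for MAD against RAD, point to a structure among the samples. The splits took the samples as unpaired, also where the numbers pair them, as in WL for MAD against RAD, where the fit with the replicate number as a block called 1530 DEGs.

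Between groups, chance can be excluded for GOM NC against WG 3812 (1116), GOM WG against WL 731 (724), MAD WG against WL 2425 (47), RAD NC against WG 2266 (65), ULB NC against WG 323 (14) and ULB WG against WL 1107 (855) DEGs, each with 1 of 40 splits as large. It could not be excluded for MAD NC against WG (1477 DEGs, 2 of 40 splits as large, the highest of the others 1637) and RAD WG against WL (863 DEGs, 2 of 40 splits as large, the highest of the others 1295).

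For A/B variables, chance can be excluded in all 26 comparisons of ATs and of NC with WG and WG with WL, with 1 split as large in each. The variable bins and the highest other split were, in NC, for GOM against MAD 6905 (2), GOM against RAD 14593 (4), GOM against ULB 15894 (819), MAD against RAD 4832 (446), MAD against ULB 9645 (3627) and RAD against ULB 12468 (5151). In WG they were, for GOM against MAD 4954 (0), GOM against RAD 9050 (0), GOM against ULB 15371 (34), MAD against RAD 1044 (0), MAD against ULB 10608 (1) and RAD against ULB 11204 (0), and in WL, for GOM against MAD 10141 (0), GOM against RAD 14105 (1049), GOM against ULB 15099 (3270), MAD against RAD 951 (1), MAD against ULB 6554 (389) and RAD against ULB 4689 (4174). Between groups they were, for GOM NC against WG 2731 (446), GOM WG against WL 2414 (489), MAD NC against WG 4578 (0), MAD WG against WL 896 (2), RAD NC against WG 4332 (7), RAD WG against WL 3503 (709), ULB NC against WG 5358 (2) and ULB WG against WL 10254 (0).

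The NC libraries fall into 2 sets by Q30 share, which may be batches of sequencing. With the set as a term, DEGs fell from 2517 to 1063 for GOM against MAD in NC, from 3812 to 745 in GOM between NC and WG, from 2266 to 872 in RAD and from 323 to 48 in ULB. A sequencing batch is a candidate source of part of these DEGs. In MAD between NC and WG, 1477 DEGs were called without the term and 1241 with it, which argues against the batch as the whole source there. A term also costs power, so the DEGs that were lost are not shown to be technical.

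Within NC RAD, 6 libraries of low Q30 were compared with 6 of high Q30. Of 14407 PCGs, 841 were DEGs with edgeR, 746 higher and 95 lower in low Q30, and 2938 had an unadjusted p below 0.05. Chance can be excluded (1 of 100 splits as large, the highest of the others 1). All WG libraries of RAD are of high Q30, so a difference between the sets enters NC against WG there, and a batch is a candidate source of part of its DEGs. Pigs of the 2 sets could also differ in ways the labels do not give.

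The share of bins in compartment A was 2.64 percentage points higher in WL than in NC. With the contacts of each sample as a term, 50.0% of this was kept (95% interval of 2000 bootstrap resamples 27.8 to 63.4%). The test leaves open whether depth is the source, since contacts and groups go together. With the share of contacts within chromosomes as a term, 97.2% was kept (89.7 to 105%), which argues against it as the source. A biological difference after weight loss stays open.

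The number of TADs was higher in ULB than in the VATs by 418 per sample. With contacts as a term 102% of this was kept (97.4 to 106%), and with the share of contacts within chromosomes 97.5% (88.7 to 108%). Both argue against these explanations, and a difference between the ATs stays open.

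Frequencies of compartment A for single bins in the held part of Supplementary Data 3 were compared with those of the deposited index, and taken as equal within 0.001. In the 8 groups of GOM, MAD and RAD other than NC GOM, 25.2 to 53.4% of the bins were equal with the index as deposited, and 86.7 to 97.1% after quantile normalization of the index between samples. A normalization between samples by the authors after the deposited step is a candidate explanation of the difference. In NC GOM, where the labels give 9 samples and the paper more, 5.56 and 6.51% were equal.

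Changes of boundary frequency were compared with random labels of the same samples. Chance could not be excluded for WG MAD against RAD (1 boundaries, 12 of 100 as large, the highest of the others 1), WL MAD against RAD (44 boundaries, 38 of 100 as large, the highest of the others 65), GOM NC against WG (12 boundaries, 5 of 100 as large, the highest of the others 16), GOM WG against WL (15 boundaries, 14 of 100 as large, the highest of the others 21), ULB NC against WG (61 boundaries, 5 of 100 as large, the highest of the others 69) and ULB NC against WL (145 boundaries, 5 of 100 as large, the highest of the others 157).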
